# BAI1 localizes AMPA receptors at the cochlear afferent post-synaptic density and is essential for hearing

**DOI:** 10.1016/j.celrep.2024.114025

**Published:** 2024-04-01

**Authors:** Adam J. Carlton, Jing-Yi Jeng, Fiorella C. Grandi, Francesca De Faveri, Ana E. Amariutei, Lara De Tomasi, Andrew O’Connor, Stuart L. Johnson, David N. Furness, Steve D.M. Brown, Federico Ceriani, Michael R. Bowl, Mirna Mustapha, Walter Marcotti

## Abstract

Type I spiral ganglion neurons (SGNs) convey sound information to the central auditory pathway by forming synapses with inner hair cells (IHCs) in the mammalian cochlea. The molecular mechanisms regulating the formation of the post-synaptic density (PSD) in the SGN afferent terminals are still unclear. Here, we demonstrate that brain-specific angiogenesis inhibitor 1 (BAI1) is required for the clustering of AMPA receptors GluR2–4 (glutamate receptors 2–4) at the PSD. Adult *Bai1*-deficient mice have functional IHCs but fail to transmit information to the SGNs, leading to highly raised hearing thresholds. Despite the almost complete absence of AMPA receptor subunits, the SGN fibers innervating the IHCs do not degenerate. Furthermore, we show that AMPA receptors are still expressed in the cochlea of *Bai1*-deficient mice, highlighting a role for BAI1 in trafficking or anchoring GluR2–4 to the PSDs. These findings identify molecular and functional mechanisms required for sound encoding at cochlear ribbon synapses.

## Introduction

In mammals, a precise representation of the auditory landscape requires the processing of acoustic stimuli with unparalleled temporal precision (in the range of μs) over a wide range of sound intensity and frequency.^1,2^ While sound frequency is mainly encoded by the tonotopic organization of the sensory hair cells along the length of the cochlea,^3^ the intensity and timing of the sound waveform are largely defined by the firing characteristics of the auditory afferent fibers.^4^ Type I spiral ganglion neurons (SGNs) represent the majority of the afferent fibers that innervate the cochlea (~95%),^5^ the role of which is to relay sound information toward the brain. Each type I afferent fiber makes a single bouton-like synapse with an inner hair cell (IHC), which are the primary auditory receptors of the mammalian cochlea. In mice, each IHC is normally contacted by up to 20 SGN afferent boutons that are paired with a pre-synaptic ribbon,^6,7^ the role of which is to tether vesicles to facilitate high rates of sustained synaptic transmission.^8,9^ The physiological characteristics of SGN afferent fibers are very heterogeneous, showing a wide range of thresholds and spontaneous firing rates,^10–12^ which allow them to convey the wide dynamic range of sound intensity encoded by the IHCs.^2^

Recent studies using single-cell RNA sequencing (scRNA-seq) on the mammalian cochlea have identified several genes that are expressed in SGNs,^13–15^ including the brain-specific angiogenesis inhibitor *Bai1*. The BAI family, a subclass of adhesion G-protein-coupled receptors, consists of three members.^16^ BAI1, which is encoded by the *ADGRB1* (adhesion G-protein-coupled receptor B1) gene,^17^ was initially identified as a target of the tumor suppressor p53.^18,19^ BAI1 has also been shown to play crucial roles in diverse cellular processes such as suppressing angiogenesis,^20^ promoting myogenesis,^21^ and the internalization of apoptotic cells.^22^ Knockdown of BAI1 has been shown to affect synaptogenesis in hippocampal and cortical neurons.^23^ Furthermore, mice lacking *Bai1* have been shown to display reduced expression of PSD-95 and a thinning of the post-synaptic density (PSD) in hippocampal neurons^24^ leading to deficits in spatial learning and memory^24^ and brain development and an increased susceptibility to seizures.^25^ Moreover, a rare *BAI1* variant has been identified in patients affected with autism spectrum disorders,^26^ and *Bai1* has been suggested to be linked to hearing loss in mice.^27^ Despite the important role of BAI1 in the CNS, the mechanism(s) by which it mediates afferent synaptogenesis is still poorly understood.

In this study, we investigated the role of *Bai1* (*Adgrb1*) in the auditory system using *Bai1*-deficient (*Bai1*^*tm2b*^) mice generated by the International Mouse Phenotyping Consortium. We found that BAI1 is expressed in cochlear afferent SGNs. Using a combination of functional, morphological, and molecular approaches, we found that BAI1 is required for the correct localization of AMPA receptors (GluR2–4 [glutamate receptors 2–4]) to the PSD. Transcriptomic analysis also reveals that the absence of functional *Bai1* leads to many gene expression changes that are also found in *VGlut3* knockout mice and highlights a role for BAI1 in trafficking or anchoring GluR2–4 to the PSDs.

## Results

*Bai1*-deficient (*Bai1*^*tm2b*^) mice of both sexes were produced through Cre-mediated conversion of the “knockout-first” tm2a allele, which was achieved by treating *in*-*vitro*-fertilization-derived embryos with a cell-permeable Cre enzyme (Figure 1). In the converted tm2b allele (*Bai1*^*tm2b*^), exons 3 and 4 (ENSMUSE00001058436 and ENSMUSE00000963718) of the *Adgrb1* gene (ENSMUSG00000034730; MGI: 1933736), located on chromosome 15, are deleted, leaving a lacZ reporter cassette containing a splice acceptor that subsumes normal splicing (Figure 1A). X-gal staining of the cochlea from postnatal day 6 and 7 (P6–P7) mice showed that *LacZ* is expressed in the cell body of the SGNs (Figures 1B and 1C). scRNA-seq data have also shown that *Bai1* is expressed in all subtypes of SGNs from P25–P27 mice with no change along the cochlear tonotopic axis (Figure S1).^14^ qPCR analysis from P6 and P22 cochlear tissue revealed that *Bai1* is significantly downregulated in *Bai1*^*tm2b/tm2b*^ mice compared to controls (*Bai1*^*tm2b/+*^) only at the older age tested (Figure 1D). *Bai1* has at least two isoforms: a long form, which contains the extracellular thrombospondin repeats (TSRs), and a short form, which contains the intracellular domains only^16^ (Figures 1E and 1F). 

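*Adgrb1*, the mouse gene that encodes BAI1 (ENSMUSG00000034730.17), lies on the plus strand of chromosome 15 of GRCm38 (mm10), from 74516195 to 74589465. The GENCODE annotation of this build gives the gene 12 transcripts. The long transcript Adgrb1-201 has 31 exons. Its exon 3 runs from 74538298 to 74538459 (162 bp) and its exon 4 from 74539203 to 74539313 (111 bp). Exons 3 and 4 are both present in 3 of the 12 transcripts, and 9 transcripts start after exon 4. The RNA-seq tables of P7 and P22 cochleae that the authors deposited hold a single value per gene and library, which sums all of its transcripts and therefore does not separate the isoforms.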

To determine which, if any, of the *Bai1* isoforms are affected by the tm2b allele, we performed RNA-seq of bulk cochlear tissues and visualized the mapped reads on the *Bai1* gene. As expected, in the heterozygous animals, we could observe reads mapping to both the long isoform as well as shared regions of the short isoform. However, splicing analysis of the RNA-seq data in homozygous *Bai1*^*tm2b*^ mice at both P7 and P22 showed a loss of reads mapping between exon 3, where the lacZ cassette inserted, and exon 18, where the short isoform(s) begins (Figure 1F), leaving an intact short isoform with no observed differences in expression levels (Figure S2). Therefore, we concluded that the *Bai1*^*tm2b*^ mice represent a knockout model for the long isoform of *Bai1*.

### *Bai1^tm2b/tm2b^* mice exhibit early-onset hearing loss

Auditory brainstem responses (ABRs) were used to test the hearing sensitivity of *Bai1*^*tm2b*^ mice (Figure 2A). ABR thresholds were defined as the lowest sound level where any recognizable wave was visible. Control mice (*Bai1*^*tm2b/+*^) showed normal thresholds to click stimuli at all ages tested, as previously shown in wild-type mice,^29^ with a characteristic improvement in sound pressure threshold between early post-hearing ages (P15) and older mice (P76–P88; p = 0.0002, Tukey’s post-test from one-way ANOVA, Figure 2B). The thresholds remained relatively stable up to at least 212–288 days of age (p = 0.0517, Tukey’s post-test). Thresholds for clicks recorded from the long-isoform *Bai1* knockout mice (*Bai1*^*tm2b/tm2b*^) did not change significantly between P15 and P212–P288 (p = 0.2846, one-way ANOVA), although they were raised at all three ages tested (p < 0.0001, two-way ANOVA) compared to control mice (Figure 2B). Pure-tone-evoked ABRs were also found to be significantly elevated in all age groups tested in *Bai1*^*tm2b/tm2b*^ compared to littermate controls (p < 0.0001 for all ages: two-way ANOVA, Figure 2C). These results also show that *Bai1*^*tm2b/tm2b*^ mice do not exhibit any progressive worsening of hearing with age. The hearing loss occurring at high frequencies (>12 kHz) is due to the C57BL/6 mouse strain harboring a hypomorphic allele in *Cadherin 23* (*Cdh23*^*ahl*^), which is also present in control mice.^30^

To better assess the sound-induced output of the cochlea, we analyzed ABR wave 1 that is generated by the summed response to the sound of all afferent nerve fibers innervating the IHCs.^31,32^ ABR wave 1 was analyzed for 12 kHz responses (Figures 2D–2F), as this closely matches the cochlear region used for the following *ex vivo* experiments (9–12 kHz). We also found that wave 1 amplitude in *Bai1*^*tm2b/tm2b*^ was close to zero across the wide range of sound intensities tested and at both ages (p < 0.0001 compared to control mice, Tukey’s post-test, two-way ANOVA, Figures 2D, 2E, and S3A). Despite the almost complete loss of cochlear output, the subsequent waves of the ABR recordings were more easily detected due to auditory central gain.^33,34^ The latency of the residual wave 1 in *Bai1*^*tm2b/tm2b*^ was, however, not significantly different between the two genotypes at both ages (p > 0.9999, two-way ANOVA, Figure 2H). We then recorded distortion product otoacoustic emissions (DPOAEs), which are a product of cochlear amplification caused by sound-induced outer hair cell (OHC) electromotility and therefore provide a specific readout of OHC function. For this experiment, the same adult mice were tested for both ABRs and DPOAEs. We found that despite the largely elevated ABR thresholds, DPOAE thresholds over the same age range were indistinguishable from those recorded from littermate controls (p = 0.8659, two-way ANOVA, Figures 2J and S3B), indicating that OHCs are fully functional. These results suggested that the loss of the long isoform of *Bai1* (*Adgrb1*) is likely to cause auditory neuropathy by affecting the activity of either the IHCs and/or that of the auditory afferent fibers.

### *Bai1* is not required for hair cell function

Although our X-gal staining revealed that *Bai1* is only present in SGNs (Figure 1C), scRNA-seq gene expression profiling (gEAR: https://umgear.org/) has indicated its presence in both IHCs and OHCs. We focused our investigation on IHCs because the function of OHCs was normal in *Bai1*^*tm2b/tm2b*^ mice (Figure 2J). The mechanoelectrical transducer (MET) current from P8 apicalcoil IHCs was elicited by displacing their stereociliary bundles using a 50 Hz sinusoidal force stimulus from a piezo-driven fluid jet.^35^ IHCs from both control and *Bai1*^*tm2b/tm2b*^ mice showed a MET current with biophysical characteristics indistinguishable between the two genotypes (Figures 3A–3C and S4). This finding was also supported by the normal staircase morphology of the hair bundles in adult IHCs from both genotypes (Figures 3D, 3E, and S5).

In mature IHCs, the size of the basolateral membrane K^+^ currents and resting membrane potential were indistinguishable between *Bai1*^*tm2b/+*^ and *Bai1*^*tm2b/tm2b*^ littermate P87–P114 mice (Figures 3F–3I and S6). Pre-synaptic activity or exocytosis in adult IHCs was estimated by measuring the size of the Ca^2+^ current (*I*_Ca_) and the induced increase in cell membrane capacitance (*ΔC*_m_) following depolarizing voltage steps (Figures 3J and 3K). The sizes of *I*_Ca_ and *ΔC*_m_ were not significantly different between the two genotypes (p = 0.0658 and 0.4257, respectively, two-way ANOVA, Figure 3K). The rate of neurotransmitter release in adult IHCs was investigated by measuring *ΔC*_m_ in response to depolarizing voltage steps to –11 mV of varying duration between 2 ms and 1 s (interstep interval was at least 11 s) (Figures 3L and 3M). Under our experimental conditions (1.3 mM extracellular Ca^2+^ and body temperature), stimuli up to about 50 ms reveal the readily releasable pool (RRP) of the vesicle, while longer steps induce the release of vesicles from a secondarily releasable pool (SRP) that is located farther away from the Ca^2+^ channels.^36^ We found that both the RRP (Figure 3M) and the SRP (Figure 3L) recorded from the IHCs of *Bai1*^*tm2b/tm2b*^ mice were not significantly different from those obtained in control *Bai1*^*tm2b/+*^ mice (p = 0.5899 and 0.1757, respectively, two-way ANOVA). Overall, the above findings show that the long isoform of *Bai1* is not required for the development and function of IHCs.

### Afferent fibers and terminals are present in *Bai1^tm2b/tm2b^* mice

The almost complete absence of wave 1 in the ABR waveforms recorded from *Bai1*^*tm2b/tm2b*^ mice (Figures 2D–2G) could be explained by the loss of the SGNs and their afferent fibers and/or their synapses. Since the SGN marker β-tubulin also labels the efferent fibers, the afferent fibers were identified as β-tubulin positive but negative to an antibody targeting choline acetyltransferase (ChAT) that specifically labels the efferent system (Figure 3N). Using a 3D reconstruction of the SGN bundles, we found that the number of afferent fibers in the apical region of the cochlea from adult *Bai1*^*tm2b/tm2b*^ mice was not significantly different from that measured in littermate *Bai1*^*tm2b/+*^ mice at least up to 8 months of age (Figure 3O). In line with these findings, the SGN somata were also present in adult *Bai1*^*tm2b/tm2b*^ mice (Figure S7). The ChAT-positive efferent fibers and the synaptic vesicle protein 2 at the efferent endings were also present in both genotypes (Figure S8). These results indicate that the absence of long isoform of *Bai1* does not affect the survival of the SGNs.

Mice lacking *Bai1* (full knockout) have been shown to have reduced expression of the PSD component PSD-95 at hippocampal synapses.^24^ Therefore, we investigated whether the localization of PSD-95 and SHANK-1, which is another key protein expressed in the PSD of glutamatergic synapses in the CNS and cochlea,^37,38^ was affected in *Bai1*^*tm2b/tm2b*^ mice. Immunofluorescence labeling also showed that PSD-95 was normally distributed at the IHC ribbon synapses, being juxtaposed to the pre-synaptic marker CtBP2 in both control and *Bai1*^*tm2b/tm2b*^ P11 mice (Figures 4A and 4B). The post-synaptic protein SHANK-1 was also expressed in the basal pole of the IHCs from both genotypes (Figure S9). transmission electron microscopy experiments on P22 mice (3 mice per genotype) indicated no obvious structural differences in the pre-synaptic ribbons and the PSD between *Bai1*^*tm2b/+*^ and *Bai1*^*tm2b/tm2b*^ mice (Figures 4C–4H). The length of the PSDs was similar between *Bai1*^*tm2b/+*^ (298 ± 83 nm, n = 10) and *Bai1*^*tm2b/tm2b*^ (319 ± 70 nm, n = 11, p = 0.5182, t test) mice. These results demonstrate that afferent fibers and PSD are preserved in adult *Bai1*^*tm2b/tm2b*^ mice.

### The SGN PSD of adult *Bai1^tm2b/tm2b^* mice is almost completely devoid of AMPA GluRs

Cochlear IHCs transmit sound-induced information to the SGNs via the release of glutamate, which primarily activates AMPA-type glutamatergic receptors at the post-synaptic afferent terminals.^9,39^Therefore, we assessed whether the strongly reduced wave 1 in the ABR recordings (Figure 2) was due to defects in the number and/or localization of GluRs at the PSDs. In the adult cochlea, afferent neurons appear to express only three of the four AMPA-type pore-forming subunits GluR2–4.^40–42^ We found that, in contrast to control mice, SGNs from both pre- and post-hearing *Bai1*^*tm2b/tm2b*^ mice showed very few or no GluR2 puncta (Figures 5A–5G). The few remaining GluR2 puncta at the afferent terminals of *Bai1*^*tm2b/tm2b*^ mice showed a very poor colocalization with CtBP2 (Figure 5H).

GluR3 and GluR4 were still expressed in the cochlea of P7 *Bai1*^*tm2b/tm2b*^ mice, albeit to a lesser extent compared to littermate controls (Figures S10A–S10D). However, compared to control mice, the number of GluR3 (Figures 6A–6D and 6I) and GluR4 puncta (Figures 6E–6H and 6J) at the IHC synapses of *Bai1*^*tm2b/tm2b*^ mice was already reduced by 50%–70% at P10 and P17 and almost completely absent by 3 months of age. The remaining GluR3 and GluR4 puncta were largely not colocalized with the pre-synaptic ribbons at both P17 (Figures S10E–S10H) and adult mice (Figures 6I and 6J). Despite the very significant reduction of GluR4 puncta at the SGN afferent terminals of P10 *Bai1*^*tm2b/tm2b*^ mice (p < 0.0001, Tukey’s post-test, one-way ANOVA, Figure 6J), the protein level assessed with western blot was not significantly different between the two genotypes at P9–P11 (Figure S11). This indicates that although the proteins are produced, they are not localized correctly at the post-synaptic afferent terminals.

The tetrameric AMPA receptors are non-selective cation channels known to be permeable to sodium, potassium, and calcium,^43^ but any subunit combination that includes GluR2 makes them largely impermeable to calcium.^44^ Although GluR2 is ubiquitously expressed at the SGN terminals, recent evidence has indicated the presence of Ca^2+^-permeable, GluR2-lacking AMPA receptors.^45,46^ We therefore investigated whether spontaneous Ca^2+^ signals in the SGN terminals of P7–P9 *Bai1*^*tm2b/tm2b*^ mice, which represent the activation of post-synaptic receptors via the spontaneous release of glutamate from the IHCs, were affected, as they are almost completely devoid of GluR2 (Figure 5). The lack of GluR2 would increase the potential number of Ca^2+^-permeable, GluR2-lacking AMPA receptors in the SGNs of *Bai1*^*tm2b/tm2b*^ mice, thus affecting their spontaneous Ca^2+^ signals. To address this question, acutely dissected cochleae from *Bai1*^*tm2b/+*^ and *Bai1*^*tm2b/tm2b*^ mice transduced with AAV9-*syn*-GCaMP8m and -GCaMP8f at P1, a green Ca^2+^ indicator targeting SGNs, were incubated for 5 min with the red Ca^2+^ dye Rhod-2 AM that labels the IHCs. We found that spontaneous IHC depolarization elicited Ca^2+^ transients in the SGN afferent terminals of *Bai1*^*tm2b/tm2b*^ mice that were indistinguishable from littermate controls (Figure S12). These Ca^2+^ transients in SGNs were directly linked to IHC exocytosis since they were absent in mice lacking the Ca_V_1.3 Ca^2+^ channels (*Ca*_*V*_*1.3*^-/-^)^47^ (Figure S12).

### Transcriptional changes in the *Bai1^tm2b/tm2b^* mouse

To understand the molecular pathways underpinning the changes in the IHC synaptic machinery, we performed RNA-seq on the cochlear apical coil of P7 and P22 *Bai1*^*tm2b/+*^ and littermate *Bai1*^*tm2b/tm2b*^ mice. 

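Each RNA-seq library was made from a pool of 4 mice. There were 3 *Bai1* tm2b/+ and 3 *Bai1* tm2b/tm2b libraries at P22 and 7 of each genotype at P7. The authors mapped paired-end reads to mm10 with the nf-core RNA pipeline and counted them per gene with Salmon, which estimates counts and divides reads that fit several transcripts. The P22 table holds these estimated counts for 24411 genes, without normalization. The *Bai1* tm2b/+ libraries at P22 summed to between 35725985 and 39118352 counts (median 36749785) and the *Bai1* tm2b/tm2b libraries to between 38450388 and 40350413 (median 40310153). The P7 table mixes a pair of units. Replicates 5, 6 and 7 of each genotype hold estimated counts, which summed to between 36615914 and 58807173 in *Bai1* tm2b/+ libraries (median 42577582) and to between 31108551 and 44706331 in *Bai1* tm2b/tm2b libraries (median 35977704). Replicates 1 to 4 of each genotype hold whole numbers that summed to between 999646 and 999777 in *Bai1* tm2b/+ libraries (median 999705) and to between 999644 and 999701 in *Bai1* tm2b/tm2b libraries (median 999669), as TPM values (transcripts scaled to a common total) rounded to whole numbers would. The number of reads behind these 8 libraries is therefore unknown. The libraries in counts (3 pools per genotype) and in rounded TPM (4 pools per genotype) were taken as the pair of dissection batches that the paper describes at P7, although the labels do not name a batch. For each set of counts, genes with low counts were removed with edgeR's filterByExpr, libraries were scaled by TMM, and genotypes were compared with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Normalized counts are given as CPM (counts scaled to a common total). Libraries in rounded TPM were also scaled by TMM, and their log2 values after adding 1 were compared with limma for genes with a mean of at least 5 TPM. Log2 fold changes are given as *Bai1* tm2b/tm2b over *Bai1* tm2b/+. A gene was called changed when its adjusted p value was under 0.05, its log2 fold change was above 0.5 in either direction and the standard error of that change was under 0.5, following the thresholds that the paper states for P22. In simulated P22 libraries with 200 genes changed by known amounts, the edgeR test called 88.5% of the changed genes and 12 unchanged genes among the 15330 genes tested. *Adgrb1*, the targeted gene, was examined first in every library. At P22 it had 139, 137 and 151 CPM in the *Bai1* tm2b/+ libraries and 93.2, 90.8 and 95.8 CPM in the *Bai1* tm2b/tm2b libraries. In the P7 libraries in counts it had 35.5, 61.5 and 39.4 CPM in *Bai1* tm2b/+ and 29.6, 23.8 and 34.3 CPM in *Bai1* tm2b/tm2b. In the P7 libraries in rounded TPM it had 10, 12, 8 and 7 TPM in *Bai1* tm2b/+ and 9, 9, 10 and 12 TPM in *Bai1* tm2b/tm2b, so that the genotypes overlapped in this batch alone.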

Surprisingly, despite observing a clear loss of the targeted exons (Figure 1F), the transcriptomes at P7 could not be clearly separated using principal-component analysis of the most variable genes. Moreover, differential gene expression analysis using DeSEQ2 did not identify any expression differences between *Bai1*^*tm2b/+*^ and *Bai1*^*tm2b/tm2b*^ mice. 

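In the batch with 4 pools per genotype, principal components were computed from the 500 genes with the most variable log2 values. PC1 explained 33.4% of the variance, and *Bai1* tm2b/+ and *Bai1* tm2b/tm2b libraries overlapped along it (exact permutation test, 2-sided, p = 0.0571, where 4 pools against 4 cannot give less than 0.0286). PC2 explained 23.9% of the variance and did not separate the genotypes either (exact permutation test, p = 0.886).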

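Since the 8 libraries of this batch hold no counts, which DESeq2 requires, they were compared with limma. Of 11740 genes tested, 76 were called higher and 18 lower in *Bai1* tm2b/tm2b mice. An adjusted p value under 0.05 (limma) was reached by 936 genes, with a smallest value of 0.0437, and 4047 genes had an unadjusted p value under 0.05. The calls depended on single libraries. No gene was called when *Bai1* tm2b/+ replicate 2, 3 or 4 or *Bai1* tm2b/tm2b replicate 2, 3 or 4 was left out, with between 2897 and 3799 genes at an unadjusted p value under 0.05, whereas 138 genes were called without *Bai1* tm2b/+ replicate 1 and 331 without *Bai1* tm2b/tm2b replicate 1. Across genes, which are not independent replicates, the log2 fold change rose with transcript length (Spearman's rho 0.564). The median transcript length was 5088 nt for the genes called higher and 764 nt for those called lower, against 2243 nt for all genes tested. Once the trend on GC content and length had been removed from each library, a step added after the data were seen, no gene was called and 2621 genes had an unadjusted p value under 0.05. Without TMM scaling of the TPM values, the median log2 fold change of all genes was 0.12, and 284 genes were called higher and 9 lower.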

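A separate set of P7 libraries, replicates 5 to 7 of each genotype, was deposited as estimated counts. The variance-stabilized counts (DESeq2) of its 500 most variable genes placed 35.3% of the variance on PC1 and 32.4% on PC2, and the genotypes overlapped on both (exact permutation tests, 2-sided, p = 0.2 and p = 0.7, where 3 pools against 3 cannot give less than 0.1). The edgeR test called 0 of 16026 genes, with a smallest adjusted p value of 0.573 (edgeR), and 763 genes had an unadjusted p value under 0.05. The Wald test of DESeq2 called 44 genes higher and 4 lower in *Bai1* tm2b/tm2b mice among 16729 genes, with 905 at an unadjusted p value under 0.05. The number called by DESeq2 depended on the libraries included, with 105, 46 and 15 genes when *Bai1* tm2b/+ replicate 5, 6 or 7 was left out and 159, 23 and 12 when *Bai1* tm2b/tm2b replicate 5, 6 or 7 was left out.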

To determine if this was a technical issue, we repeated the P7 time point (3 replica for each time point) and again observed no change between genotypes. 

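When the P7 libraries in counts and in rounded TPM were joined as log2 values, PC1 explained 95.5% of the variance and divided all 14 libraries by the unit of their values, with the 6 libraries in counts apart from the 8 in rounded TPM. Unit and batch coincide in the table and cannot be told apart. The genotypes did not differ along PC2, which explained 0.897% of the variance (exact permutation test, 2-sided, p = 0.793). For PC1 the same exact test gave p = 0.597, but it shuffled libraries across batches, whose gap could hide a difference within a batch. In the libraries in rounded TPM the genotypes did not overlap along this PC1, from 30.0 to 34.8 in *Bai1* tm2b/+ and from 25.6 to 27.6 in *Bai1* tm2b/tm2b. In the libraries in counts they overlapped, from -40.1 to -36.5 and from -42.5 to -37.9. After the difference between batches was removed from each gene, PC1 explained 26.1% and PC2 18.8% of the variance, and neither separated the genotypes (exact permutation tests, p = 0.795 and p = 0.0711).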

When both sets of data were analyzed together, principal component 1 (PC1) now captured dissection batch and experimental run (Figure 7A). Therefore, we concluded that at P7, the transcriptome of the *Bai1*^*tm2b/tm2b*^ mice was not altered.

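Both batches were also tested in a single limma fit with batch as a term. None of 11736 genes was called, the smallest adjusted p value was 0.133 (limma), and 2694 genes (23.0%) had an unadjusted p value under 0.05. With the batch term left out, 0 genes were called and 33 had an unadjusted p value under 0.05. Leaving out *Bai1* tm2b/tm2b replicate 6 gave 1 call, *Oaz1-ps*, and leaving out each of the other 13 libraries gave 0. The genes called at P22 were then followed in this fit. Of the 114 genes lower at P22 that could be tested, 45 were lower and 69 higher at P7, with a median log2 fold change of 0.07 and 16 genes at an unadjusted p value under 0.05. Their camera p value was 0.0415 with the preset correlation, which fry (p = 0.576) and camera with an estimated correlation (p = 0.652) did not bear out. Of the 171 genes higher at P22, 98 were lower and 73 higher at P7, with a median of -0.04 and a camera p value of 0.197. The batches disagreed on these lists. In the libraries in counts the medians were -0.08 for the genes lower at P22 and 0.14 for those higher, whereas in the libraries in rounded TPM they were 0.21 and -0.13. When the P22 changes were planted in simulated P7 libraries, this fit called 70.2% of the 285 genes it tested, and the edgeR test on the libraries in counts alone called 21.9% of 480. From the lack of separation and of differentially expressed genes in both batches, the paper concludes that the transcriptome was not altered at P7.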

To determine how the cochlea continues to develop postnatally in *Bai1*^*tm2b/tm2b*^ mice, we also performed RNA-seq on adult mice at P22. In contrast to P7, principal-component analysis showed a clear separation between the genotypes with PC1 explaining 51% of the observed variance (Figure 7B). 

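The variance-stabilized counts of the 6 P22 libraries gave a PC1 with 45.5% of the variance for the 500 most variable genes. All 3 *Bai1* tm2b/tm2b libraries lay apart from all 3 *Bai1* tm2b/+ libraries along it (exact permutation test, 2-sided, p = 0.1, the smallest p value that 3 pools against 3 allow). PC2 explained 24.8% and did not separate the genotypes (exact permutation test, p = 0.5). With log2 CPM in place of variance-stabilized counts, the share of PC1 was 33.4%, the alternative that moved it most, and with each library left out in turn it was between 44.5% and 55.2%.

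**Figure D1:**
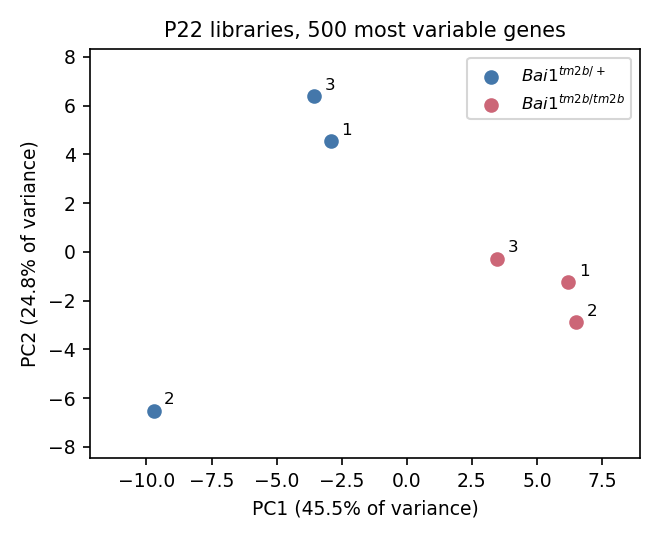
Principal components 1 and 2 of the P22 libraries, with 1 point per library, coloured by genotype. The *Bai1* tm2b/tm2b libraries lie apart from the *Bai1* tm2b/+ libraries along PC1 (45.5% of the variance) and overlap with them along PC2 (24.8%).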

By mapping reads to all isoforms of *Bai1* at P22, we found a decrease in *Bai1* expression (Figure 7C). 

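Counted over all isoforms, *Adgrb1* had 142 ± 7.34 CPM (SD, n = 3 pools) in *Bai1* tm2b/+ and 93.3 ± 2.51 CPM (SD, n = 3) in *Bai1* tm2b/tm2b libraries at P22, from between 3772 and 5690 counts per library. The log2 fold change was -0.61 (standard error 0.0585, adjusted p = 0.000602, edgeR), and every *Bai1* tm2b/tm2b library was below every *Bai1* tm2b/+ library (exact permutation test, p = 0.1). Across the fits that each left out 1 library, it was between -0.64 and -0.57 and the adjusted p value (edgeR) was at most 0.00506. Scaling the libraries to a list of neuron markers, chosen after the data were seen, shifted the median of all genes by 0.23 and gave *Adgrb1* a log2 fold change of -0.37 (standard error 0.0607, adjusted p = 0.00397, edgeR, against a range over all alternatives from 2.14e-17 with DESeq2 to 0.00506). Its paralogs did not differ, with log2 fold changes of 0.03 for *Adgrb2* (adjusted p = 0.834, edgeR) and 0.03 for *Adgrb3* (adjusted p = 0.905, edgeR), and the sign of both depended on the library left out.

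**Figure D2:**
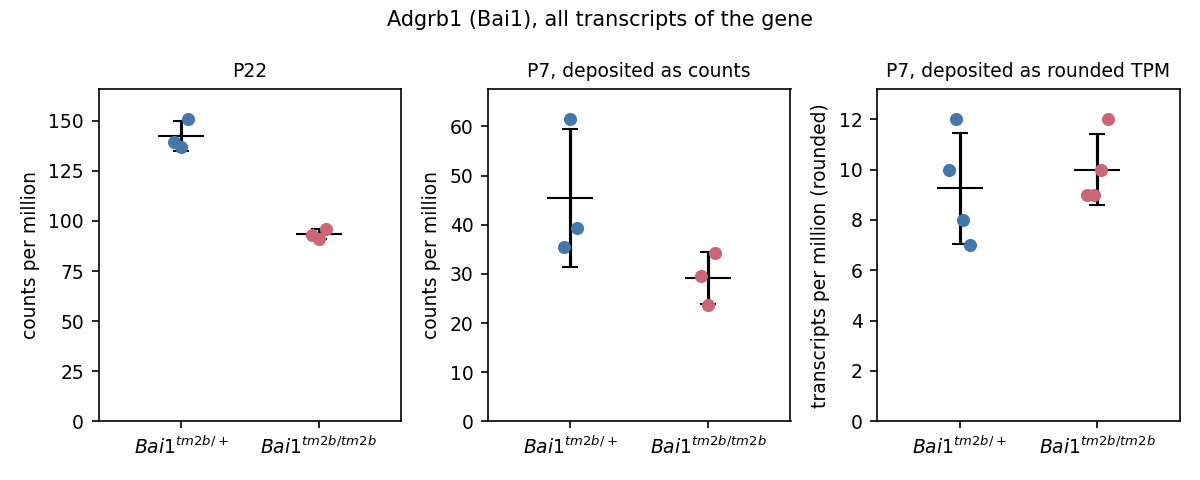
*Adgrb1* in each library, as CPM at P22, CPM in the P7 libraries in counts and TPM in the P7 libraries in rounded TPM, with points for libraries and bars for the mean and SD of each genotype. *Bai1* tm2b/tm2b libraries lie below *Bai1* tm2b/+ libraries in the panels in CPM and overlap with them in the panel in TPM.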

Using splicing analysis (Figure 1F), we determined that while the short isoform was still expressed at the same level, exons from the long isoform were lost. The *Bai1* upregulation between P7 and P22 (Figure 7C) may explain the increased sensitivity of RNA-seq to detect the change.

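The tables of P7 and P22 were made separately and the batches at P7 are in different units, so the level of *Adgrb1* was not compared between ages. Its difference between genotypes was compared instead. In the P7 libraries in counts, *Adgrb1* had 45.4 ± 14.0 CPM (SD, n = 3) in *Bai1* tm2b/+ and 29.2 ± 5.26 CPM (SD, n = 3) in *Bai1* tm2b/tm2b, a log2 fold change of -0.64 (standard error 0.227, adjusted p = 0.894, edgeR). Without *Bai1* tm2b/+ replicate 6, the highest of these libraries, the log2 fold change was -0.36. In the P7 libraries in rounded TPM it had 9.25 ± 2.22 TPM (SD, n = 4) in *Bai1* tm2b/+ and 10.0 ± 1.41 TPM (SD, n = 4) in *Bai1* tm2b/tm2b, a log2 fold change of 0.02 (standard error 0.130, exact permutation test p = 0.686). The fit over both batches gave -0.24 (standard error 0.147, adjusted p = 0.327, limma). The log2 fold change at P22 differed from the latter by -0.37 (standard error 0.158). It differed from that of the libraries in counts by 0.03 (standard error 0.234). From that of the libraries in rounded TPM it differed by -0.63 (standard error 0.142). The comparison thus depended on the batch or on its unit, which cannot be told apart. Counts grow with transcript length and TPM does not, so loss of the long isoform need not change both alike.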

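At P22, 15443 of the 24411 genes passed the filter on low counts, and their median log2 fold change was 0.01 with a median standard error of 0.0912. With the stated thresholds, the edgeR test called 269 genes higher and 218 lower in *Bai1* tm2b/tm2b mice. The values of *Bai1* tm2b/+ and *Bai1* tm2b/tm2b libraries did not overlap for 262 of the 269 and 217 of the 218, as for 33.7% of all genes tested, where chance gives 10%. An adjusted p value under 0.05 was reached by 779 genes in the higher direction and 1125 in the lower, of which 1408 changed by less than 0.5. Of the alternatives, scaling to marker lists, chosen after the data were seen, moved the counts most, to 1604 higher and 61 lower with the neuron markers (96.3% of calls higher, against 55.2%) and to 66 and 4113 with the hair cell markers (1.58% higher). Testing each change against 0.5, in place of applying that limit after the test, gave 3 higher and 10 lower. DESeq2 called 286 genes higher and 223 lower, of which 246 and 213 were among those called by edgeR. The counts also depended on single libraries. Leaving out *Bai1* tm2b/+ replicate 1 gave 108 higher and 162 lower, leaving out *Bai1* tm2b/+ replicate 3 gave 160 and 125, and leaving out *Bai1* tm2b/tm2b replicate 2 gave 117 and 165. The calls with the largest increases were *Mmp8* (2.74), *Sctr* (1.78), *Zfp488* (1.72), *Slc44a5* (1.69) and *Mki67* (1.63) on the log2 scale. Those with the largest decreases were *Fam19a2* (-2.35), *1700026D08Rik* (-2.20), *Mybpc2* (-2.15), *Sec14l4* (-2.05) and *Rgs8* (-1.83). Apart from *1700026D08Rik* these rest on few counts, from 87 for *Mmp8* to 831 for *Mki67* over all 6 libraries. Of the genes with large increases, *Mmp8* passed the limit on the standard error in all 6 fits that left out 1 library and so lost its call, although it stayed between 2.65 and 2.86 with an adjusted p value of at most 0.0332 (edgeR). *Sctr* lost its call in all 6 too, and *Zfp488*, *Slc44a5* and *Mki67* each lost it in 5, whereas the calls with large decreases held in all 6. The log2 fold change of *Mki67* was 1.05 without *Bai1* tm2b/tm2b replicate 1.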

Differential gene expression analysis from the P22 data (adjusted p value < 0.05, log2 standard deviation < 0.5, and log2 fold change > 0.5) yielded 163 upregulated genes and 241 downregulated genes (Table S1). Among the 241 downregulated genes, we observed an enrichment for genes annotated to GO processes related to potassium channels, microfilament assembly, the synaptic vesicle membrane, and the glutamate neurotransmitter release cycle (Table S2). 

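All 9 potassium channel genes that Table S2 lists were lower in *Bai1* tm2b/tm2b mice, and 8 were called, against 3 of the 9 after scaling to the neuron markers. *Kcns3* fell from 36.1 ± 0.749 CPM (SD, n = 3) in *Bai1* tm2b/+ to 20.7 ± 1.69 CPM (SD, n = 3) in *Bai1* tm2b/tm2b, a log2 fold change of -0.80 (standard error 0.0773, adjusted p = 0.000602, edgeR). The largest change was that of *Kcnq5*, with a log2 fold change of -1.49 (standard error 0.324, adjusted p = 0.0160, edgeR) at 2.02 ± 0.752 and 0.715 ± 0.0683 CPM (SD, n = 3 each), and the smallest that of *Hcn4* (-0.49, adjusted p = 0.0166, edgeR), which was not called. The other 6 were between -1.02 (*Kcnk10*) and -0.58 (*Kcnn1*). Of the exon bases of *Kcnj3*, 31.1% overlap a gene on the opposite strand, and since the methods do not state whether the counting used strand its value is uncertain. *Kcnh5* and *Kcnj14* each lost their call in 4 of the 6 fits that left out 1 library (adjusted p at most 0.130 and 0.112, edgeR), *Kcnq5* in 3 (at most 0.0810) and *Kcnk10* without *Bai1* tm2b/+ replicate 3 (0.0509, its highest), while *Hcn4* was called in 3 of these fits and had a log2 fold change of -0.34 without *Bai1* tm2b/+ replicate 3. Over all 82 genes tested whose symbol starts with Kcn or Hcn, 10 were called lower and 2 higher, and the median was -0.13 (camera p = 0.000276 with the preset correlation, fry p = 0.00133, camera p = 0.0417 with an estimated correlation). Without *Bai1* tm2b/tm2b replicate 2 this median was -0.22. Of the 5 genes of the synaptic vesicle membrane, *Sv2c*, *Syt1* and *Syt2* were called lower, and *Slc17a6* and *Slc17a7* missed the limit of 0.5. *Syt2* fell under that limit without *Bai1* tm2b/+ replicate 3 (-0.44) and *Slc17a6* passed it without *Bai1* tm2b/+ replicate 2 (-0.55). *Slc17a7* had 1109 ± 41.7 CPM in *Bai1* tm2b/+ and 802 ± 40.1 CPM in *Bai1* tm2b/tm2b (SD, n = 3 each), a log2 fold change of -0.47 (standard error 0.0621, adjusted p = 0.00246, edgeR). Of the 4 genes of the glutamate release cycle, *Rims1* (-0.67), *Gls2* (-0.73) and *Syt1* (-0.58) were called lower, although *Syt1* lost its call in 5 of the 6 fits that left out 1 library (adjusted p at most 0.137, edgeR). The authors picked these genes from the same libraries, so their counts, which are the same when adjusted over the list alone, are not independent evidence.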

We found that the SGN-specific GluRs GluR2–4, and GluR1, were not significantly downregulated in the *Bai1*^*tm2b/tm2b*^ mice (Figure 7D). This further supports the western blotting data showing that the level of GluR4 was not significantly different between *Bai1*^*tm2b/+*^ and *Bai1*^*tm2b/tm2b*^ mice at P9–P11 (Figure S11), despite observing a strong reduction in the number of GluR4 puncta (>50%) in the afferent terminals (Figure 6J). 

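None of the AMPA receptor genes was called at P22 over all genes tested. *Gria3* had 104 ± 11.9 CPM in *Bai1* tm2b/+ and 80.7 ± 2.44 CPM in *Bai1* tm2b/tm2b (SD, n = 3 each), a log2 fold change of -0.36 (standard error 0.0795, adjusted p = 0.0167, edgeR). *Gria4* changed from 106 ± 9.31 to 88.5 ± 1.24 CPM (log2 fold change -0.26, adjusted p = 0.0352, edgeR) and *Gria2* from 30.3 ± 2.10 to 24.7 ± 1.03 CPM (-0.30, adjusted p = 0.0329, edgeR). For each of these 3 genes every *Bai1* tm2b/tm2b library was below every *Bai1* tm2b/+ library and the adjusted p value was under 0.05, but the change stayed under the limit of 0.5. Their adjusted p values rose above 0.05 in 4 of the 6 fits that left out 1 library for *Gria2*, 2 for *Gria3* and 5 for *Gria4*, with at most 0.137, 0.0593 and 0.105 (edgeR). After scaling to the neuron markers their log2 fold changes were -0.06 (*Gria2*), -0.12 (*Gria3*) and -0.02 (*Gria4*). *Gria1* was higher in *Bai1* tm2b/tm2b, with 5.72 ± 0.331 against 8.81 ± 2.86 CPM (SD, n = 3 each), a log2 fold change of 0.62 (standard error 0.214, adjusted p = 0.0832, edgeR) with overlapping genotypes. DESeq2 called it higher (adjusted p = 0.0240), as did edgeR without *Bai1* tm2b/tm2b replicate 3 (0.86, adjusted p = 0.00746) and after scaling to the neuron markers (0.86), with adjusted p values (edgeR or DESeq2) over all alternatives from 0.00746 to 0.276. Adjusted over the list alone, 1 of the 4 genes was called, again *Gria1*.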

RNA-seq has also highlighted that NMDA receptors were not differentially expressed between the two genotypes.

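Of the 7 NMDA receptor genes, 5 had enough counts to be tested at P22 and 0 were called, also when adjusted over the list alone. *Grin2d* came closest, with 11.2 ± 0.220 CPM in *Bai1* tm2b/+ and 8.65 ± 0.663 CPM in *Bai1* tm2b/tm2b (SD, n = 3 each), a log2 fold change of -0.37 (standard error 0.106, adjusted p = 0.0462, edgeR) that stayed under the limit of 0.5. Its adjusted p value was above 0.05 in all 6 fits that left out 1 library (at most 0.136, edgeR). *Grin1*, the most abundant at 361 ± 21.7 and 313 ± 24.3 CPM (SD, n = 3 each), had a log2 fold change of -0.21 (adjusted p = 0.0821, edgeR). Its sign changed to 0.03 after scaling to the neuron markers. *Grin2c* (0.16), *Grin3a* (0.12) and *Grin3b* (0.27) had adjusted p values (edgeR) of 0.304, 0.674 and 0.624, and all 3 became negative after scaling to the hair cell markers. Exons of *Grin1* and *Grin3b* overlap genes on the opposite strand over 13.5% and 32.1% of their bases. *Grin2a* had 0 counts and *Grin2b* 44 counts over the 6 libraries, so that a change in either was not detectable at this depth.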

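The 8 genes *Otof*, *Tectb*, *Cldn11*, *Sall1*, *Cldn14*, *Chrna10*, *Espn* and *Fgfr3* were all called higher in *Bai1* tm2b/tm2b mice at P22, and for each of them every *Bai1* tm2b/tm2b library was above every *Bai1* tm2b/+ library. *Tectb* had 19.1 ± 0.118 CPM in *Bai1* tm2b/+ and 38.8 ± 3.53 CPM in *Bai1* tm2b/tm2b (SD, n = 3 each), a log2 fold change of 1.02 (standard error 0.0808, adjusted p = 0.000303, edgeR). *Espn* had 12.8 ± 1.18 and 25.3 ± 1.47 CPM, a log2 fold change of 0.99 (standard error 0.0924, adjusted p = 0.000588, edgeR). *Otof* had the smallest change, from 79.6 ± 6.55 to 116 ± 19.5 CPM (0.54, standard error 0.109, adjusted p = 0.0121, edgeR). The other 5 genes were between 0.58 (*Chrna10*) and 0.76 (*Cldn14*). *Otof* lost its call without *Bai1* tm2b/+ replicate 3 (adjusted p = 0.0503, edgeR) and without *Bai1* tm2b/tm2b replicate 3 (0.40), and *Cldn11* without *Bai1* tm2b/tm2b replicate 2 (0.47, adjusted p = 0.0506, edgeR). Of the exon bases of *Chrna10* and *Fgfr3*, 39% and 13.9% overlap a gene on the opposite strand. After scaling to a list of hair cell markers, chosen after the data were seen, the median of all genes shifted by -0.40, the 8 genes had a median log2 fold change of 0.30, and *Tectb* (0.61) and *Espn* (0.59) were still called. The list was drawn by the study from these libraries, so that its 8 calls when adjusted over the list alone are not independent evidence.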

Among the 163 upregulated genes, we did not observe a clear enrichment of Gene Ontology processes but did obtain significant enrichment of genes associated with hearing loss, including the upregulation of *Otof, Tectb, Cldn11, Sall1, Cldn14, Chrna10, Esprn*, and *Fgfr3* (Table S1). This upregulation suggests some compensatory mechanisms by other parts of the adult cochlea, including the hair cells. We next compared these data to the genes found to be differentially regulated in adult type I SGNs in mice lacking the vesicular glutamate transporter (VGLUT3) at the IHC synapses (*VGlut3* knockout mice).^14^ Similar to *Bai1*-deficient mice, SGN terminals are not activated in *VGlut3* knockout mice, but in this case, it is caused by the IHC’s failure to release glutamate.^48^ Of the 11 genes downregulated in the *VGlut3* knockout mice, 5 were also significantly reduced in the *Bai1*^*tm2b/tm2b*^ mice (45%), although all 11 genes showed the same overall trend (Figure 7E). 

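The 11 genes that Fig. 7E lists as lower in *VGlut3* knockout mice all had a negative log2 fold change in *Bai1* tm2b/tm2b mice at P22, from -1.07 to -0.05, and for 10 of them the genotypes did not overlap. *Sv2c*, *Ttn*, *Nrip3*, *Nol4*, *Cd55* and *Sema3d* were called lower, 6 genes over all genes tested and 6 adjusted over the list alone. *Sv2c* had 123 ± 24.4 CPM in *Bai1* tm2b/+ and 58.6 ± 3.62 CPM in *Bai1* tm2b/tm2b (SD, n = 3 each), a log2 fold change of -1.07 (standard error 0.122, adjusted p = 0.00125, edgeR). *Nrip3* had a log2 fold change of -0.83 (standard error 0.115, adjusted p = 0.00291, edgeR), and *Lhfp* one of -0.32 (adjusted p = 0.0281, edgeR), under the limit. *Sphkap*, *Fam184b*, *Lypd1* and *Adssl1* had adjusted p values (edgeR) between 0.0793 and 0.706. Exons of *Lypd1* and *Fam184b* overlap a gene on the opposite strand over 17.1% and 15.7% of their bases. Without *Bai1* tm2b/+ replicate 3 only 3 of the 11 were called, *Nol4* lost its call in 5 of the 6 fits that left out 1 library (adjusted p at most 0.0938, edgeR), *Cd55* in 3 (at most 0.0689, and a log2 fold change of -0.46 without *Bai1* tm2b/tm2b replicate 2) and *Sema3d* without *Bai1* tm2b/+ replicate 3 (-0.45) or *Bai1* tm2b/tm2b replicate 1 (-0.48). After scaling to the neuron markers, 3 of the 11 were called, 9 were negative and *Adssl1* (0.19) and *Lypd1* (0.08) became positive.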

Of the 12 upregulated genes, 4 were significantly changed in the *Bai1*^*tm2b/tm2b*^ mice (33%). 

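All 12 genes that Fig. 7E lists as higher in *VGlut3* knockout mice had a positive log2 fold change in *Bai1* tm2b/tm2b mice, and for 8 of them the genotypes did not overlap. Of these, 5 genes, *Mpp3* and *Marcksl1* among them, were called higher over all genes tested and 5 adjusted over the list alone. *Mpp3* rose from 5.12 ± 0.666 CPM in *Bai1* tm2b/+ to 11.1 ± 0.880 CPM in *Bai1* tm2b/tm2b (SD, n = 3 each), a log2 fold change of 1.12 (standard error 0.133, adjusted p = 0.00133, edgeR). *Marcksl1* rose from 118 ± 4.65 to 188 ± 7.40 CPM (0.68, standard error 0.0570, adjusted p = 0.000392, edgeR). *Tfcp2l1* lost its call in 3 of the 6 fits that left out 1 library (adjusted p at most 0.0949, edgeR), and 3 of the 12 genes were called without *Bai1* tm2b/+ replicate 1. The remaining 7 genes were between 0.06 (*Kitl*) and 0.33 (*Lpar1*). After scaling to the hair cell markers all 7 became negative and 1 gene of the list was called.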

Of note, the original VGLUT3 differentially expressed genes were determined by pseudobulked analysis of single-cell SGNs, while our analysis is based on bulk RNA extracted from cochlear tissue. Collectively, these data suggest that the compensatory changes in the adult *Bai1*^*tm2b/tm2b*^ mice phenocopy transcriptionally at least certain aspects of the *VGlut3* loss of function.

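As a list, the 11 genes lower in *VGlut3* knockout mice had a median log2 fold change of -0.54 in *Bai1* tm2b/tm2b mice at P22 (camera p = 3.26e-08 with the preset correlation, fry p = 0.000777, camera p = 0.0113 with an estimated correlation). The 12 genes higher in *VGlut3* knockout mice had a median of 0.31 (camera p = 4.81e-07, fry p = 0.00134, camera p = 0.0315 with an estimated correlation). With each library left out in turn, the medians were between -0.63 and -0.45 and between 0.26 and 0.38. Scaled to the neuron markers, against which all genes shifted upward, the list of lower genes had a median of -0.30. The *VGlut3* values came from SGNs, and the cochlear pools hold other cells as well, so the size of these changes was not compared between the mouse lines. From the genes that change in the same direction in both lines, the paper proposes that the transcriptional changes in adult *Bai1* tm2b/tm2b mice resemble at least part of those caused by loss of VGLUT3.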

## Discussion

Here, we show that *Bai1* is expressed in the mammalian cochlea and is crucial for normal hearing. The absence of the long isoform of BAI1, which caused a failure of AMPA GluR2–4 clustering at the IHC post-synaptic afferent terminals, led to highly elevated hearing thresholds in *Bai1-*deficient mice. Cochlear RNA-seq analysis indicated that the absence of *Bai1*’s long isoform did not significantly change the gene expression profile in pre-hearing mice (P7–P10), a time when post-synaptic defects in AMPA receptor localization are already evident. However, compensatory changes of the transcriptome were present in young adult mice (P22), including gene expression changes similar to those observed in *Vglut3* loss-of-function mice.^14^ Considering that AMPA receptors are expressed at normal levels in the cochlea of *Bai1*^*tm2b/tm2b*^ mice (GluR2–4: RNA-seq) and appear to be translated into proteins (GluR4: western blotting), we propose that BAI1 is required for the correct trafficking or anchoring of GluR2–4 subunits to the PSDs. We have also found that the SGNs and their afferent fibers were still present in 7- to 8-month-old *Bai1*^*tm2b/tm2b*^ mice despite being almost completely devoid of all three GluRs, suggesting that another signal is required for the long-term survival of SGNs.

### The role of BAI1 in the mammalian cochlea

IHCs in the post-hearing mammalian cochlea have about 20 pre-synaptic ribbons^7^ that are contacted by unbranched type I SGN afferent terminals forming a large PSD.^49^ The glutamatergic PSDs at IHC ribbon synapses have a comparable morphology to those present in the CNS^50–53^ but are generally much larger.^54^ In the CNS, these PSD regions include several proteins involved in signaling, cell adhesion, cell scaffolding, the cytoskeleton, and membrane trafficking^50,55^(see also: Genes to Cognition: https://genes2cognition.org/). Although the full molecular composition of the SGN PSD is still unclear, it shares key proteins with CNS synapses such as AMPA receptors containing GluR2–4 subunits,^14,40,41^ scaffold proteins such as PSD-95, SHANK-1, and HOMER^38,56–58^ and neuroligins.^59^ BAI1 is another protein enriched in the PSD region of excitatory brain synapses^23^ and cochlear SGNs (Figure 1).

The BAI family is a subclass of adhesion G-protein-coupled receptors, and each member has seven transmembrane domains.^16^ BAI proteins possess a large and highly glycosylated N-terminal extracellular domain containing multiple thrombospondin type-1 repeats (TSRs), which have been implicated in neuronal development, including synaptogenesis, in the CNS^60–62^ and the cochlea.^63,64^ Studies in knockout mice have shown that loss of BAI1 results in hippocampal learning and memory deficits associated with abnormal synaptic plasticity and PSD thinning.^24^ BAI1, via a C-terminal PDZ binding motif, can interact directly with the PSD scaffold protein PSD-95,^65^ contributing not only to its anchoring to the post-synaptic membrane^66^ but also to its recruitment of several regulators of the actin cytoskeleton. As such, BAI1 is able to regulate dendritic spine morphogenesis and morphology.^23,67^

We have shown that cochlear SGNs express both a long and a short isoform of BAI1, but only the N terminal of the long isoform is affected in the loss-of-function *Bai1* mice (*Bai1*^*tm2b/tm2b*^). Despite the presence of the short isoform, *Bai1*^*tm2b/tm2b*^ mice exhibit almost no sound-evoked activity in the SGNs and largely reduced hearing sensitivity over the entire frequency range investigated (3–42 kHz), indicating its lack of functional compensation. This also implies that the extracellular TSR region of the long BAI1 isoform is crucial for normal hearing. The finding that ABR thresholds in *Bai1*^*tm2b/tm2b*^ mice were significantly elevated at P15, which is just a few days after the onset of hearing (P12–P13), and that the hearing phenotype does not deteriorate further with age indicate that defects have already occurred in the developing cochlea. While the morphology and function of the IHCs were unaffected in *Bai1*^*tm2b/tm2b*^ mice, the SGN afferent terminals in adult mice were almost completely devoid of all three AMPA GluRs (GluR2–4). This phenotype fully explains the greatly reduced wave 1 in the pure-tone ABR responses, which are generated by the summed response to sound of the afferent nerve fibers innervating the IHCs.^31,32^

Despite observing a clear loss of the TSRs in the long BAI1 isoform and the failed accumulation of AMPA receptors in the SGN terminals at P7 (mainly GluR2 and to a lesser extent GluR3 and GluR4), two independent RNA-seq experiments could not identify any differentially expressed genes between *Bai1*^*tm2b/+*^ and *Bai1*^*tm2b/tm2b*^ mice. These findings, together with the fact that AMPA receptors appear to be produced in *Bai1*^*tm2b/tm2b*^ co-chlea and that BAI1 is known to interact with other PSD scaffold proteins, indicate that BAI1 is most likely involved in trafficking or anchoring GluRs to the SGN post-synaptic membrane.

### Absence of functional BAI1 causes gene expression changes only in the adult cochlea

Previous findings have shown that the molecular identity of the SGN subtypes is primarily defined early on in development, most likely during embryonic stages.^13,15,68^ However, the transcriptomic specification of SGNs has been shown to undergo further refinement postnatally^14,69,70^ and depends on the spontaneous release of glutamate by the IHCs primarily during the first postnatal week.^14^ In P7 *Bai1*-deficient mice, we found that gene expression in the cochlea was indistinguishable from that of littermate control mice in two separate runs of bulk RNA-seq even though GluR2 was nearly absent and GluR3 and GluR4 somewhat reduced in the SGN afferent terminals. These findings suggest that SGN refinement in the pre-hearing cochlea could be less dependent on AMPA receptors and more reliant on other mechanisms such as, for example, the activity of NMDA receptors (see below). Despite the lack of transcriptomic variance at P7, several genes were downregulated between *Bai1*^*tm2b/+*^ and *Bai1*^*tm2b/tm2b*^ mice at P22, some of which were associated with all three subtypes of type I SGNs identified from single-cell transcriptomic analysis, including *Tnt, Rxrg, Trim54, Calb2, Obscn*, and *Cpne6*.^13–15^ These gene expression changes are likely due to downstream consequences of the lack of GluR2–4 receptors in the SGN afferent terminals of adult *Bai1*^*tm2b/tm2b*^ mice. 

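Among the genes named for SGN subtypes, *Calb2*, *Ttn* and *Trim54* were called lower in *Bai1* tm2b/tm2b mice at P22 and *Cpne6* was called higher, and the genotypes did not overlap for any of these. *Calb2*, the most abundant of these, had 4370 ± 104 CPM in *Bai1* tm2b/+ and 3010 ± 245 CPM in *Bai1* tm2b/tm2b (SD, n = 3 each), a log2 fold change of -0.54 (standard error 0.0746, adjusted p = 0.00292, edgeR). *Ttn* (-0.97) and *Trim54* (-0.82) had adjusted p values (edgeR) of 0.00375 and 0.00768. The paper prints *Tnt*, which was read here as *Ttn*. Exons of *Trim54* overlap a gene on the opposite strand over 26.6% of their bases. *Cpne6* had 58.3 ± 1.93 CPM in *Bai1* tm2b/+ and 96.7 ± 4.92 CPM in *Bai1* tm2b/tm2b (SD, n = 3 each), a log2 fold change of 0.73 (standard error 0.0617, adjusted p = 0.000392, edgeR). The calls of *Ttn*, *Trim54* and *Cpne6* held in each fit that left out 1 library, and *Calb2* fell under the limit of 0.5 without *Bai1* tm2b/tm2b replicate 3 (-0.48).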

Interestingly, several of the affected SGN genes in *Bai1*-deficient mice are also targeted in *VGlut3* knockout mice, in which IHCs can no longer release glutamate to activate the post-synaptic GluRs,^48^ suggesting that, different from pre-hearing stages, the activation of the AMPA receptors is required for the long-term maintenance of the molecular identity of the SGNs.

### Mechanism of SGN activation in the cochlea

The biophysical properties of the IHC exocytotic machines and the colocalization between PSD-95 and CtBP2 in adult *Bai1*^*tm2b/tm2b*^ mice were indistinguishable from those of control mice up to at least 8 months of age. Despite this, sound-evoked activity in *Bai1*-deficient mice devoid of AMPA receptors was near absent, as is evident from the near-zero ABR wave 1 amplitudes. These findings suggest that although GluR2–4 are crucial for sound transmission at ribbon synapses, they appear not to be required for the survival of the SGNs. However, glutamate release from the hair cells has been shown to be key not only for the function^8^ but also the survival^71^ of SGNs in the developing cochlea. For example, IHCs unable to release glutamate due to the knockdown of VGLUT3 or otoferlin, the Ca^2+^ sensor for exocytosis, lose pre-synaptic ribbons and post-synaptic afferent terminals.^48,72^ In addition to the well-defined role of AMPA-type receptors in the generation of fast excitatory post-synaptic currents in cochlear afferent terminals,^8,9,39,45^ SGNs also express NMDA receptors^73–75^ that have been shown to play a crucial neurotrophic role in their survival.^71,76^ As such, we propose that glutamate released by the IHC ribbon synapses serves to not only encode sound-induced signals via AMPA receptors but also promote the survival of SGN afferents, possibly through NMDA receptors.

### Limitations of the study

In summary, we have demonstrated that the long isoform of *Bai1* is required for establishing the functional connectivity of IHC ribbon synapses by localizing or clustering the GluRs at the post-synaptic SGN afferent terminals. The inability to determine the location of BAI1 in the cochlea (i.e., SGNs or afferent terminals) using commercially available antibodies (see STAR Methods) prevented us from determining whether BAI1 is involved in the trafficking or clustering of GluRs in the SGN afferent endings. Additionally, RNA-seq and western blot experiments indicated that AMPA receptors were most likely present in the cochlea of *Bai1*^*tm2b/tm2b*^ mice, albeit no longer clustered in the afferent terminals. The absence of GluR clustering made it extremely difficult to identify their location in the SGNs of *Bai1*^*tm2b/tm2b*^ mice.

## Star⋆Methods

### Key Resources Table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
Antibodies		
Anti-EPS8 Mouse-IgG1 (610143)	BD Bioscience	RRID:AB_397544
anti-Bail Rabbit-IgG (135907)	abcam	N/A
anti-Bai1 Rabbit-IgG (SAB4502506)	Sigma	RRID:AB_10747699
anti-Bai1 Rabbit-IgG (PA8-102069)	Invitrogen	N/A
Anti-Bai1 Rabbit-IgG (AP8170a)	ABCEPTA	RRID:AB_354108
Anti-ChAT Goat-IgG (AB144P)	Millipore	RRID:AB_2079751
Anti-Myo7a Rabbit-IgG (25-6790)	Proteus Biosciences	RRID:AB_10015251
Anti-Tubulin Beta 3 Mouse-IgG2a (#801201)	BioLegend	RRID:AB_2313773
Anti-Histone H3 (#9715)	Cell Signaling	RRID:AB_331563
Anti-Calretinin Rabbit-IgG (NBP1-32244)	Novus Biologicals	RRID:AB_10003923
Anti-CtBP2 Mouse-IgG1 (#612044)	Biosciences	RRID:AB_399431
Anti-PSD95 Mouse-IgG2a (MABN68)	Millipore	RRID:AB_10807979
Anti-GluR2 Mouse-IgG2a (MAB397)	Millipore	RRID:AB_2113875
Anti-GluR2/3 Rabbit-IgG (AB1506)	Millipore	RRID:AB_90710
Anti-GluR4 Rabbit-IgG (#8070)	Cell Signaling	RRID:AB_10829469
Anti-Shank1a Rabbit-IgG (RA19016)	Neuromics	RRID:AB_1622814
Donkey Anti-Goat-IgG NL556 (NL001)	RNDSystems	RRID:AB_663766
Goat Anti-Rabbit-IgG Alexa Fluor 405 (A31556)	ThermoFisher	RRID:AB_221605
Goat Anti-Mouse-IgG1 Alexa Fluor 647 (A21240)	ThermoFisher	RRID:AB_2535809
Goat Anti-Mouse-IgG2a Alexa Fluor 488 (A21131)	ThermoFisher	RRID:AB_2535771
Goat Anti-Rabbit-IgG Alexa Fluor 647 (A21245)	ThermoFisher	RRID:AB_2535813
Goat Anti-Rabbit-IgG Alexa Fluor 488 (A11034)	ThermoFisher	RRID:AB_2758380
Anti-GAPDH Mouse-IgG HRP (#9484)	Abcam	RRID:AB_307274
Goat Anti-Mouse-IgG2a HRP (#A-10685)	ThermoFisher	RRID:AB_2534065
Sheep Anti-Mouse-IgG HRP (#NA931)	Cytiva	RRID:AB_772210
Donkey Anti-Rabbit-IgG HRP (#NA934)	Cytiva	RRID:AB_772206
Goat Anti-Rabbit IgG HRP (#31460)	Invitrogen	RRID:AB_228341
Bacterial and virus strains		
pGP-AAV-*syn*-jGCaMP8m-WPRE	Addgene	Addgene viral prep_162375-AAVrg
pGP-AAV-*syn*-jGCaMP8f-WPRE	Addgene	Addgene viral prep_162376-AAVrg
Chemicals, peptides, and recombinant proteins		
Texas Red-X Phalloidin	ThermoFisher	T7471
VectaShield	Vector Laboratories	H1000
ECL Prime Western Blotting Reagent	Cytiva	#RPN2232
Pierce™ RIPA Buffer	Thermo Scientific	89901
Critical commercial assays		
RNeasy Plus Micro Kit	Qiagen	74034
Deposited data		
RNA-sequencing data	Gene Expression Omnibus (GEO)	GSE254269
Experimental models: Organisms/strains		
*Adgrb^tm2a^* allele	MRC Harwell Institute	EM:08738
Oligonucleotides		
genotyping primer forward WT: 5′ CCAGTTGGTCTGGTGTCA 3′	ThermoFisher	Customize
genotyping primer forward LacZ: 5′ CAGACCCAGACCTTG AGGAG 3′	ThermoFisher	Customize
genotyping primer reverse WT: 5′ CGCAGGTACTGGAGCA TACA 3′	ThermoFisher	Customize
qPCR primer forward mm_Hsp90b1: 5′ GAGTCTCCCTG TGCTCTTGT 3′	ThermoFisher	Customize
qPCR primer reverse mm_Hsp90b1: 5′ CATCTTCCTTAA TCCGCCGC 3′	ThermoFisher	Customize
qPCR primer forward mm_Aco1: 5′ CCGGGATGTTTAAG GAGGT3′	ThermoFisher	Customize
qPCR primer reverse mm_Aco1: 5′ GGCTGGAGATCTAAA GTCAAGC 3′	ThermoFisher	Customize
qPCR primer forward mm_Adgrb1: 5′ CATGCGGCTGAGA AGGAGAA 3′	ThermoFisher	Customize
qPCR primer reverse 5′ CCTCTTGTTGGGAGTCTGCT 3′	ThermoFisher	Customize
Software and algorithms		
Origin Microcal	OriginLab	RRID:SCR_002815
GraphPad Prism	GraphPad	RRID:SCR_002798
ImageJ Fiji	ImageJ	RRID:SCR_002285
BioSigRZ	Tucker-Davis Technologies	RRID:SCR_014820
pClamp	Molecular Devices	RRID:SCR_011323
ImageLab	Bio-Rad	RRID:SCR_014210
Python 3.7	Python	RRID:SCR_008394
R Project	The R Foundation	RRID:SCR_001905
nf-core:	https://github.com/nf-core/rnaseq	N/A
Other		
Agilent Tapestation 4200	Agilent	RRID:SCR_019394
Reichert Jung Ultracut E Ultramicrotome	Reichert Jung	RRID:SCR_022980
Transmission Electron Microscope	JEOL	JEOL 100S
35mm Acros Neopan Film	Fujifilm	ACROS 100 II
Canonscan Negative Scanner	Canon	Canonscan 9000F
Cryostat	ThermoFisher	CryoStar NX70

### Resource Availability

#### Lead contact

Further information and requests for resources and reagents should be directed to and will be fulfilled by the lead contact, Walter Marcotti ().

#### Materials availability

No reagents or materials were generated from this study.

### Experimental Model and Study Participant Details

#### Animal model

The *Adgrb1*^*tm2a*^ allele (EM:08738) was imported from the EMMA repository at the University of Veterinary Medicine, Austria, to the MRC Harwell Institute (UK) and licensed by the Home Office under the Animals (Scientific Procedures) Act 1986 (PPL_PBF9BD884) and approved by the local Ethical Review Board (AWERB). To obtain *Adgrb1*^*tm2b*^ knockout mice, cre-mediated conversion of the ‘knockout-first’ tm1a allele was achieved by treating IVF derived embryos with a cell permeable cre-enzyme (Excellgen). Because *Adgrb1*^*tm2b*^ mice encode for the protein Brain-Specific Angiogenesis Inhibitor 1 (Bai1), we named the mice *Bai1*^*tm2b*^. These mice were generated and maintained on the C57BL/6N background strain. The *Bai1*^*tm2b*^ mice are viable and fertile, and the frequency of homozygous and heterozygous offspring follow the expected Mendelian ratio. Mice used for this study and had free access to food and water and a 12 h light/dark cycle.

Both male and female mice ranging from postnatal day 6 (P6) and P288 were used for this study.

Mice were genotyped by extracting their DNA from the tissue of ear- or tail-clips, which was used as the template for PCR using the following primers: forward WT: 5′ CCA GTT GGT CTG GTG TCA 3; forward LacZ:5′ CAG ACC CAG ACC TTG AGG AG 3’; reverse WT: 5′ CGC AGG TAC TGG AGC ATA CA 3’.

### Method Details

#### Ethics statement

The animal work was licensed by the UK Home Office under the Animals (Scientific Procedures) Act 1986 (PPL_PCC8E5E93) and was approved by the University of Sheffield Ethical Review Committee (180626_Mar). For *in vitro* experiments mice were killed by cervical dislocation followed by decapitation. For *in vivo* auditory brainstem responses (ABRs) and distortion product otoacoustic emissions (DPOAEs) mice were anesthetized using intraperitoneal injection of ketamine (100 mg/kg body weight, Fort Dodge Animal Health, Fort Dodge, USA) and xylazine (10 mg/kg, Rompun 2%, Bayer HealthCare LLC, NY, USA). Following the onset of anesthesia and the loss of the retraction reflex with a toe pinch, mice were placed in a soundproof chamber for *in vivo* experiments. At the end of the *in vivo* recordings, mice were either culled by cervical dislocation or recovered from anesthesia with intraperitoneal injection of atipamezole (1 mg/kg). For *in vivo* gene-delivery, mice were anesthetized with isoflurane (2.5%) under oxygenation (0.8%). Mice under recovery from anesthesia were returned to their cage, placed on a thermal mat and monitored over the following 2–5 h.

#### Tissue preparation

The cochlea was dissected out from both male and female mice in an extracellular solution composed of (in mM): 135 NaCl, 5.8 KCl, 1.3 CaCl_2_, 0.9 MgCl_2_, 0.7 NaH_2_PO_4_, 5.6 D-glucose, 10 HEPES-NaOH. Amino acids, vitamins and sodium pyruvate (2 mM) were added from concentrates (Thermo Fisher Scientific, UK). The pH was adjusted to 7.48 with 1M NaOH (osmolality ~308 mOsm kg^–1^). The dissected cochleae were transferred to a microscope chamber and immobilised via a nylon mesh attached to a stainless-steel ring. The microscope chamber, which was continuously perfused with the above extracellular solution using a peristaltic pump (Cole-Palmer, UK), was then mounted on the stage of an upright microscopes (Olympus BX51, Japan; Leica DMLFS, Germany) with Nomarski Differential Interference Contrast (DIC) optics (60x or 64x water immersion objective) and a 15× eyepiece.

#### Auditory brainstem responses

Anesthetized mice were placed in a soundproof chamber (MAC-3 acoustic chamber, IAC Acoustic, UK). Male and female mice were placed on a heated mat (37°C) with the animal’s pinna positioned at 10 cm from the loudspeaker (MF1-S, Multi Field Speaker, Tucker-Davis Technologies, USA), which was calibrated with a low-noise microphone probe system (ER10B+, Etymotic, USA). Two subdermal electrodes were placed under the skin behind the pinna of each ear (reference and ground electrode), and one electrode half-way between the two pinna on the vertex of the cranium (active electrode). Experiments were performed using a customized software^77,78^ driving an RZ6 auditory processor (Tucker-Davis Technologies). ABR responses were measured for white noise clicks and pure tone stimuli of frequencies at 3, 6, 12, 18, 24, 30 and 36 kHz. ABR thresholds were defined as the lowest sound level where any recognisable feature of the waveform was visible. Stimulus sound pressure levels were up to 95 dB SPL, presented in steps of 5 dB SPL (average of 256 repetitions). Tone bursts were 5 ms in duration with a 1 ms on/off ramp time presented at a rate of 42.6/s.

Wave 1 amplitude and latency were measured from ABR recordings obtained by stimulating mice with a pure tone (12 kHz). We selected the 12 kHz value as it is close to the frequency range used for the *in vitro* work. An initial automatic identification of Wave 1 was carried out using a custom software routine based on the *find_peaks* function of the scipy.signal Python module (Python 3.7, Python software foundation).^79^ Results were manually reviewed and, if required, adjusted to the correct peak. The Wave 1 amplitude was calculated as the difference between the amplitude of the first peak and the first trough of the ABR waveform; the latency was calculated as the delay of the Wave 1 peak from the beginning of the recording. Since the distance of the speaker from the animal is 10 cm (see above), this leads to a delay in the signal of ~0.3 ms.

#### Distortion product otoacoustic emissions

Distortion product otoacoustic emissions (DPOAEs) were used to assess the function of OHCs by the synchronous presentation of two stimulus tones (primaries f1 and f2). DPOAEs were recorded at 2f1-f2 in response to primary tones f1 and f2, where f2/f1 = 1.2. The f2 level (L2) was set from 20 to 80 dB (maximum level set for our system) in 10 dB increments, and the f1 level (L1) was set equal to L2. Frequency pairs of tones between f2 = 6.5 kHz and f2 = 26.3 kHz were presented directly into the left ear canal of mice by means of a coupler, which was connected to two calibrated loudspeakers using 3 cm plastic tubes (MF1-S, Multi Field Speaker, Tucker-Davis Technologies, USA).

Recordings were performed in a soundproof chamber (MAC-3 Acoustic Chamber, IAC Acoustic, UK) and the emission signals were recorded by a low-noise microphone (ER10B+: Etymotic Research Inc, USA) connected to the coupler mentioned above. Experiments were performed using BioSigRZ software driving an RZ6 auditory processor (Tucker-Davis Technologies). The DPOAE thresholds were defined by the minimal sound level where the DPOAEs were above the standard deviation of the noise. The determined DPOAE thresholds were plotted against the geometric mean frequency of f1 and f2. Stimulus sound pressure levels were up to 80 dB SPL, presented in steps of 10 dB. The response signal was averaged over 500 repetitions.

#### Whole-cell electrophysiology

Patch clamp recordings were performed from hair cells positioned at the apical coil region (9–12 kHz) of the cochlea. Recordings were performed at room temperature (20°C–24°C) using an Optopatch amplifier (Cairn Research Ltd, UK). Patch pipettes were pulled from soda glass capillaries, which had a typical resistance in extracellular solution of 2–3 MΩ. The intracellular solution used for the patch pipette contained (in mM): 131 KCl, 3 MgCl_2_, 1 EGTA-KOH, 5 Na_2_ATP, 5 HEPES-KOH, 10 Na-phosphocreatine (pH was adjusted with 1M KOH to 7.28; 294 mOsm kg^–1^). Data acquisition was controlled by pClamp software using a Digidata 1440A (Molecular Devices, USA). In order to reduce the electrode capacitance, patch electrodes were coated with surf wax (Mr Zoggs SexWax, USA). Recordings were low-pass filtered at 2.5 kHz (8-pole Bessel), sampled at 5 kHz and stored on a computer for offline analysis (Clampfit, Molecular Devices; Origin 2021: OriginLab, USA). Membrane potentials under voltage-clamp conditions were corrected offline for the residual series resistance *R*_s_, which was normally compensated by 80%, and the liquid junction potential (LJP) of –4 mV, which was measured between electrode and bath solutions.

To investigate the biophysical characteristics of the mechanoelectrical transducer (MET) current, we displaced the hair bundles using a fluid-jet system from a pipette driven by a 25 mm diameter piezoelectric disc.^80,81^ The pipette was pulled from borosilicate glass to a final overall length of 5.5 cm. The fluid jet pipette tip had a diameter of 8–10 μm and was positioned near the hair bundles to elicit a maximal MET current (typically 10 μm). Patch pipettes contained (in mM): 135 CsCl, 2.5 MgCl2, 1 EGTA-CsOH, 2.5 Na2ATP, 10 sodium phosphocreatine, 5 Hepes-CsOH (pH 7.3). Membrane potentials were corrected offline for the LJP of –4 mV. Mechanical stimuli were applied as 50 Hz sinusoids (filtered at 1 kHz, 8-pole Bessel). Prior to the positioning of the fluid jet by the hair bundles, any steady-state pressure was removed by monitoring the movement of debris in front of the pipette.

Real-time changes in membrane capacitance (Δ*C*_m_) were measured using the track-in circuitry of the Optopatch amplifier.^36^ A4 kHz sine wave of 13 mV RMS was applied to IHCs from –81 m and was interrupted for the duration of the voltage step. The capacitance signal from the Optopatch was amplified (×50), filtered at 250 Hz and sampled at 5 kHz Δ*C*_m_ was measured by averaging the Cm trace over a 200 ms period following the voltage step and subtracting the pre-pulse baseline. Data were acquired using pClamp software and a Digidata 1440A (Molecular Devices) and analyzed with Origin (OriginLab). The intracellular solution used for the patch pipette contained (in mM): 106 Cs-glutamate, 20 CsCl, 3 MgCl2, 1 EGTA-CsOH, 5 Na2ATP, 0.3 Na2GTP, 5 HEPES-CsOH, 10 Na2-phosphocreatine (pH 7.3, 294 mOsm kg^–1^). Δ*C*_m_ was recorded in the presence of K^+^ channel blockers TEA (30 mM), 4-AP (15mM) and linopirdine (80 μM) in the extracellular solution. Membrane potentials were corrected for the voltage drop across the series resistance and an LJP of –11 mV.

#### Two-photon confocal Ca^2+^ imaging

Acutely dissected cochleae from *Bai1* mice transduced with AAV9-GCaMP8m (see below) were incubated for 5 min at RT in extra-cellular solution supplemented with Rhod-2 a.m. at a final concentration of 10 μM (#R1244, ThermoFisher Scientific, UK). The incubation medium contained also pluronic F-127 (0.1%, w/v) and sulfinpyrazone (250 lM) to prevent dye sequestration and secretion. Imaging was performed using a two-photon laser-scanning microscope^80,82^(Bergamo II System B232, Thorlabs Inc., USA) based on a mode-locked laser system operating at 800 nm, 80-MHz pulse repetition rate, <100-fs pulse width (Mai Tai HP DeepSee, Spectra-Physics, USA). Images were captured with a 60x objective (LUMFLN60XW, Olympus, Japan) using a GaAsp PMT (Hamamatsu) coupled with a 525/40 band-pass filter (FF02-525/40-25, Semrock). Images were analyzed offline using custom built software routines written in Python (Python 3.10, Python Software Foundation) and ImageJ (NIH). Calcium signals were measured as relative changes of fluorescence emission intensity (Δ*F*/*F*_0_). The correlation coefficient was calculated in a time window of 10 s centered on the maximal response of the fibers. The traces have been corrected with a rolling average filter of 500 frames before calculation of correlations. To perform the statistical test (see below), we have converted the coefficients using Fisher’s transformation.

#### AAV gene delivery in mice

The surgical protocol used for AAV injection into the cochlea of P1-P3 *Bai1* mice was performed under anesthesia. The right ear was accessed via an incision just below the pinna. After the gentle separation of the cervical muscles with forceps, the otic bulla was exposed and opened to visualize the stapedial artery and the round window membrane (RWM).^83^ When the RWM was identified, it was gently punctured with a borosilicate pipette. This was followed by the injection of the AAV into the cochlea (pressure controlled by mouth) of 1 μL of AAV9-jGCaMP8m (pGP-AAV-*syn*-jGCaMP8m-WPRE, #162375, Addgene, USA) and AAV9-jGCaMP8f (pGP-AAV-*syn*-jGCaMP8f-WPRE, #162376, Addgene, USA) at 2 × 10^13^ vg/ml. Following the injection, the pipette was retracted from the RWM and the wound was closed with veterinarian glue.

#### Scanning electron microscopy (SEM)

After dissecting out the inner ear from the mouse, the cochlea was gently perfused with fixative for 1–2 min through the round window using a 10 μL pipette tip. A small hole in the apical portion of cochlear bone was made prior to perfusion to allow the fixative to flow out from the cochlea. The fixative contained 2.5% v/v glutaraldehyde in 0.1M sodium cacodylate buffer plus 2 mM CaCl_2_ (pH 7.4). The inner ears were then immersed in the above fixative and placed on rotating shaker for 2 h at room temperature. After the fixation, the organ of Corti was exposed by removing the bone from the apical coil of the cochlea and then immersed in 1% osmium tetroxide in 0.1 M cacodylate buffer for 1 h. For osmium impregnation, which avoids gold coating, cochleae were incubated in solutions of saturated aqueous thiocarbohydrazide (20 min) alternating with 1% osmium tetroxide in buffer (2 h) twice (the OTOTO technique).^84^ The cochleae were then dehydrated through an ethanol series and critical point dried using CO_2_ as the transitional fluid (Leica EM CPD300) and mounted on specimen stubs using conductive silver paint (Agar Scientific, Stansted, UK). The apical coil of the organ of Corti was examined at 10 kV using a Tescan Vega3 LMU scanning electron microscope. For SEM, 3 mice were processed for each genotype. Images were taken from the same region (around 12 kHz) used for the electrophysiological recordings.

#### Transmission electron microscopy (TEM)

For TEM cochleae were fixed as for SEM but postfixed by immersion for 1 h in 1% osmium tetroxide in 0.1M cacodylate buffer, dehydrated and embedded in Spurr resin.^85^ Ultrathin sections (70–100 nm) were cut in radial planes from the apical coil using a Reichert ultracut E ultramicrotome, mounted on 200 mesh thin bar copper grids (Agar Scientific, Stansted, UK) and stained with 2% uranyl acetate in 70% ethanol for 20 min, followed by 2% lead citrate dissolved at high pH in distilled water for 5 min. Samples were examined in a JEOL 100S electron microscope operated at 100 kV accelerating voltage. Digital images were acquired in using a 35 mm Acros Neopan film which, once developed, was digitised using a Canonscan 9000F negative scanner. For TEM, 3 mice were processed for each genotype. Images were taken from the same region (around 12 kHz) used for the electrophysiological recordings.

#### Immunofluorescence microscopy

For pre-hearing mice, the inner ear was dissected out and immersed for 20 min at room temperature in a solution containing 4% paraformaldehyde in phosphate-buffered saline (PBS, pH 7.4). For adult mice, the inner ear was initially gently perfused with the above solution for 1–2 min through the round window. Following this initial brief fixation, the inner ear was fixed for a further 20 min at room temperature. Fixed inner ears were then washed three times in PBS for 10 min and the cochleae dissected out using fine forceps and incubated in PBS supplemented with 5% normal goat or horse serum and 0.5% Triton X-100 for 1 h at room temperature. The samples were immunolabelled with primary antibodies overnight at 37°C, washed three times with PBS and incubated with the secondary antibodies for 1 h at 37°C. Antibodies were prepared in 1% serum and 0.5% Triton X-100 in PBS. Primary antibodies were: mouse-IgG1 anti-Eps8 (1:1000, BD Biosciences, 610143), goat-IgG anti-ChAT (1:500, Millipore, AB144P), rabbit-IgG anti-MYO7a (1:500, Proteus Biosciences, 25–6790), mouse IgG2a anti-β-tubulin (1:400, BioLegend, #801201), mouse IgG1anti-CtBP2 (1:200, Biosciences, #612044), mouse-IgG2a anti-PSD95 (1:1000, Millipore, MABN68), mouse IgG2a anti-GluR2 (1:200, Millipore, MAB397), rabbit-IgG anti-GluR2/3 (1:200, Millipore, AB1506), rabbit-IgG anti-GluR4 (1:500, Cell Signaling, #8070) and rabbit-IgG anti-Shank1a (1:1000, Neuromics, RA19016). F-actin was stained with Texas Red-X phalloidin (1:400, ThermoFisher, T7471) within the secondary antibody solution. Secondary antibodies were species appropriate Alexa Fluor or Northern Lights secondary antibodies. Samples were mounted in VECTASHIELD (H-1000). The images from the apical cochlear region (around 12 kHz) were captured with Nikon A1 confocal microscope equipped with Nikon CFI Plan Apo 60x Oil objective or a Zeiss LSM 880 AiryScan equipped with Plan-Apochromat 63x Oil DIC M27 objective for super-resolution images of hair bundles. Both microscopes are part of the Wolfson Light Microscope Facility at the University of Sheffield. Image stacks were processed with Fiji ImageJ software. At least 3 mice for each genotype were used for each experiment.

#### X-gal staining

In the conditional-ready design used to generate the *Adgrb1* mutant allele, a LacZ trapping cassette gene was inserted into intron 2 placing it under the control of the *Adgrb1* promoter, allowing the visualisation of *Adgrb1* expression using X-gal. The cochlea from 6 wild-type and 6 heterozygous littermates at P6-P7 were dissected out from the inner ear and fixed with 4% paraformaldehyde for 45 min at 4°C, followed by three 10 min PBS washes with rocking. The apical spiral of the cochlea was then dissected carefully to preserve the spiral ganglion neuronal cell bodies within the modiolus before being washed for 30 min with detergent solution containing 2 mM MgCl2, 0.02% NP-40 substitute (Roche #11754599001) and 0.1% sodium deoxycholate in PBS (Oxoid #BR0014G). To produce staining solution, X-gal (Promega #V3941) was added 1:50 to 100 μL/cochlea of pre-warmed staining solution containing 5 mM K_3_Fe(CN)_6_(III) and 5mM K_4_Fe(CN)_6_(II) in detergent solution. Immediately after X-gal dilution, cochleae were incubated in darkness in staining solution overnight at 37°C, followed by two 5 min washes in PBS with rocking. Cochleae were mounted on slides and imaged using the Leica M16 microscope equipped with a 2.0x Apocromatic Corr objective and a color camera (DFC295). Images were taken using LAS-X software (Leica).

#### Western blot

To obtain protein lysates for SDS-PAGE, both cochleae from one or two animals were dissected in sterile PBS to remove the vestibular system, the bone surrounding the cochlea and the stria vascularis before being flash-frozen in liquid nitrogen, Cochleae were then crushed with a sterilised plastic pestle in 100 μL of RIPA buffer (Pierce) with 1x protease inhibitor cocktail (Roche #11836153001). Samples were vortexed every 10 min and incubated on ice for a total of 30 min followed by centrifugation at 12000 x *g* for 30 min at 4°C. Supernatants were then collected and stored at –20°C until being run on a 4–15% SDS-PAGE gel (Bio-Rad #4561083). Following 30V overnight transfer onto a PVDF membrane at 4°C, blots were blocked with 5% low fat skimmed milk powder in TBST (20 mM Tris, 150 mM NaCl, 0.1% Tween 20, pH 7.4) for 1 h at room temperature. The blot was then incubated with primary antibodies (anti-GluR2 1:1000, Millipore, MAB397; anti-GluR4 1:400, Cell Signaling, #8070; anti-GAPDH 1:1000, Proteintech, #9484; anti-class III beta-Tubulin 1:1000, BioLegend, 801201; anti-Histone H3 1:1000, CellSignalling, #9715) diluted in blocking buffer overnight at 4°C, rinsed three times and washed three times with TBST for 10 min, and then incubated with secondary antibodies (anti-mouse IgG2a 1:1000, Invitrogen, #A-10685; anti-mouse IgG 1:6000, Cytiva, #NA931; anti-rabbit IgG 1:3000, Cytiva, #NA934; anti-rabbit IgG 1:5000, Invitrogen, #31460) for 2 h at room temperature. Following three rinses and three 10 min washes with TBST, blots were developed with ECL primer western blotting reagent (Cytiva #RPN2232) and imaged on a Gel-Doc XR + system. Images were captured and analyzed using ImageLab software.

#### qPCR gene expression analysis

The apical coil of the cochlea was snap frozen after dissection and then thawed on ice in preparation for RNA extraction. Both cochleae from 3 to 4 mice were combined in one tube. Tissues were homogenized in 350ul of RLT buffer + DTT using a pestle until the tissue was no longer visible. The homogenized lysate was mixed with 350 μl of 70% ethanol and then applied directly to the Qiagen RNeasy Micro Kit according to the manufacturer’s instructions and RNA was eluted into 15 μl of dH20. ~200 ng was used for reverse transcription after nanodrop quantification using the Applied Biosystems High-Capacity RNA-to-cDNA kit. Primers were designed targeting different *Bai1* isoforms (*Adgrb*) with *Hsp90b1* and *Aco1* as housekeeping controls. Real Time-quantitative PCR was performed using the Applied Biosystems PowerUp SYBR Green Master Mix, according to the manufacturer’s instructions using the Applied Biosystems QuantStudio 12k Flex machine. Relative gene expression was calculated using the delta-delta Ct method using *Hsp90b1* as the reference and confirmed with *Aco1*. Only *Hsp90b1* is plotted the graphs that were presented. The qPCR primer sequences are the following: forward mm_Hsp90b1: 5′ GAGTCTCCCTGTGCTCTTGT 3; reverse mm_Hsp90b1: 5′ CATCTTCCTTAATCCGCCGC 3; forward mm_Aco1: 5′ CCCGGGATGTTTAAGGAGGT 3; reverse mm_Aco1: 5′ GGCTGGAGATCTAAAGTCAAGC 3; 3; forward mm_Adgrb1: 5′ CATGCGGCTGAGAAGGAGAA 3; reverse mm_Adgrb1: 5′ CCTCTTGTTGGGAGTCTGCT 3.

#### RNA isolation and library preparation for RNA-sequencing

The sensory epithelium and spiral ganglion neurons from 4 mice were micro dissected in DNase free ice-cold PBS 1X and immediately snap frozen in liquid nitrogen. Two batches of 3 and 4 replicates (P7) and one batch of 3 replicates (P22) from each genotype. RNA was extracted using RNeasy Plus Micro Kit (Qiagen) according to manufacturer’s instructions. RNA quantity was established using a Nanodrop spectrophotometer and RNA integrity number (RIN) was calculating using a BioAnalyzer (Agilent Tapestation 4200). All samples had RIN score greater than 9.1. mRNA library preparation was performed using poly A enrichment and sequenced on the Illumina NovaSeq sequencer using paired-end 150bp reads.

#### RNA-sequencing analysis and differential gene expression

The sequencing libraries were processed using the nf-core RNA pipeline^86^ (https://nf-co.re/rnaseq/usage) using the standard parameters. Reads were mapped to the mouse genome (mm10). The resulting gene counts were determined using Salmon^87^ and used for downstream analysis with DeSeq2.^88^ Metascape^89^ and Reactome^90^ were used to query for enriched GO and pathways in the list of differentially expressed genes. RPM (reads per million) bigwig files were created using R using the packages Rsamtools,^91^ rtracklayer,^92^ and Genomic Ranges^93^ and were visualized using the Washington University Genome browser (http://epigenomegateway.wustl.edu/).

### Quantification and Statistical Analysis

Statistical comparisons of means were made by Student’s two-tailed *t* test or Mann–Whitney U test (when normal distribution could not be assumed), for multiple comparisons, analysis of variance (one- or two-way or two-way ANOVA followed by a suitable post-test) or Kruskal Wallis, followed by Dunn test. p < 0.05 was selected as the criterion for statistical significance. Only mean values with a similar variance between groups were compared. Average values are quoted in text and figures as means ± S.D. Animals of either sex were randomly assigned to the different experimental groups. No statistical methods were used to define sample size, which was defined based on previous published similar work from our laboratory. Animals were taken from several cages and breeding pairs over a period of several months. Most of the electrophysiological and morphological (but not imaging) experiments were performed blind to animal genotyping and in most cases, experiments were replicated at least 3 times.

## Supplementary Material

Differential gene expression analysis from the P22 RNA sequencing data

Figures S1–S12 and Table S2

## Figures and Tables

**Figure 1:**
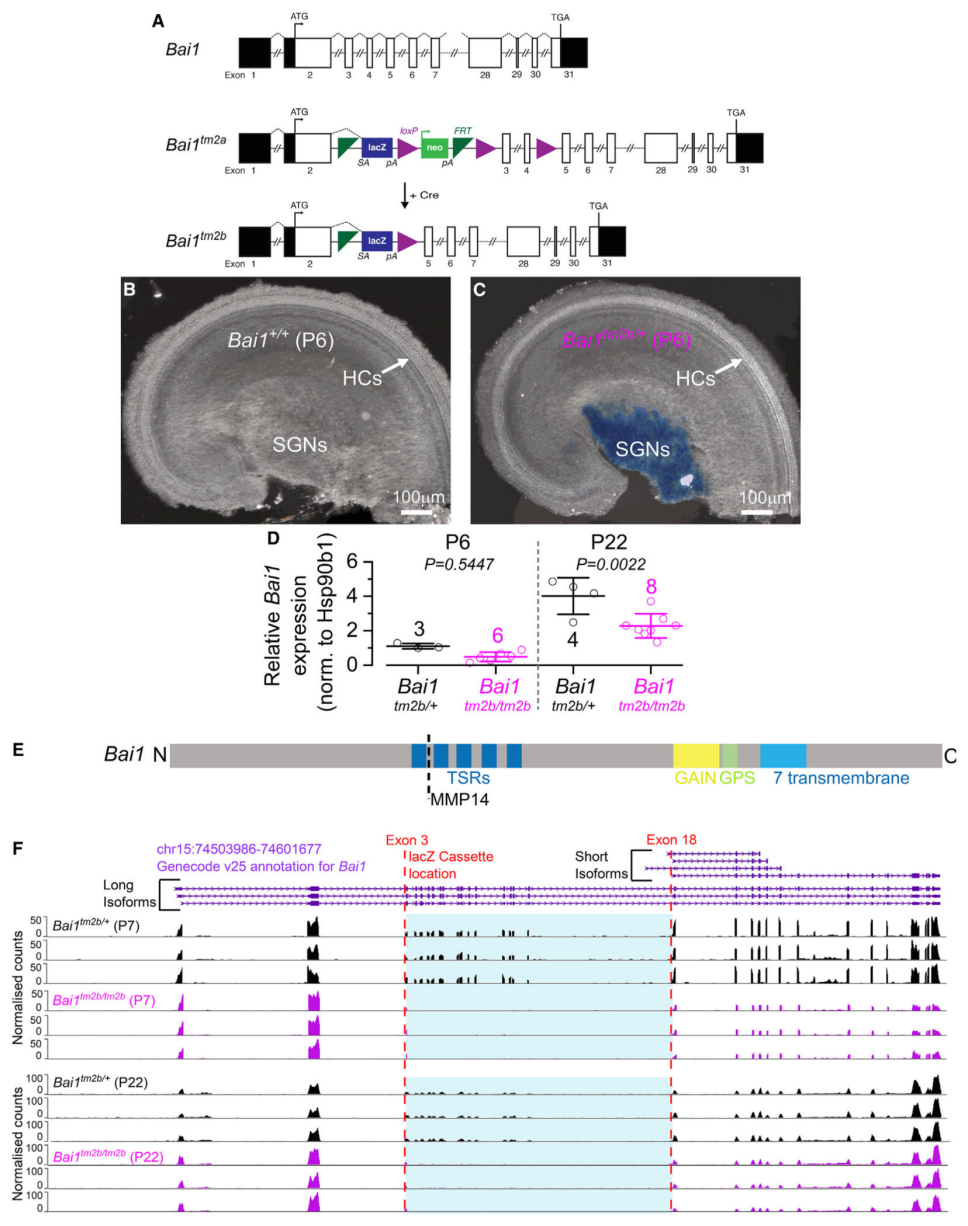
Generation of *Adgrb1*-deficient mice (*Bai1*^*tm2b/tm2b*^) and *Adgrb1* expression in the mouse cochlea (A) Schematic representation of the genomic structure of the mouse adhesion G-protein-coupled receptor (GPCR) B1 (*Adgrb1*) gene (ENSMUSG00000034730; MGI: 1933736). The gene comprises 31 exons spanning ~73 Kb of genomic DNA on chromosome 15. Adgrb1 is a 1,582-amino-acid 7-transmembrane protein with an extended extracellular region. The ATG (translation start) and the TGA (stop) sites are in exons 2 and 31, respectively, and the untranslated regions are shown in black. The International Mouse Phenotyping Consortium (IMPC) uses different targeting strategies to produce knockout alleles, which rely on the identification of critical exons common to all transcript variants that, when deleted, disrupt gene function.^28^ For the *Adgrb1* gene, a promoter-driven targeting cassette was used to generate a knockout-first allele (tm2a) in C57BL/6N embryonic stem cells. Insertion of the lacZ trapping cassette and a floxed promoter-driven *neo* cassette inserted into intron 2 of the gene is expected to disrupt gene function. Cre-mediated deletion of the selection cassette and floxed exons 3 and 4 of the tm1a allele generates a lacZ-tagged allele (tm2b), which was used for the present study. FRT, flippase recognition target; *neo*, neomycin resistance gene; pA, polyadenylation site; SA, splice acceptor. (B and C) X-gal staining of the cochlear apical-coil region from P6 control and heterozygous littermate mice showing strong *Adgrb1* expression (blue) in the cell body of spiral ganglion neurons (SGNs). Images are examples from eight control and eleven *Bai1*^*tm2b/+*^ mice. Note that we cannot exclude the possible presence of X-gal staining in the satellite glial cells. However, inner and outer hair cells (IHCs and OHCs, respectively) were not stained with X-gal. (D) qPCR showing the expression of *Bai1* in the apical coil of the *Bai1*^*tm2b/+*^ and littermate *Bai1*^*tm2b/tm2b*^ mouse cochlea. Number of replicas is shown above the data, and each replica contains cochleae from 3–4 mice (mean ± SD). (E) Diagram of protein domains of mouse BAI1 protein. The lacZ cassette removes the thrombospondin type-1 repeats (TSRs) but leaves intact the GPCR-autoproteolysis inducing (GAIN), GPCR proteolytic site (GPS), and transmembrane domains. (F) Normalized reads from P7 and P22 control (*Bai1*^*tm2b/+*^) and knockout (*Bai1*^*tm2b/tm2b*^) mice. Three out of seven representative animals from 2 batches were chosen for each genotype. Top trace shows the Genecode annotations for the *Bai1* (*Adgrb1*) isoforms. The lacZ cassette removes reads from exons 3–18 but leaves the short isoform intact. See also Figures S1 and S2.

**Figure 2:**
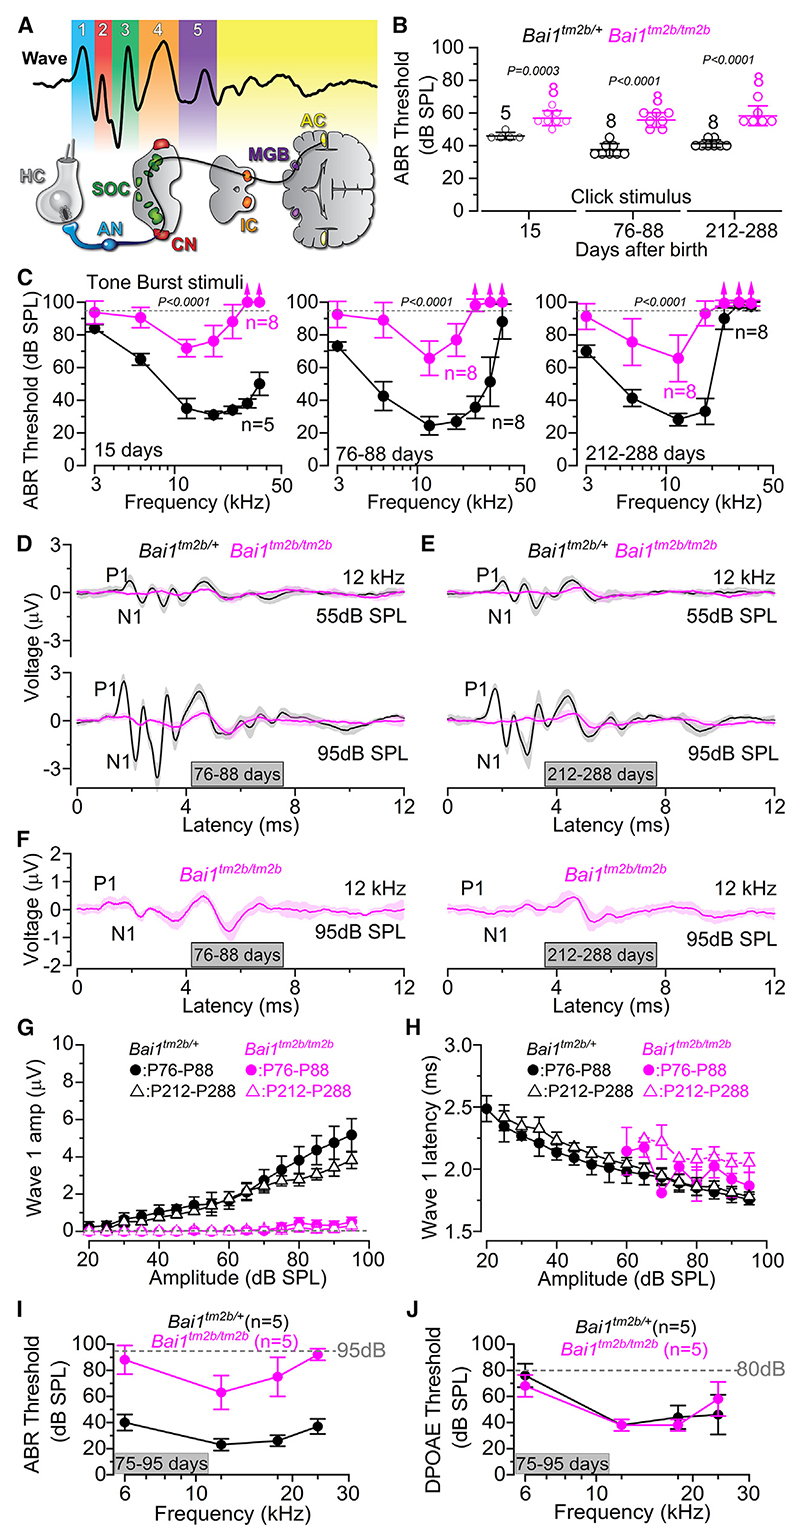
Auditory brainstem response (ABR) thresholds, but not distortion product otoacoustic emissions (DPOAEs), are elevated in *Bai1* mice (A) Schematic representation showing the ABR waveform and the corresponding neuronal component along the ascending auditory pathway. Wave 1 represents the cochlear output and is generated by the auditory afferent fibers (AFs), wave 2 by the cochlear nucleus (CN), wave 3 by the superior olivary complex (SOC), and wave 4 by the lateral lemniscus and inferior colliculus (IC). (B) Average ABR thresholds elicited by click stimuli applied to control (*Bai1*^*tm2b/+*^) and knockout littermate mice (*Bai1*^*tm2b/tm2b*^) at three age ranges: P15, P76–P88, and P212–P288. Data are plotted as mean values ± SD. Number of mice (biological replica) used is shown above the averages, and single data points are plotted as open circles. Each mouse was only tested once (technical replica). Both biological and technical replicates apply to (B)–(H). Statistical values: Tukey’s post-test, one-way ANOVA. (C) ABR thresholds for frequency-specific pure-tone stimulations ranging from 3 to 36 kHz recorded from *Bai1*^*tm2b/+*^ and *Bai1*^*tm2b/tm2b*^ littermate mice (age as in B). Data are plotted as mean values ± SD. Numbers of mice tested are shown next to the traces. Statistical test: two-way ANOVA. (D and E) Average ABR waveform responses at 12 kHz at increasing stimulus intensity (dB sound pressure level: dB SPL) at P76–P88 (D) and P212–P288 (E) obtained from the same mice listed above. Continuous lines represent the average values and the shaded areas represent the SD. P1 and N1 indicate the positive and negative peaks of wave 1, respectively. (F) Expanded view of the average ABR waveform responses at 12 kHz and the highest sound intensity (95 dB) in *Bai1*^*tm2b/tm2b*^ (from C) at P76–P88 (left) and P212–P288 (right). (G and H) Average amplitude (G: from P1 to N1: see D–G) and latency of wave 1 (H: time between the onset of the stimulus and P1) as a function to the actual dB SPL sound intensity recorded from adult *Bai1*^*tm2b/+*^ and *Bai1*^*tm2b/tm2b*^ mice at the two age ranges (P76–P88 and P212–P288). Data are plotted as mean values ± SD. Note that most of the wave 1 amplitude data in *Bai1*^*tm2b/tm2b*^ mice (G) are near zero, as indicated by the dashed gray line. (I and J) ABR (I) and DPOAE (J) thresholds measured from the same *Bai1*^*tm2b/+*^and *Bai1*^*tm2b/tm2b*^ adult mice at P75–. Data are plotted as mean values ± SD. P95. The frequency range tested: 6, 12, 18, and 24 kHz. The dashed line represents the upper threshold limit used for ABRs (95 dB) and DPOAEs (80 dB). Note the normal DPOAE thresholds in *Bai1*^*tm2b/tm2b*^ mice despite the highly elevated ABR thresholds. Five mice per genotype were used for both ABRs and DPOAEs (I and J). See also Figure S3.

**Figure 3:**
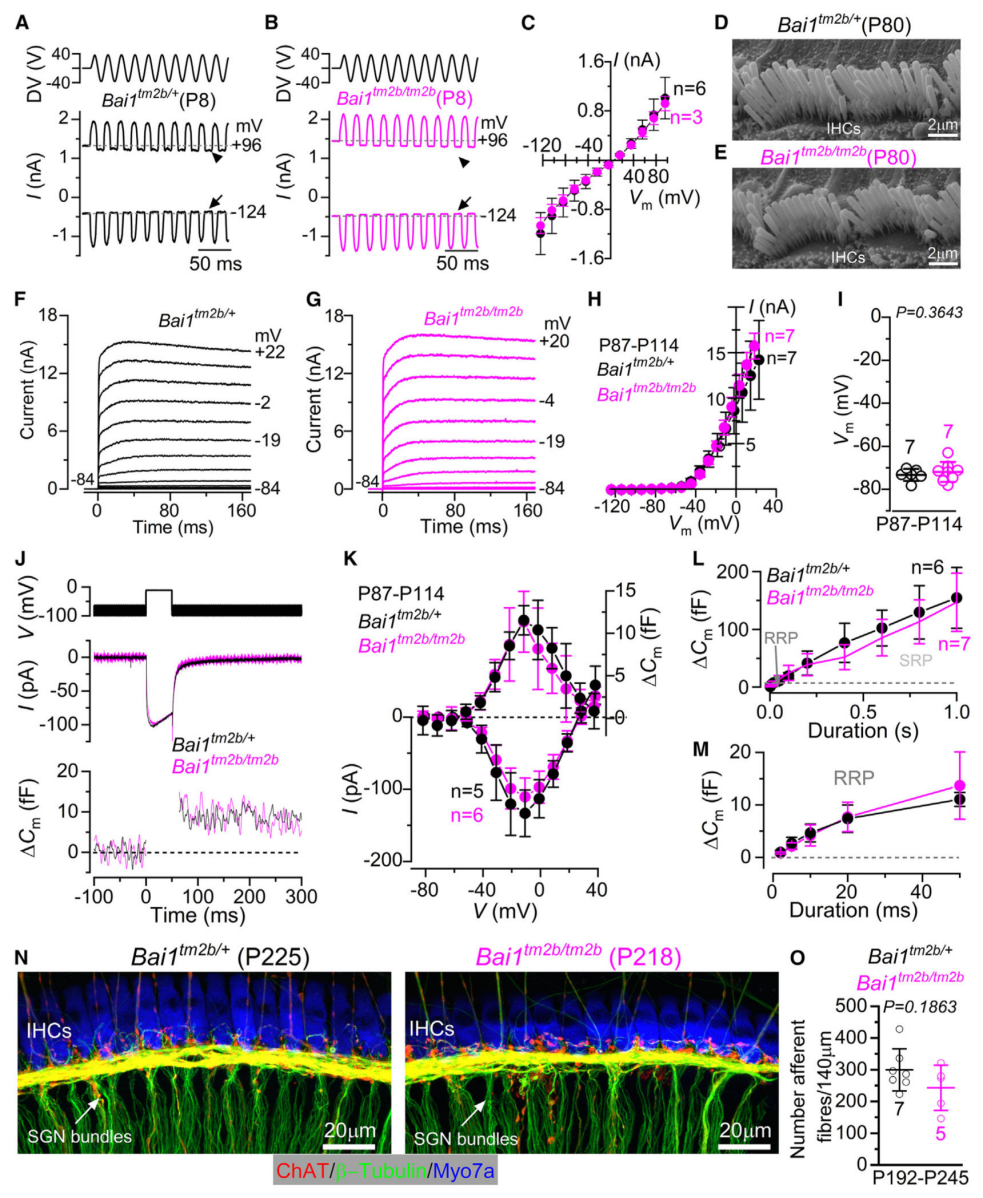
IHC function is normal in *Bai1* mice (A and B) Saturating mechanoelectrical transducer (MET) current in apical IHCs from *Bai1*^*tm2b/+*^ (A) and *Bai1*^*tm2b/tm2b*^ (B) P8 mice in response to 50 Hz sinusoidal force stimuli to the hair bundles at two membrane potentials. DV: driver voltage applied to the fluid. Arrows and arrowheads: closure of the MET channel at –124 and +96 mV, respectively. (C) Average peak-to-peak MET current-voltage curves recorded by displacing the hair bundles of IHCs from both genotypes while stepping their membrane potential from –124 to +96 mV in 20-mV increments (p = 0.8842, two-way ANOVA). Data are plotted as mean values ± SD. (D and E) Scanning electron micrographs (SEMs) showing the typical hair bundle staircase structure with 3 rows of stereocilia in IHCs from *Bai1*^*tm2b/+*^ (D) and *Bai1*^*tm2b/tm2b*^ (E) P80 mice (examples from 3 mice per genotype). (F and G) Current responses from IHCs of *Bai1*^*tm2b/+*^ and *Bai1*^*tm2b/tm2b*^ adult mice elicited by applying depolarizing voltage steps (10 mV nominal increments) from –84 mV to the various test potentials shown next to some of the traces. (H) Steady-state current-voltage (*I-V*_m_) curves obtained from IHCs of both genotypes at P87–P114 (p = 0.3094, two-way ANOVA). Data are plotted as mean values ± SD. (I) Resting membrane potential (*V*_m_) measured from P87–P114 IHCs of both genotypes (statistical comparisons: t test). Data are plotted as mean values ± SD. (J and K) Calcium current (*I*_Ca_) and corresponding changes in membrane capacitance (*ΔC*_m_) recorded from IHCs of both genotypes (P87–P114) in response to 50 ms voltage steps (10 mV increments) from -81 mV. In (J), only maximal responses at –11 mV are shown. (K) shows average peak *I*_Ca_ (bottom) and *ΔC*_m_ (top) curves from both genotypes. Data are plotted as mean values ± SD. (L) Average *ΔC*_m_ from IHCs of both genotypes (P87–P114) in response to voltage steps from 2 ms to 1 s showing the RRP and SRP. Data are plotted as mean values ± SD. (M) RRP (expanded from L). Data are plotted as mean values ± SD. (N) Maximum intensity projections of confocal z stacks of the fibers innervating the IHCs from 7- to 8-month-old *Bai1*^*tm2b/+*^ and *Bai1*^*tm2b/tm2b*^ mice. The cochlea was immunolabeled using antibodies against β-tubulin (afferent and efferent fiber marker) and ChAT (efferent fiber marker). Myosin 7a (Myo7a) was used as the IHC marker. (O) Number of AFs from *Bai1*^*tm2b/+*^ and *Bai1*^*tm2b/tm2b*^ mice, which were those β-tubulin positive and ChAT negative (statistical comparisons: t test). Numbers above the mean data indicate the mice used for each genotype. Data are plotted as mean values ± SD. Data in (A)–(C): control, 6 IHCs from 2 mice; *Bai1*^*tm2b/tm2b*^, 3 IHCs from 1 mouse. Data in (F)–(I): control, 7 IHCs from 4 mice; *Bai1*^*tm2b/tm2b*^, 7 IHCs from 3 mice. Data in (J) and (K): control, 5 IHCs from 3 mice; *Bai1*^*tm2b/tm2b*^, 6 IHCs from 3 mice. Data in (L) and (M): control, 6 IHCs from 3 mice; *Bai1*^*tm2b/tm2b*^, 7 IHCs from 3 mice. Data in (N) and (O): control, 89 afferent bundles from 7 mice; *Bai1*^*tm2b/tm2b*^, 60 afferent bundles from 5 mice). See also Figures S4–S8.

**Figure 4:**
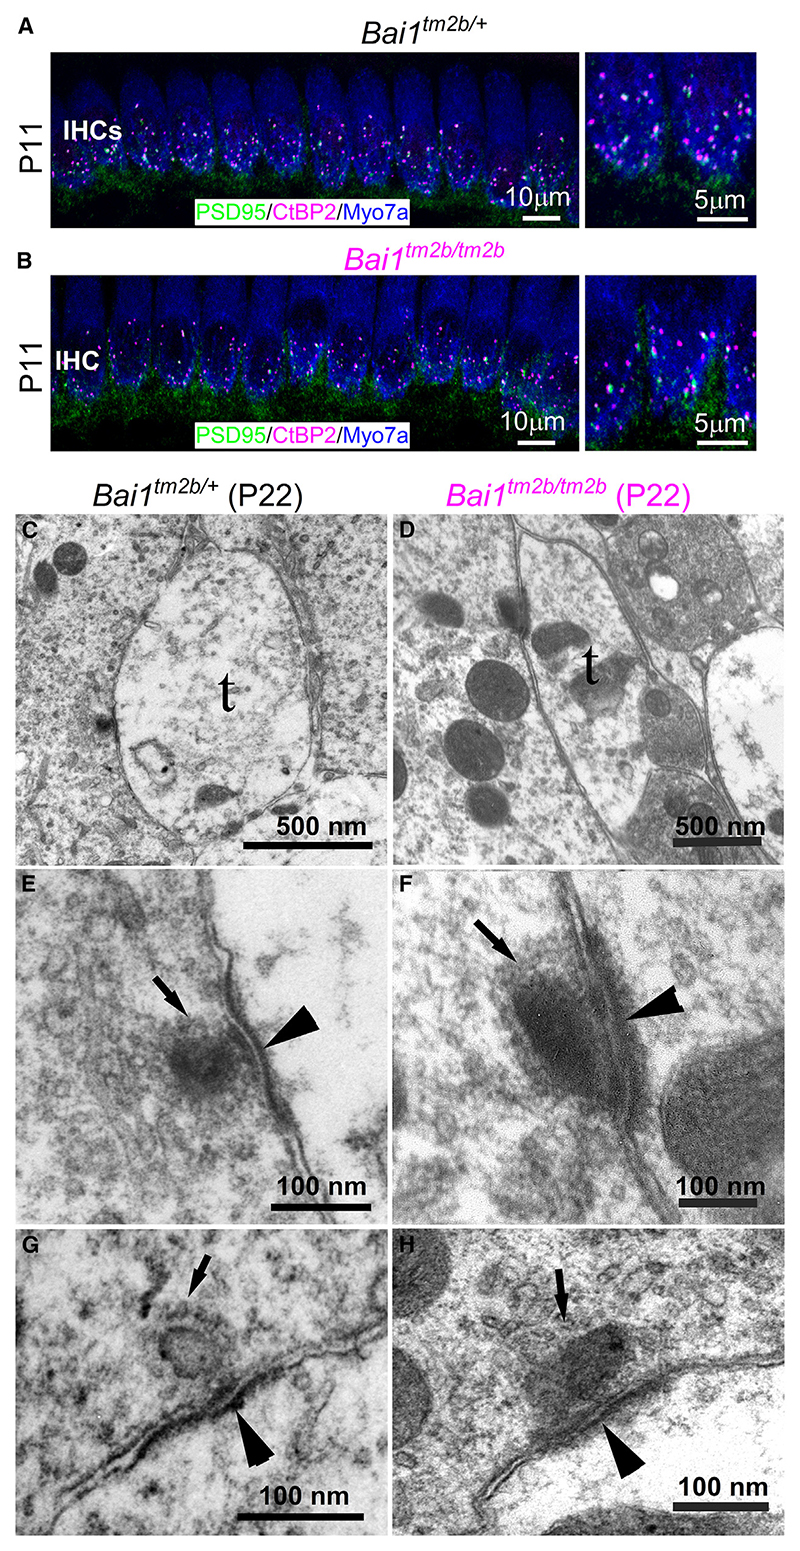
Post-synaptic densities at the afferent terminals are not affected in *Bai1*-deficient mice (A and B) Maximum intensity projections of confocal z stacks of IHCs taken from the apical cochlear region of *Bai1*^*tm2b/+*^ (A) and *Bai1*^*tm2b/tm2b*^ (B) mice using antibodies against the post-synaptic density protein PSD-95 and the ribbon marker CtBP2. Myo7a: IHC marker. Enlarged views (right) show the colocalization of PSD-95 and CtBP2. (C–H) Transmission electron microscopy of synaptic structures in the *Bai1*^*tm2b/+*^ and *Bai1*^*tm2b/tm2b*^ mice. Low-power image (C) shows the typical ribbon synaptic structure with the terminal (t) of the afferent nerve containing light cytoplasm compared with that of the IHC (left of image). Note the dark synaptic bar adjacent to the apposed membranes on the IHC side. (D) shows a similar view of the synaptic region for the *Bai1*^*tm2b/tm2b*^: terminal with synaptic bar in the IHC adjacent to the apposed synaptic membranes. The higher-magnification images (E–H) show two afferent terminals from *Bai1*^*tm2b/+*^ (E and G) and two from *Bai1*^*tm2b/tm2b*^ mice (F and H). The bar and synaptic cleft are visible in each image with post-synaptic density (arrowheads) and synaptic vesicles around the bar (arrows). Images in (A) and (B) are examples from 3 mice per genotype. Data in (C)–(H) were obtained from 10 post-synaptic bars from 3 mice (control) and 11 afferent bundles from 3 mice (*Bai1*^*tm2b/tm2b*^). See also Figure S9.

**Figure 5:**
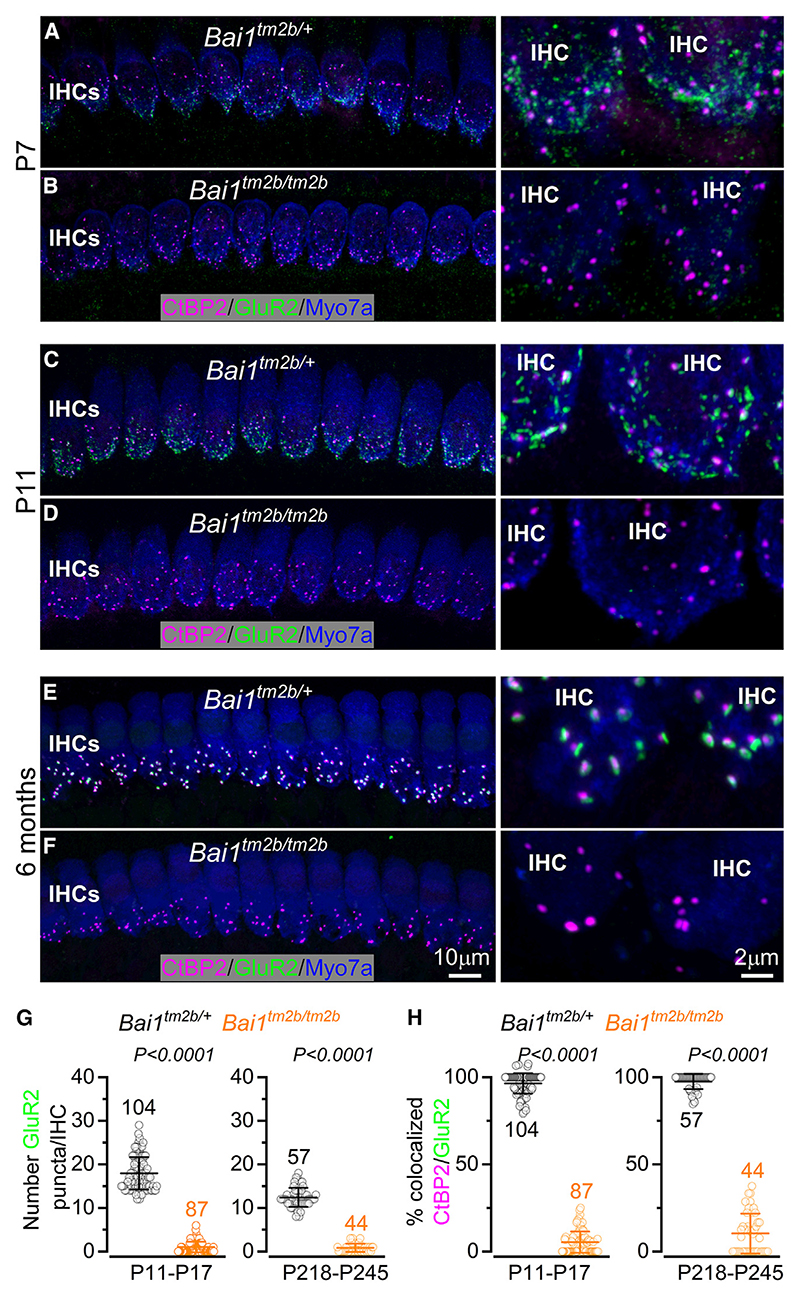
Expression of AMPA-type GluR2 receptors in the IHCs of *Bai1* mice (A–F) Maximum intensity projections of confocal z stacks of apical-coil IHCs of *Bai1*^*tm2b/+*^ and *Bai1*^*tm2b/tm2b*^ mice at pre-hearing (P7, A and B; P11, C and D) and adult ages (P218–P245, E and F) using antibodies against CtBP2 (ribbon synaptic marker) and GluR2 (post-synaptic marker). Myo7a: IHC marker. Right columns are enlarged views of the IHC synaptic region showing the level of colocalization between CtBP2 and GluR2 puncta. Scale bars shown in (F) also apply to (A)–(E). (G) Number of GluR2 puncta present at the IHC synaptic region at two age ranges in control and *Bai1*^*tm2b/tm2b*^ mice. Data are plotted as mean values ± SD. Note that P17 is not shown in images listed in (A)–(F). (H) Percentage of CtBP2 and GluR2 colocalization at P11–P17 and P218–P245 from both genotypes (number of mice as in G). Data are plotted as mean values ± SD and individual GluR2 counts (smaller open symbols). Numbers above the mean data indicate the IHCs used from P11–P17 and P218–P245: *Bai1*^*tm2b/+*^ (7 and 4 mice, respectively); *Bai1*^*tm2b/tm2b*^ (6 and 3 mice). Statistical values shown in (G) and (H) were obtained using a Mann-Whitney U test.

**Figure 6:**
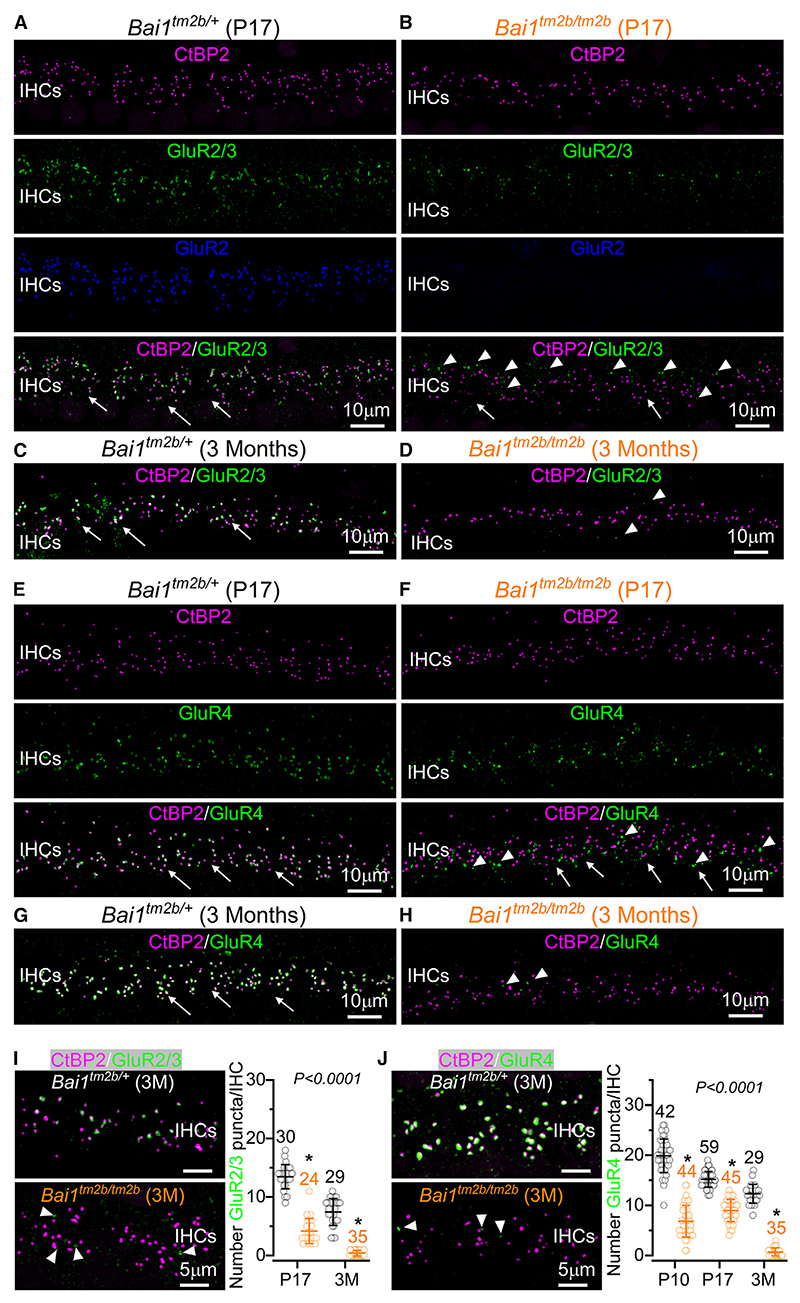
Expression of AMPA-type GluR2/3 and GluR4 receptors in the IHCs of *Bai1* mice (A–D) Maximum intensity projections of confocal z stacks of the synaptic region of the IHCs taken from the apical cochlear coil of *Bai1*^*tm2b/+*^ (A and C) and littermate *Bai1*^*tm2b/tm2b*^ (B and D) mice at P17 (A and B) and 3 months of age (C and D). IHCs were labeled with antibodies against CtBP2 (ribbon synaptic marker) and both GluR2 and GluR2/3 (post-synaptic markers). Because the only available antibody against GluR3 is also detecting GluR2 (GluR2/3), the expression of GluR3 can be identified in the IHCs from *Bai1*^*tm2b/tm2b*^, as they do not express GluR2. Arrows indicate the IHC synaptic region. The arrowheads show that GluR3 puncta are not colocalized with the CtBP2 puncta. (E–H) Images of the IHC synaptic region obtained as described above from *Bai1*^*tm2b/+*^ (E and G) and *Bai1*^*tm2b/tm2b*^ (F and H) mice at P17 and 3 months of age using antibodies against CtBP2 and GluR4 (post-synaptic marker). Arrows and arrowheads have the same meaning as described above. (I and J) Left images show enlarged synaptic areas of the IHCs highlighting the degree of colocalization between GluR2/3 (I) and GluR4 (J) and the pre-synaptic ribbon CtBP2 punctate from both genotypes. Right images show the number of GluR2/3 (I) and GluR4 (J) puncta present at the synaptic region of the IHCs from different ages. GluR2/3 (I): P17 and 3-month-old mice (3 and 2 mice, respectively, for both genotypes). GluR4 (J): P10, P17, and 3-month-old mice (*Bai1*^*tm2b/+*^: 3, 4, and 2 mice; *Bai1*^*tm2b/tm2b*^: 3, 3, and 2 mice, respectively). Numbers above the mean (±SD) data indicate the IHCs used for each genotype. Statistical values shown in (I) and (J) were obtained using Kruskal Wallis, followed by Dunn test. See also Figures S10 and S11.

**Figure 7:**
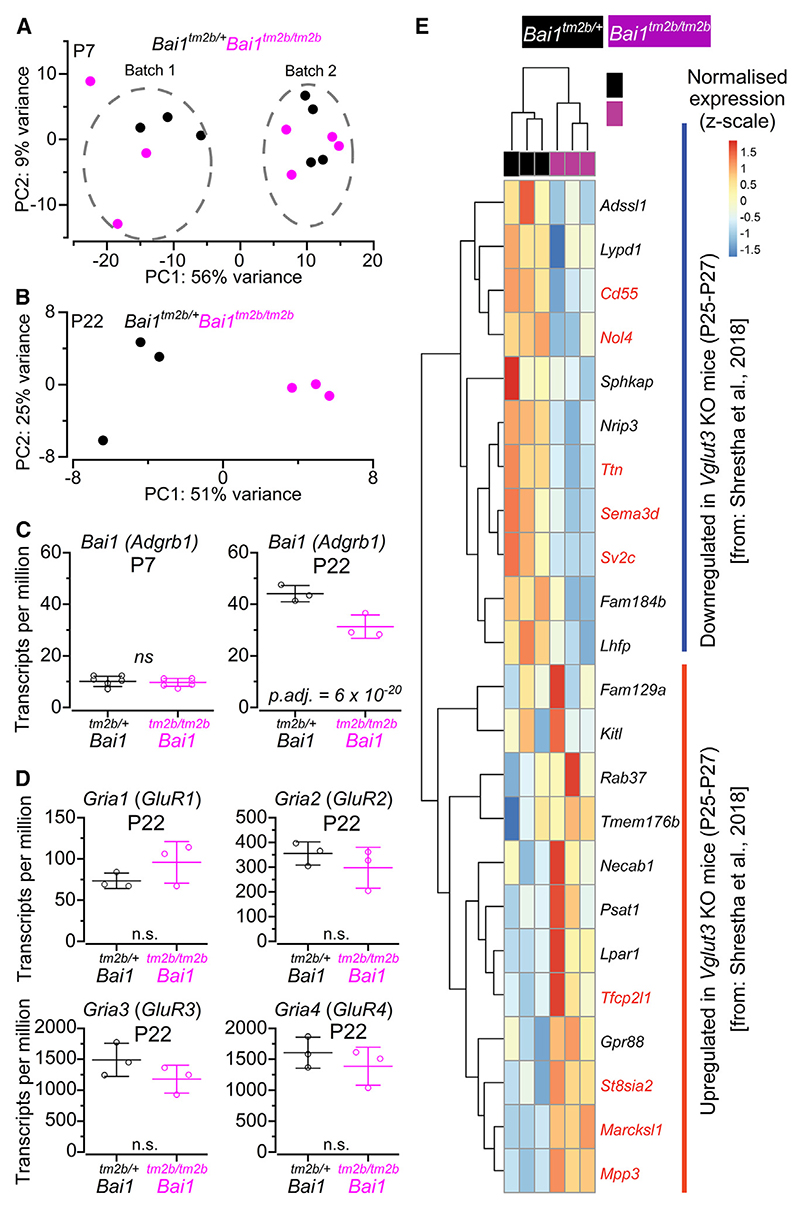
RNA sequencing analysis in *Bai1* mice (A and B) Principal-component analysis (PCA) plot of each RNA library from P7 (A) and P22 (B) control (*Bai1*^*tm2b/+*^) and *Bai1*^*tm2b/tm2b*^ mice. For P7 data, two separated batches were run from 4 (batch 1) and 3 (batch 2) samples per genotype. For P22 data, one batch was run from 3 samples per genotype. At both ages, each point represents one pool of 4 mice (8 cochleae) for both control and littermate knockout mice. Note that at P7 (A), no PC could capture genotype, consistent with the finding that no genes are differentially expressed at pre-hearing stages between control and *Bai1*^*tm2b/tm2b*^ mice. (C) Normalized counts (transcripts per million) of *Bai1* gene at P7 (left) and P22 (right) control (*Bai1*^*tm2b/+*^) and *Bai1*^*tm2b/tm2b*^ mice. Adjusted p values are based on DESEq2 analysis with a log2 fold change of 0.5 (see STAR Methods). Data are shown as mean ± SD. (D) Normalized counts (transcripts per million) of the GluR1–4 genes (*Gria1–4*). DESEq2 analysis with a log2 fold change of 0.5 (see STAR Methods) show no significant difference for any of the four *Gria* genes. (E) Heatmap of the counts (normalized, z-scale) of the genes found to be differentially expressed in *Bai1* knockout animals versus the single-cell RNA sequencing of *VGlut3* knockout SGNs.^14^ Genes that are differentially expressed in the P22 data are marked in red. Data in (C) and (D) are shown as mean ± SD. See also Figure S12.

## Data Availability

Raw RNA-sequencing files are deposited on GEO under accession number: GSE254269. This paper does not report original code. Any additional information required to reanalyze the data reported in this work paper is available from the lead contact upon request.

# Supplementary material for: BAI1 localizes AMPA receptors at the cochlear afferent post-synaptic density and is essential for hearing
**Source:** Cell Rep. Author manuscript; Available in PMC 2025 Nov 20.
**Supplement:** Figures S1–S12 and Table S2

**Supplemental information**

**BAI1 localizes AMPA receptors  
at the cochlear afferent post-synaptic density  
and is essential for hearing**

**Adam J. Carlton, Jing-Yi Jeng, Fiorella C. Grandi, Francesca De Faveri, Ana E. Amariutei, Lara De Tomasi, Andrew O'Connor, Stuart L. Johnson, David N. Furness, Steve D.M. Brown, Federico Ceriani, Michael R. Bowl, Mirna Mustapha, and Walter Marcotti**

# **BAI1 localises AMPA receptors at the cochlear afferent postsynaptic density and is essential for hearing**

Adam J. Carlton, Jing-Yi Jeng, Fiorella C. Grandi, Francesca De Faveri, Ana Amariutei, Lara De Tomasi, Andrew O'Connor, Stuart L. Johnson, David N. Furness, Steve D. M. Brown, Michael R. Bowl, Mirna Mustapha, Federico Ceriani, Walter Marcotti

This document includes:

[Supplementary Figures 1-12](#)

[Supplementary Table 2.](#)

**Figure 1**

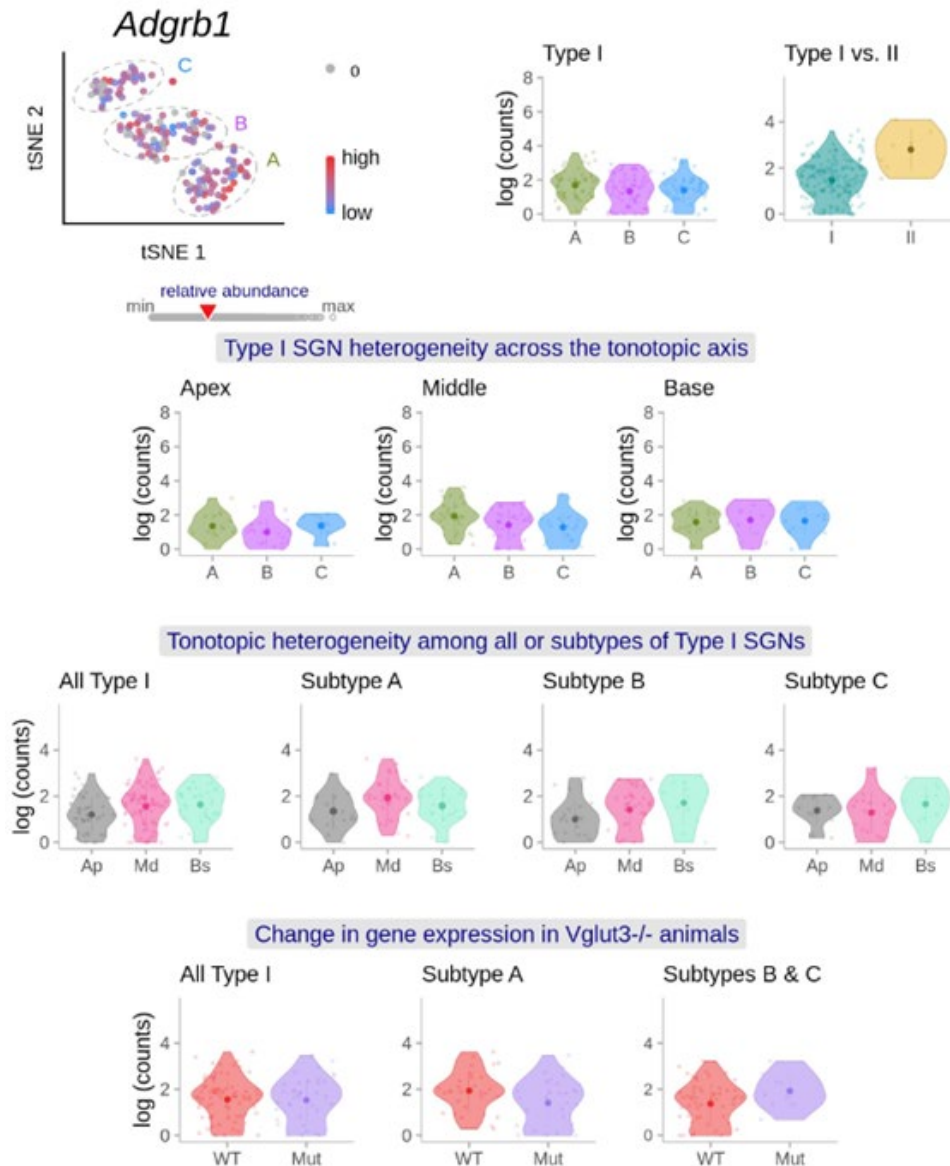

**Supplementary Figure 1: All SGNs exhibit expression of *Bait* (*Adgrb1*). Related to Figure 1.**

Violin plots comparing the expression of *Bait* (*Adgrb1*) among types I and II SGNs. Data are from: [Shrestha et al., 2018](#).

Shrestha BR, Chia C, Wu L, Kujawa SG, Liberman MC, Goodrich LV (2018). Sensory Neuron Diversity in the Inner Ear Is Shaped by Activity. *Cell* 174:1229-1246.e17.

Supplementary Figure 2

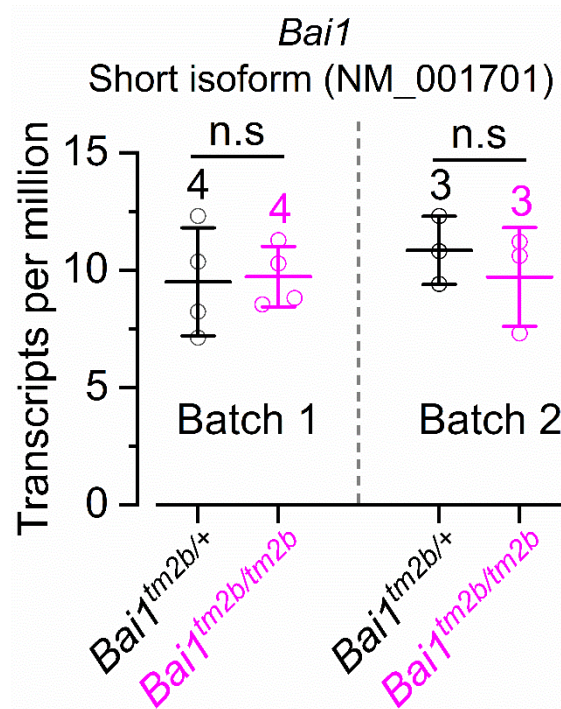

**Supplementary Figure 2: The short isoform of *Bai1* is not affected in the *Bai1* knockout mice. Related to Figure 1.**

Normalized counts for the short isoform of *Bai1* from batch 1 (4 pool samples for genotype) and batch 2 (3 pool samples for each genotype) of the RNA-sequencing experiments (see also [Figure 7](#)). Each sample contains both cochleae from 3-4 mice. Paired differential expression test was taken from DESeq2. Data are reported as mean ± SD. Statistical analysis was performed using the Tukey's post-test (one-way ANOVA). n.s. – not significant (Batch 1:  $P = 0.9981$ ; Batch 2:  $P = 0.8731$ ).

Supplementary Figure 3

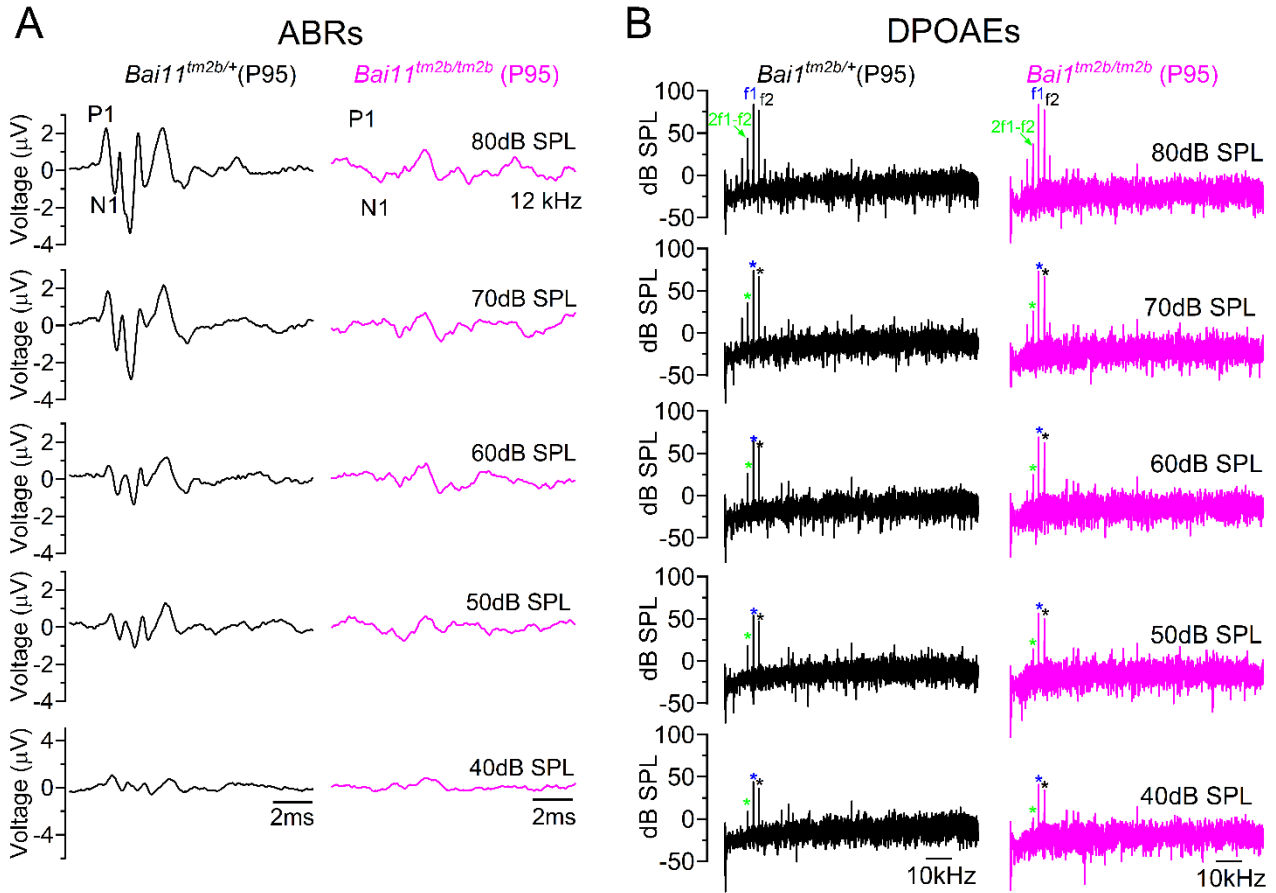

**Supplementary Figure 3: ABRs and DPOAEs recorded from *Bai1* adult mice. Related to Figure 2.**

**A**, ABR waveform responses at 12 kHz and increasing stimulus intensity (dB SPL) from P95 *Bai1<sup>tm2b/+</sup>* and littermates *Bai1<sup>tm2b/tm2b</sup>* mice. Dashed lines indicate the position of wave I (P1 and N1: see [Figure 2](#)). **B**, DPOAE waveform responses at around 12 kHz and increasing stimulus intensity (dB SPL) from the same P95 *Bai1<sup>tm2b/+</sup>* and *Bai1<sup>tm2b/tm2b</sup>* mice shown in panel A.

Supplementary Figure 4

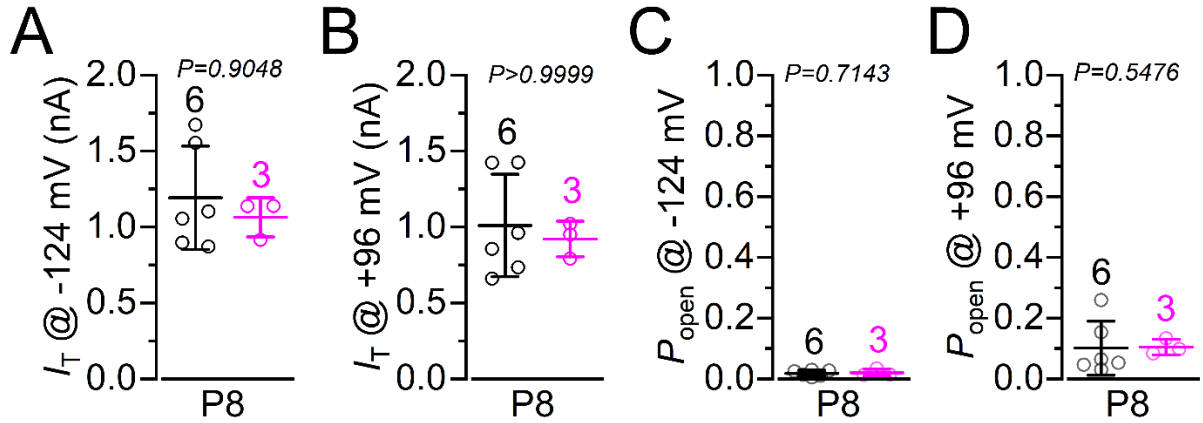

**Supplementary Figure 4: Mechanoelectrical transduction in IHCs from *Bai1* mice. Related to Figure 3.**

**A,B**, Maximal size of the MET current in the IHCs from both genotypes measured at -124 mV (**A**) and +96 mV (**B**) at P8 the age investigated in **Figure 3A,B**. **C,D**, Resting open probability ( $P_o$ ) of the MET current in IHCs from the two genotypes at the holding of -124 mV (**C**) and +96 mV (**D**). The resting current is given by the holding current minus the current present during inhibitory bundle deflection. Control, 6 IHCs from 2 mice; *Bai1*<sup>tm2b/tm2b</sup>, 3 IHCs from 1 mouse. All statistical comparisons shown above the panels **A-D** were carried out using a Mann-Whitney U test.

### Supplementary Figure 5

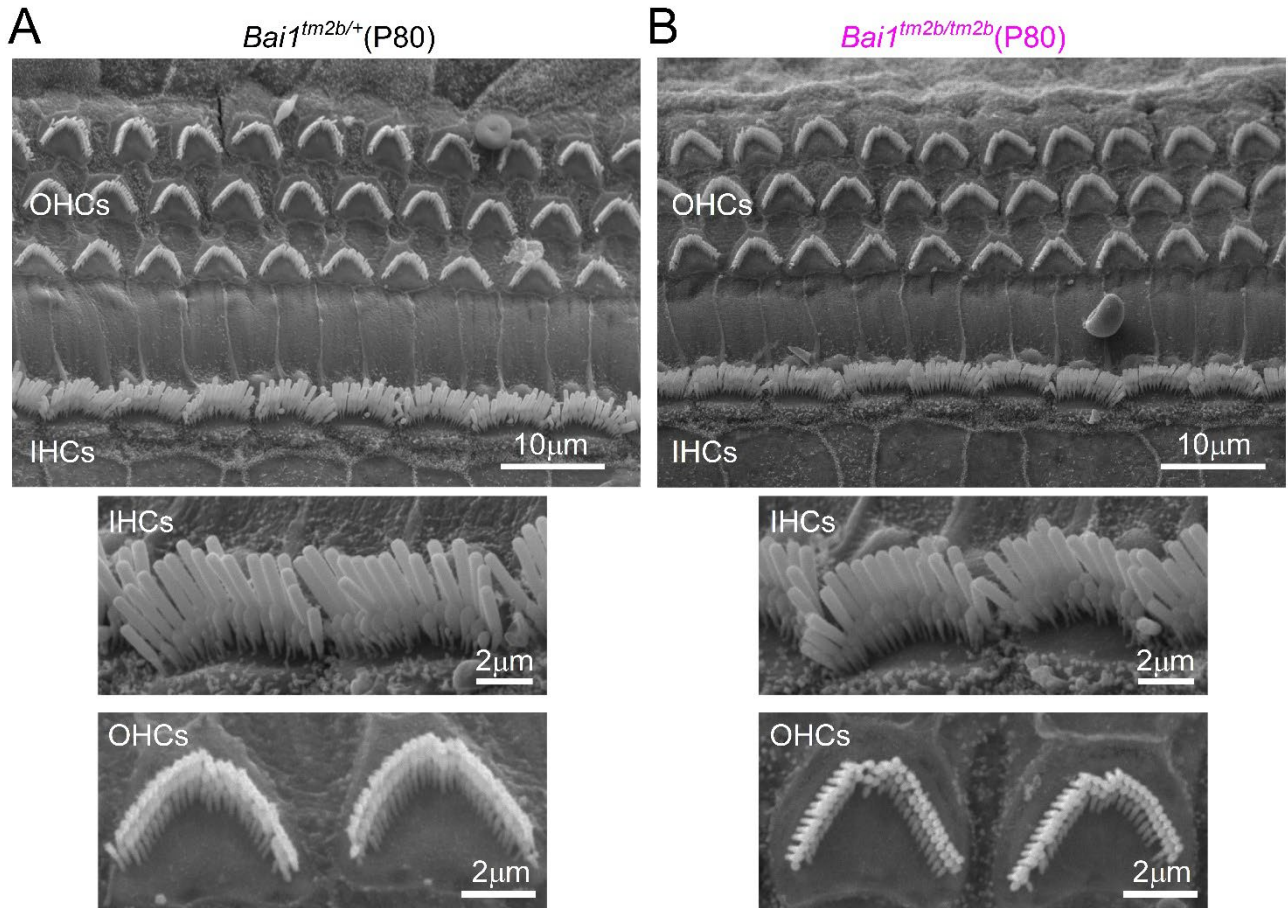

**Supplementary Figure 5. The hair bundle structure of cochlear hair cells is normal in *Bai1* mice. Related to Figure 3.**

**A,B**, Scanning electron micrographs (SEM) showing the typical hair bundle structure from apical-coil IHCs and OHCs in control *Bai1*<sup>tm2b/+</sup> (A) and *Bai1*<sup>tm2b/tm2b</sup> (B) P80 mice (examples from 3 mice per genotype). Lower panels show an expanded view of 2 IHC and OHC hair bundles for each genotype. Note that the hair bundles of IHCs and OHCs are composed of three rows of stereocilia in both genotypes.

### Supplementary Figure 6

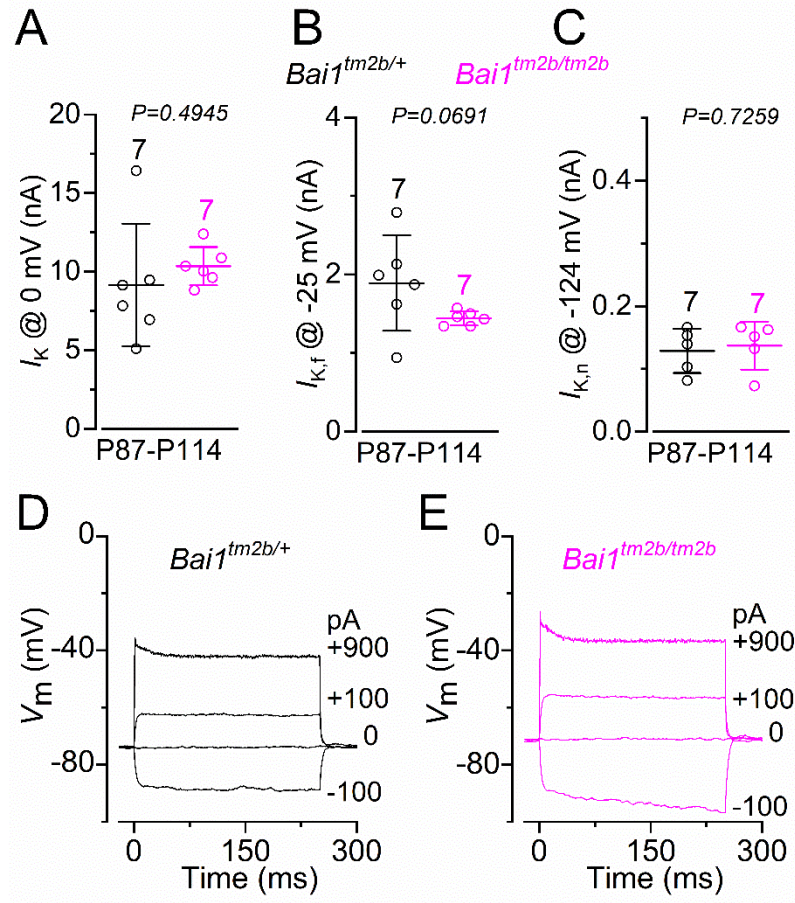

### Supplementary Figure 6: Voltage and current clamp analysis from IHCs of adult *Bai1* mice. Related to Figure 3.

**A**, Size of the total steady-state outward  $K^+$  current  $I_K$  recorded from adult IHCs (P87-P114) of both control ( $Bai1^{tm2b/+}$ ) and homozygous ( $Bai1^{tm2b/tm2b}$ ) mice.  $I_K$  was measured at the end of the voltage step from recordings as those shown in **Figure 3F,G**. **B**, Size of the large conductance  $Ca^{2+}$ -activated  $K^+$  (BK) current  $I_{K,f}$  recorded from IHCs of  $Bai1^{tm2b/+}$  and  $Bai1^{tm2b/tm2b}$ , which was measured at -25 mV and at 1 ms from the onset of the voltage step. **C**, Size of the negatively activated  $K^+$  current  $I_{K,n}$  recorded from IHCs of mice from both genotypes.  $I_{K,n}$  was measured as the difference between the peak and steady state of the deactivating inward current at -124 mV. In panels **A-C**, number of IHCs recorded from IHCs of P87-P114 mice are shown above each column and statistical comparisons were done using a Mann-Whitney U test. Data are shown as mean  $\pm$  SD. **D,E**, Typical voltage responses from IHCs of  $Bai1^{tm2b/+}$  and  $Bai1^{tm2b/tm2b}$ . From these recordings we have measured the resting membrane potential of IHCs shown in **Figure 3I**. Control, 7 IHCs from 4 mice;  $Bai1^{tm2b/tm2b}$ , 7 IHCs from 3 mice.

### Supplementary Figure 7

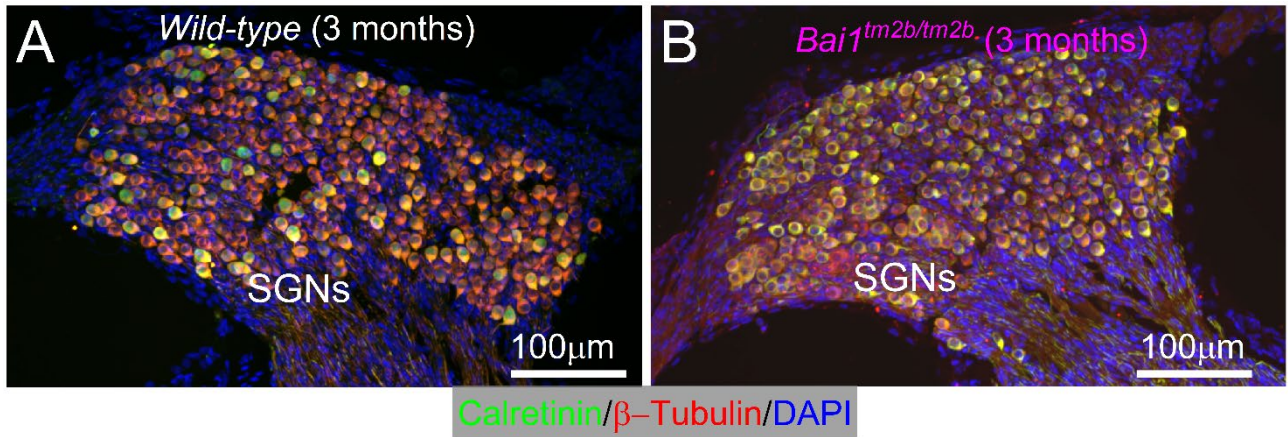

#### Supplementary Figure 7: Spiral ganglion neurons (SGNs) in *Bai1* mice. Related to Figure 3.

**A,B**, Maximum intensity projections of confocal z-stacks of SGNs taken from cochlear cryosections of 3 month old control (**A**) and *Bai1*<sup>tm2b/tm2b</sup> (**B**) mice (examples from 3 mice per genotype). The cochlea was immunolabelled using antibodies against calretinin (SGN marker for most subtypes: green) and  $\beta$ -tubulin (afferent and efferent fibre marker: red). DAPI was used for nuclear staining. As expected from the presence of the afferent terminals onto the IHCs (**Figure 3N,O**), both genotypes retains SGNs.

### Supplementary Figure 8

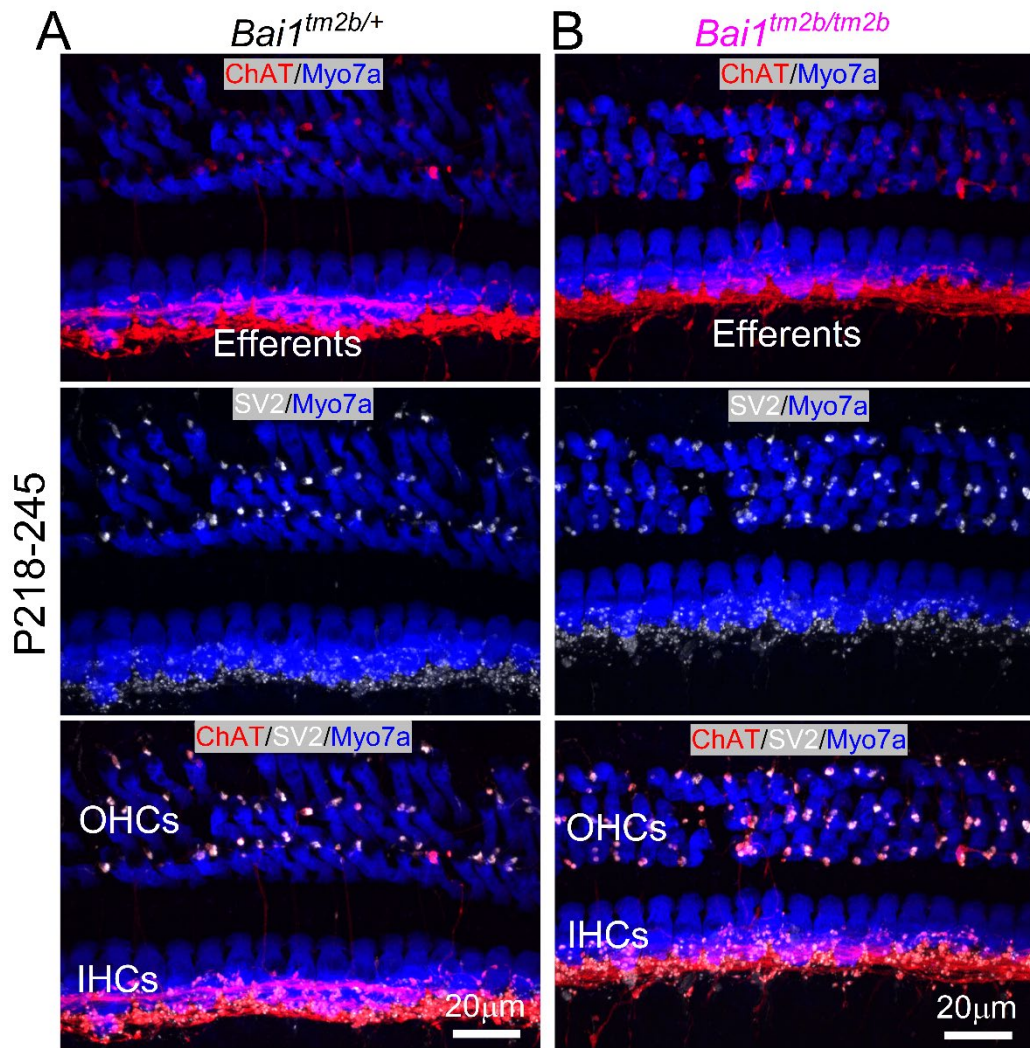

**Supplementary Figure 8: Efferent fibres appear normal in adult *Bai1* mice. Related to Figure 3.**

**A, B,** Maximum intensity projections of confocal z-stacks taken from the apical cochlear region of control (*Bai1*<sup>tm2b/+</sup>) and homozygous (*Bai1*<sup>tm2b/tm2b</sup>) mice at 7-8 months of age using antibodies against the synaptic vesicle protein 2 (SV2) present at the efferent endings (white) and efferent fibres ChAT (red). Myosin 7a (Myo7a) was used as a hair cell marker. Examples are from 3 mice per genotype. Due to the largely diffuse nature of the SV2 labelling at the IHC basal pole, we were unable to provide a reliable quantification.

Also note that the space between the IHCs and the OHCs is primarily defined by the supporting cells called “pillar cells”, which do not express BAI1. The variable distance between the IHCs and OHCs between the two genotypes is due to the different orientation of the cochlear preparation, which may vary among experiments.

### Supplementary Figure 9

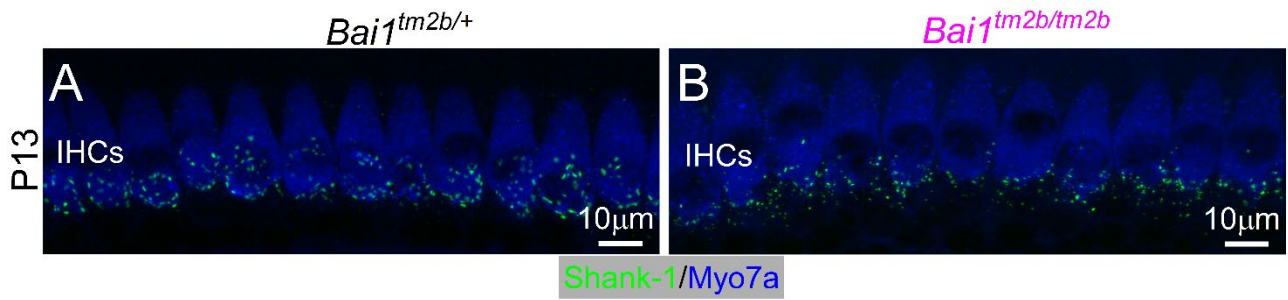

### Supplementary Figure 9: Expression of the post-synaptic protein Shank-1 in *Bai1* mice. Related to Figure 4.

**A,B**, Maximum intensity projections of confocal z-stacks of IHCs taken from the apical cochlear region of control *Bai1*<sup>tm2b/+</sup> (**A**) and littermate *Bai1*<sup>tm2b/tm2b</sup> (**B**) mice using antibodies against the post-synaptic protein Shank-1. Myosin 7a (Myo7a) was used as the IHC marker. Examples are from 3 mice per genotype.

# Supplementary Figure 10

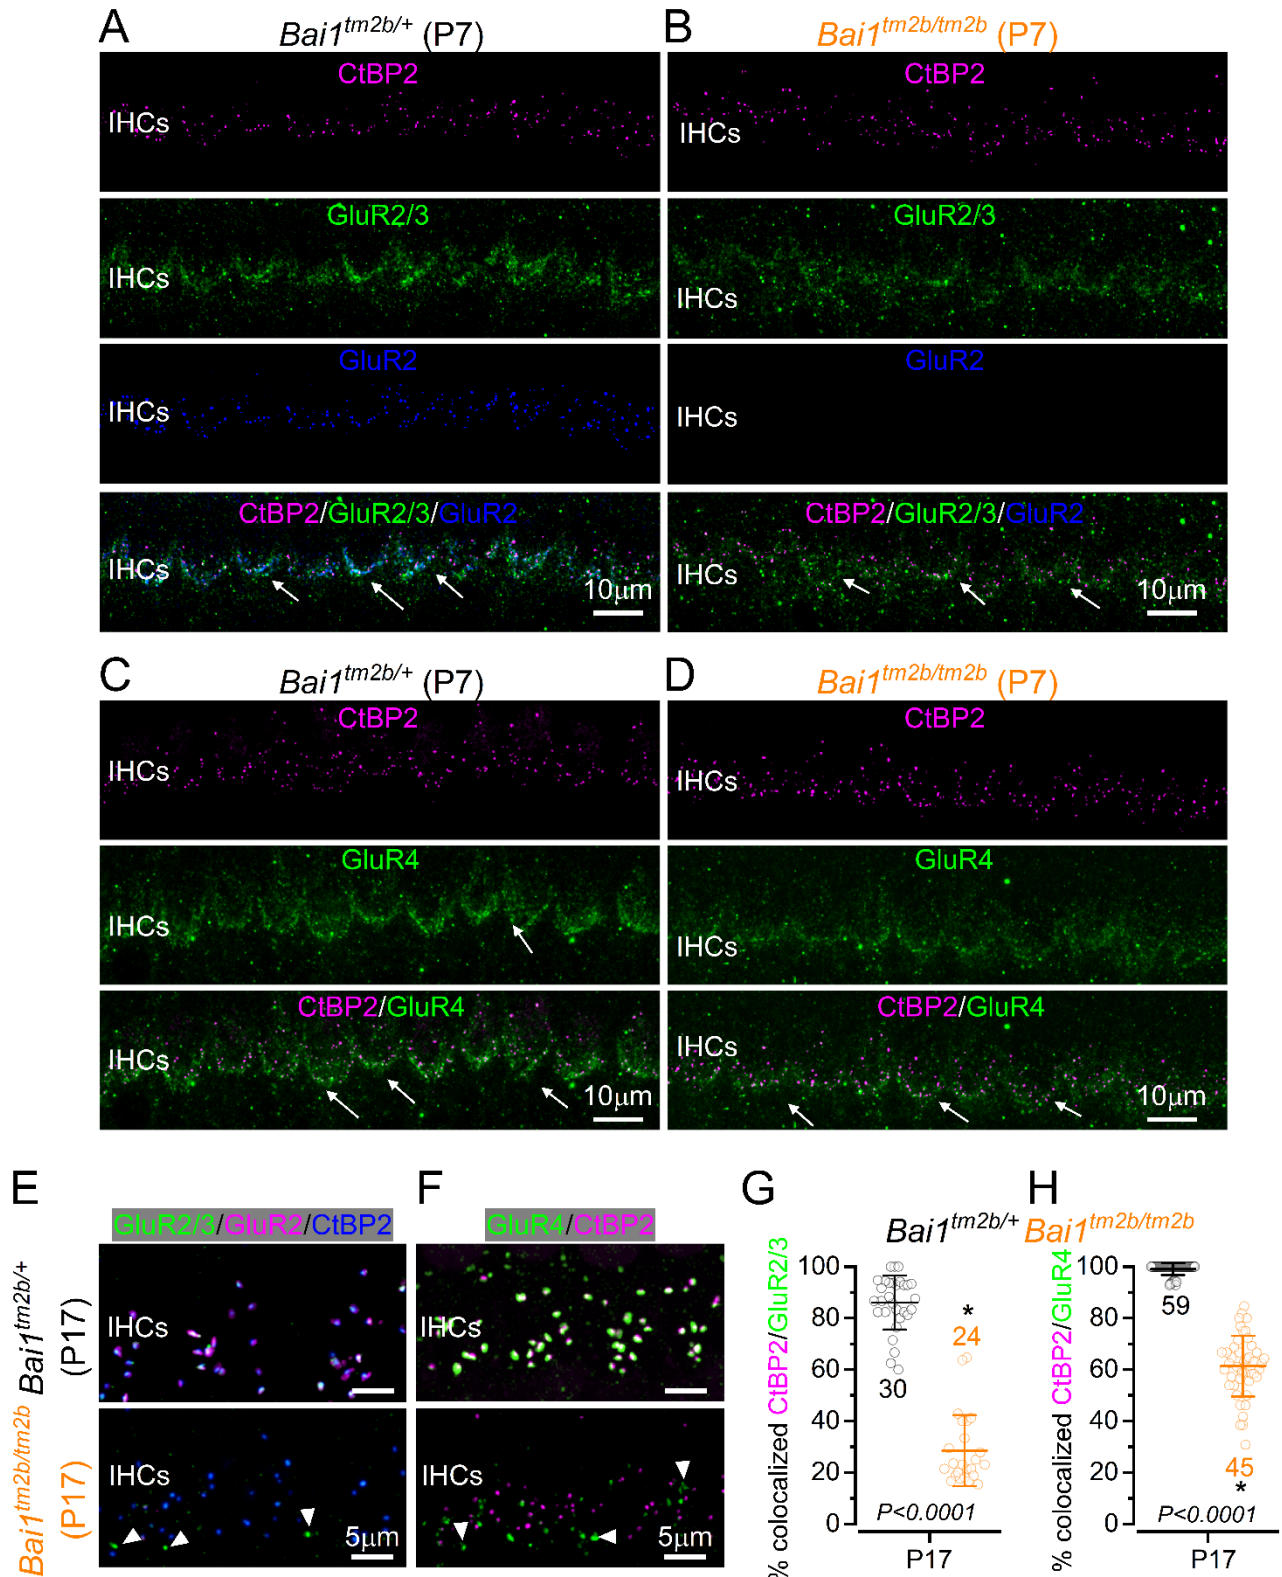

**Supplementary Figure 10: Expression of AMPA-type GluR2/3 and GluR4 receptors in the IHCs of pre-hearing *Bai1* mice. Related to Figure 6.**

**A,B,** Maximum intensity projections of confocal z-stacks of the synaptic region of the IHCs taken from the apical cochlear coil of control *Bai1*<sup>tm2b/+</sup> (**A**) and littermate *Bai1*<sup>tm2b/tm2b</sup> (**B**) P7 mice using antibodies against CtBP2 (ribbon synaptic marker) and both GluR2 and GluR2/3 (postsynaptic markers). The only available antibody against GluR3 also detects GluR2 (referred to as GluR2/3), the expression of GluR3 can only be identified in the IHCs from *Bai1*<sup>tm2b/tm2b</sup> since they do not express

GluR2. Arrows indicated the synaptic region of some of the IHCs from both genotypes. **C,D**, Images of the IHC synaptic region obtained as described in panels **A,B** from *Bai1<sup>tm2b/+</sup>* (**C**) and littermate *Bai1<sup>tm2b/tm2b</sup>* (**D**) P7 mice using antibodies against CtBP2 and GluR4 (postsynaptic markers). Arrows indicated the synaptic region of some of the IHCs from both genotypes.

Note that at P7 the distribution of GluRs is quite diffused around the IHC basal pole, making any puncta-like quantification unreliable. However, the puncta-like expression of GluRs in *Bai1<sup>tm2b/tm2b</sup>* mice seemed to be reduced or not well-clustered at the synaptic region in all samples investigated compared to control mice.

**E,F**, Maximum intensity projections of confocal z-stacks of the synaptic region of the IHCs taken from the apical cochlear coil of control *Bai1<sup>tm2b/+</sup>* (top panels) and littermate *Bai1<sup>tm2b/tm2b</sup>* (bottom panels) mice at P17. IHCs were labelled with antibodies against CtBP2 (ribbon synapse marker) alongside GluR2, GluR2/3 and GluR4 (postsynaptic markers). **G,H**, Percentage of colocalised CtBP2-GluR2/3 (**G**) and CtBP2-GluR4 (**H**) puncta at P17 from both genotypes. Data are plotted as mean values  $\pm$  S.D and individual puncta count (smaller open symbols). Numbers above the mean data indicate the IHCs used for each genotype from 3 mice each (GluR2/3) and 4 and 3 mice (GluR4). Statistical values shown in panels **G,H** were obtained using a Mann-Whitney U test.

# Supplementary Figure 11

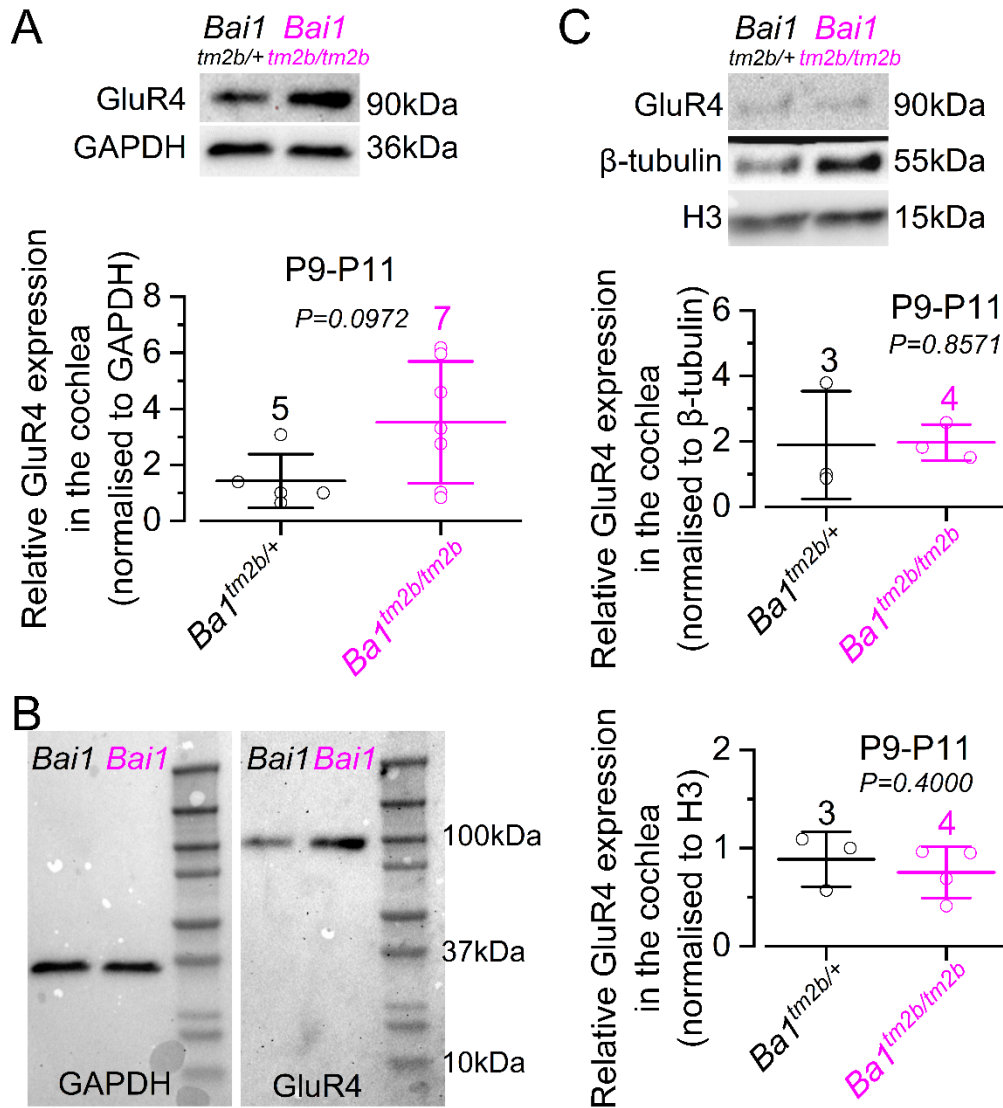

## Supplementary Figure 11: GluR4 is present in the cochlea of *Bai1*-deficient mice. Related to Figure 6.

**A**, Western blot showing that GluR4 is present in mouse cochlea of control *Bai1*<sup>tm2b/+</sup> and *Bai1*<sup>tm2b/tm2b</sup> P9-P11 *Bai1*-deficient mice with GAPDH used as a loading control. **B**, Full gel run from one of the western blots performed showing both GluR4 and GAPDH. **C**, Expression of GluR4 normalised to additional loading controls: the neuronal marker β-tubulin and the nuclear marker Histone H3. Data was collected from 3 separate experiments from each genotype. Numbers above the data indicate biological replica (mice). Data are reported as mean ± SD. Statistical analysis was performed using Mann-Whitney U test.

Unfortunately, the very poor GluR2 signal in both control and *Bai1*<sup>tm2b/tm2b</sup> prevented a reliable quantification of this protein.

## Supplementary Figure 12

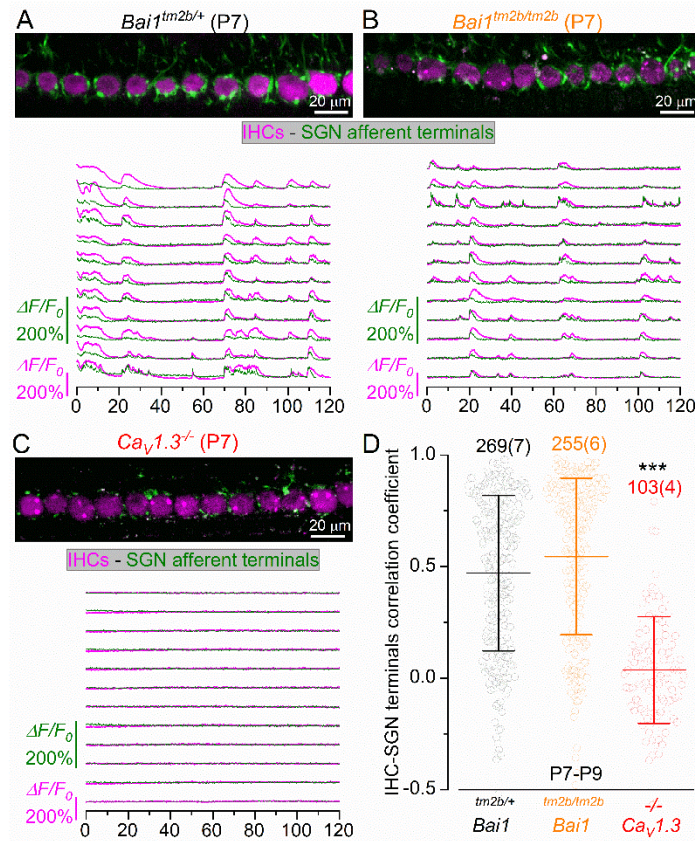

**Supplementary Figure 12: Calcium transients in the afferent terminal of pre-hearing *Bai1*<sup>tm2b/tm2b</sup> mice. Related to Figures 5 and 6.**

**A-C,** Representative  $\Delta F/F_0$  traces from the IHCs (magenta) and SGN afferent terminals (green) from P7-P9 *Bai1*<sup>tm2b/+</sup> (A), *Bai1*<sup>tm2b/tm2b</sup> (B) and *Cav1.3*<sup>-/-</sup> (C) mice. IHC spontaneous  $\text{Ca}^{2+}$  transients elicited corresponding  $\text{Ca}^{2+}$  signals in the SGN afferent terminals in both *Bai1*<sup>tm2b/+</sup> and *Bai1*<sup>tm2b/tm2b</sup> mice. No  $\text{Ca}^{2+}$  signals were observed in both IHCs and postsynaptic terminals recorded from mice lacking the presynaptic  $\text{Ca}_v1.3$   $\text{Ca}^{2+}$  channels (C). Each set of traces (bottom to top) represent the recordings from all the IHCs and associated SGN terminals in the above image (left to right). All recordings were obtained at body temperature. Traces are computed as pixel averages of rectangular regions of interest centred on IHCs. IHCs were maintained in 0.3 mM  $\text{Ca}^{2+}$  to better mimic the predicted physiological endolymphatic  $\text{Ca}^{2+}$  concentration (Johnson et al., 2012). **D,** Average Pearson correlation coefficient between the  $\text{Ca}^{2+}$  activity in IHCs and in the SGN afferent terminals from the three mouse lines described above. As such, the SGN trace represent the average  $\text{Ca}^{2+}$  signal of all the afferent terminals contacting one IHC. No significantly different was found between *Bai1*<sup>tm2b/+</sup> and *Bai1*<sup>tm2b/tm2b</sup> ( $P = 0.0837$ ; Kruskal Wallis, followed by Dunn test with Bonferroni correction), which were significantly higher than in *Cav1.3*<sup>-/-</sup> mice ( $P < 0.0001$  with both *Bai1*<sup>tm2b/+</sup> and *Bai1*<sup>tm2b/tm2b</sup>). Number of SGN terminals and (mice) is shown above the data.

Johnson SL, Kennedy HJ, Holley MC, Fettiplace R, Marcotti W (2012). The resting transducer current drives spontaneous activity in prehearing mammalian cochlear inner hair cells. *J Neurosci* 32:10479-10483.

Table S2

### Pathways Down DEGs P22

| Term                                                                    | Adjusted P-value      | Genes                                                                                                                        |   |                    |                   |                            |  |
|-------------------------------------------------------------------------|-----------------------|------------------------------------------------------------------------------------------------------------------------------|---|--------------------|-------------------|----------------------------|--|
| BioPlanet 2019                                                          |                       |                                                                                                                              |   |                    |                   |                            |  |
| Neuronal system                                                         | 1.3307433178612273E-8 | HCN4;ACHE;KCNH5;SYT2;KCNK10;SYT1;KCNC2;CHRNA4;GLS2;KCNJ14;GJD2;STX1B;PANX2;RIMS1;GNAL;KCNS3;KCNN1;KCNQ5;SLC17A7;CACNG2;KCNJ3 |   |                    |                   |                            |  |
| Potassium channels                                                      | 5.727147878644756E-4  | HCN4;KCNH5;KCNK10;KCNC2;KCNS3;KCNJ14;KCNN1;KCNQ5;KCNJ3                                                                       |   |                    |                   |                            |  |
| Glutamate neurotransmitter release cycle                                | 0.004096723230982121  | RIMS1;SYT1;GLS2;SLC17A7                                                                                                      |   |                    |                   |                            |  |
| Transmission across chemical synapses                                   | 0.04714240119270449   | RIMS1;ACHE;GNAL;SYT1;CHRNA4;GLS2;SLC17A7;CACNG2;KCNJ3                                                                        |   |                    |                   |                            |  |
| Glucose metabolism                                                      | 0.05487869635272343   | PYGM;ENO1;PYGL;ENO2;PFKP                                                                                                     |   |                    |                   |                            |  |
| Neurotransmitter release cycle                                          | 0.05487869635272343   | RIMS1;SYT1;GLS2;SLC17A7                                                                                                      |   |                    |                   |                            |  |
| GO Cellular Component 2021                                              |                       |                                                                                                                              |   |                    |                   |                            |  |
| voltage-gated potassium channel complex (GO:0008076)                    | 3.630313011667999E-4  | HCN4;KCNC2;KCNIP3;KCNS3;KCNJ14;KCNN1;KCNQ5;KCNJ3                                                                             |   |                    |                   |                            |  |
| potassium channel complex (GO:0034705)                                  | 0.003406955363701417  | KCNC2;KCNIP3;KCNS3;KCNJ14;KCNN1;KCNQ5;KCNJ3                                                                                  |   |                    |                   |                            |  |
| exocytic vesicle membrane (GO:0099501)                                  | 0.004294304388582688  | SV2C;SYT2;SYT1;SLC17A6;SLC17A7                                                                                               |   |                    |                   |                            |  |
| synaptic vesicle membrane (GO:0030672)                                  | 0.004294304388582688  | SV2C;SYT2;SYT1;SLC17A6;SLC17A7                                                                                               |   |                    |                   |                            |  |
| neuron projection (GO:0043005)                                          | 0.011740669593695461  | RTN4R;SYT2;SYT1;KCNC2;CHRNA4;MYO5A;ANK2;CACNA1H;CALB2;SV2C;SCN8A;ADGRB1;SACS;TMEM108;KCNN1;RGS8;NEFH                         |   |                    |                   |                            |  |
| voltage-gated sodium channel complex (GO:0001518)                       | 0.023159965107777493  | SCN8A;SCN4B;CACNA1H                                                                                                          |   |                    |                   |                            |  |
| Elsevier Pathway Collection                                             |                       |                                                                                                                              |   |                    |                   |                            |  |
| Dopamine Mediated Glutamate Release/Uptake Circle in Neuron in Migraine | 0.003955269362079344  | 0                                                                                                                            | 0 | 37.03703703703704  | 415.2918215695668 | RIMS1;SYT1;SLC17A6;SLC17A7 |  |
| Dopamine Mediated Glutamate Release and Glutamate Uptake Circle         | 0.00836014314494736   | 0                                                                                                                            | 0 | 20.825949367088608 | 195.052510656963  | RIMS1;SYT1;SLC17A6;SLC17A7 |  |
| Exocytosis: Vesicle Priming                                             | 0.00836014314494736   | 0                                                                                                                            | 0 | 20.825949367088608 | 195.052510656963  | RIMS1;SYT1;CADPS;CACNG2    |  |

### Pathways Up DEGs P22

| Term                              | Adjusted P-value    | Genes                                             |
|-----------------------------------|---------------------|---------------------------------------------------|
| BioPlanet 2019                    |                     |                                                   |
|                                   |                     |                                                   |
| GO Cellular Component 2021        |                     |                                                   |
| No significant terms              |                     |                                                   |
| Elsevier Pathway Collection       |                     |                                                   |
| Proteins Involved in Hearing Loss | 0.06604044517909133 | TECTB;CLDN11;SALL1;CLDN14;OTOF;CHRNA10;ESPN;FGFR3 |

How the deposited data were processed for this re-analysis (not part of the article)

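RNA-seq of the apical coil of the cochlea was analyzed for *Bai1* tm2b/+ and *Bai1* tm2b/tm2b mice at P7 (14 libraries) and P22 (6 libraries), with a pool of 4 mice per library according to the methods. The supplementary legends give pools of 3 to 4 mice. The authors prepared poly A libraries, mapped the paired-end reads to mm10 with the nf-core RNA pipeline and counted them with Salmon. The text does not state the version of the pipeline, the annotation release or whether the counting used strand. For P22 and for replicates 5 to 7 of each genotype at P7, the deposited values are estimated counts (expected counts) per gene without normalization. For replicates 1 to 4 of each genotype at P7, the deposited values are a score that behaves as TPM rounded to whole numbers, a unit that differs from the counts planned for when the design was written. No column of values was left unused.

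Estimated counts were rounded to whole numbers. In R 4.3.3, genes were filtered with filterByExpr, libraries were scaled by TMM, and genotypes were compared with the quasi-likelihood test of edgeR 4.0.16, with the Wald test of DESeq2 1.42.0 as an alternative. All p values across genes were adjusted by the Benjamini-Hochberg method. A call required an adjusted p value under 0.05, a log2 fold change above 0.5 in either direction and a standard error under 0.5. Libraries in rounded TPM were compared with the moderated test of limma 3.58.1, with a mean-variance trend, on log2 values after adding a pseudocount of 1, for genes with a mean of at least 5 TPM. Both P7 batches were joined on the same log2 scale, with CPM for the libraries in counts, and tested with batch as a term. The plan had been a fit of counts over all 14 libraries without batch, which the mix of units did not allow. The batch term, the TMM scaling of TPM and the minimum of 5 TPM were chosen after the P7 values were seen.

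The comparisons, the thresholds, the alternatives on filter, scaling factor, test, threshold, replicate number and library left out, and the gene lists other than those named below as added were set before the data were examined. Lists were tested with camera at a preset correlation of 0.01, with fry and camera with an estimated correlation as alternatives. They comprised 12 lists tested together (neuron, hair cell, supporting cell, myelin and Schwann cell, erythroid, marrow neutrophil, macrophage, proliferation, bone, stria vascularis, activity-induced, and AMPA auxiliary and postsynaptic scaffold genes), the genes with a potassium channel symbol, the lists of Fig. 7E, and the genes within 2 Mb of *Adgrb1*. Lists of central glia and of brain neuron markers were added after the data were seen, as were scaling to neuron or hair cell markers, removal of trends on GC content and transcript length, fits of P7 with each library left out, and an adjusted p threshold of 0.01. Principal components were computed for the 500 most variable genes, from variance-stabilized counts (DESeq2) for the P22 libraries and the P7 libraries in counts, and from log2 values for the libraries in rounded TPM and for both batches joined. Single measures were compared between genotypes by exact 2-sided permutation tests. The log2 fold changes at P7 and P22 were compared from their standard errors. Each comparison was repeated on other splits of the same libraries, 10 for 3 against 3 libraries, 35 for 4 against 4 and 100 drawn within batches for all P7 libraries.

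Each step was tested on simulated data with 200 genes changed by known amounts. DESeq2 called 91% of them at P22, the joined P7 fit 98.5% (11736 genes tested), edgeR on the P7 libraries in counts 87% (15917 genes) and limma on those in rounded TPM 94.5% (11736 genes). With no change planted at P22, edgeR called 1 of 15307 genes. The median standard error of a log2 fold change was 0.118 for the P7 libraries in counts, 0.0823 for those in rounded TPM and 0.0679 in the joined fit.

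Of 74 named genes found in the annotation, 6 have exons that overlap a gene on the same strand and 23 a gene on the opposite strand, and 8 have more than 10% of their exon bases in such an overlap. The globin genes *Hba-a1* and *Hba-a2*, *Hbb-bs* and *Hbb-bt*, and the genes *Bglap* and *Bglap2* are nearly identical pairs whose counts are uncertain. Isoform and exon usage, quantitative PCR, protein measurements and the enrichment of annotation terms were not analyzed here, since the values are per gene and no table of terms was at hand.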

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

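Of the tests in this part, those on marrow genes, on stria vascularis genes and on a genotype effect behind the brain genes at P7 and the splits of the P7 libraries against the real grouping at P22, and the glia and brain lists themselves, were chosen only after the result was seen.

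The effect of genotype differed between P7 and P22 for 2654 of 11707 genes compared (adjusted p under 0.05, Benjamini-Hochberg over z tests of the edgeR and limma estimates), with 4181 at an unadjusted p under 0.05. These included 238 of 285 genes called at P22, and 2420 of the 2654 went in opposite directions at the 2 ages. Across genes, which are not independent replicates, the log2 fold change fell with transcript length at P22 (Spearman's rho -0.203) and rose with it in the P7 libraries in rounded TPM (0.564), and 2345 genes differed with trends on GC content and length removed at both ages. *Adgrb1* was not among the 2654 and was lower by a further -0.37 at P22. This value depended on the batch or on its unit, with 0.03 against the P7 libraries in counts and -0.63 against those in rounded TPM. As many genes were given by 1 of 100 drawn pairs of splits, the real one, but only 2 of the 100 kept the real grouping at P22, and the other P22 splits gave 0 calls, so that libraries differing by chance cannot be told apart from an effect by this test. With the real grouping at P22 kept, 9 of 100 drawn splits of the P7 libraries, the real one included, gave as many genes (a median of 1549 over the others), so the number could arise with the P7 libraries grouped at random. For the absence of calls at P7, too little precision was tested. The joined fit called 70.2% of the P22 changes planted in simulated P7 libraries, whereas edgeR on the libraries in counts called only 21.9%. The simulation planted the sizes fitted for the genes called at P22 alike in both batches. The real batches disagreed on these genes, so the simulation does not exclude too little precision. The precision at P7 does not bear on the 2654 genes, whose tests include the P7 standard errors. The count depended on the P7 values used, with 428 genes for the libraries in counts (edgeR), so that its size could reflect the mix of units.

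Among the lists fixed in advance, neuron markers were lower in *Bai1* tm2b/tm2b mice at P22, with a median log2 fold change of -0.25 (adjusted p = 6.99e-07, limma's camera), and hair cell markers higher, with a median of 0.41 (adjusted p = 2.33e-07, limma's camera). Neither list was called under fry (adjusted p = 0.0652 for both) or with an estimated correlation (adjusted p of at least 0.601 for all 12 lists). As many called lists were given by 5 of the 10 splits of the 6 libraries, the real grouping included, so that libraries grouped by chance could give such a number, and the share of cell types caught in dissection may vary between pools. The medians of both lists kept their sign and size with each library left out, from -0.29 to -0.24 for neurons and from 0.34 to 0.46 for hair cells.

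Marrow neutrophil markers had a median of 1.77 in *Bai1* tm2b/tm2b mice (adjusted p = 0.00478, limma's camera), and fell to 1.29 with the call lost (adjusted p = 0.0661, limma's camera) without *Bai1* tm2b/tm2b replicate 1 and rose to 2.63 without *Bai1* tm2b/+ replicate 1. Of the 14 genes, 13 were highest in *Bai1* tm2b/tm2b replicates 1 and 2, a pair of pools picked from these same values, so that the count is no test and bone marrow cells in these pools cannot be told apart from a response to the genotype. *S100a9* had 14.1, 13.6 and 1.80 CPM in *Bai1* tm2b/tm2b and 3.13, 1.36 and 1.80 CPM in *Bai1* tm2b/+ libraries, and *S100a8* 10.3, 9.32 and 1.85 CPM against 3.55, 1.24 and 1.54. Only 4 of the 14 genes were above 1 CPM in every *Bai1* tm2b/+ library. Inflammation would raise these genes too and was not tested.

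Macrophage markers had a median of 0.31 (adjusted p = 0.00286, limma's camera), from 0.20 without *Bai1* tm2b/+ replicate 3 to 0.39 without *Bai1* tm2b/+ replicate 1, with all 11 genes positive and 0 called (edgeR). Neither this list nor the marrow list was called under fry (adjusted p = 0.276 and 0.334). No cause was tested for the macrophage markers.

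Central glia markers, a list added after the data were seen, had a median of 0.63 in *Bai1* tm2b/tm2b mice at P22, with 14 of 15 genes positive and 8 called (camera p = 3.31e-08, fry p = 0.0400, camera p = 0.154 with an estimated correlation). The medians with each library left out were between 0.51 and 0.74. Of 7 members not looked at before, 6 were positive, which is consistent with more central nerve tissue in the *Bai1* tm2b/tm2b pools, although genes in the same libraries vary together. *Mobp* had 360, 424 and 242 CPM in *Bai1* tm2b/tm2b and 171, 171 and 200 CPM in *Bai1* tm2b/+ libraries, and *Gfap* 412, 574 and 382 CPM against 233, 322 and 236. The cochlear pools of *Bai1* tm2b/+ mice also express these genes, with 14 of the 15 above 1 CPM in each. With the glia score as a covariate, the log2 fold change of *Gria1* was -0.29 (standard error 0.242). The score itself separated the genotypes, from 5.31 to 5.43 in *Bai1* tm2b/+ and from 5.56 to 6.12 in *Bai1* tm2b/tm2b libraries. As a covariate it would therefore take up a genotype effect of any source. Whether the higher *Gria1* comes from such tissue stays open. A response of glia to the genotype would give the same pattern and was not tested.

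In *Bai1* tm2b/+ replicate 2 at P22, 14 genes were above 5 CPM and more than 5 times as high as in any other library, among them *Dnase1* (444 CPM), *Lrp2* (284 CPM) and *Dct* (240 CPM against at most 1.80). Of the 7 stria vascularis markers, 4 were highest in this library (*Kcnq1*, *Kcne1*, *Dct* and *Met*), but the first 3 are among the 14 genes, so that the count mostly restates the observation and stria vascularis tissue in this pool stays an open explanation. *Kcnj10*, *Tyrp1* and *Pmel* were not highest there, and 5 of the 7 were above 1 CPM in the other *Bai1* tm2b/+ libraries.

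In the P7 libraries in counts, DESeq2 called 44 genes higher in *Bai1* tm2b/tm2b mice, whereas edgeR called 0 of 16026, with 763 at an unadjusted p under 0.05. As many DESeq2 calls were given by 4 of the 10 splits of these libraries, the real grouping and 3 others (93, 141 and 72 calls), and 3 pools against 3 allow no share small enough to decide, so that a difference by chance cannot be told apart from an effect. Since edgeR made 0 calls, all 10 of 10 splits necessarily gave as many, which decides nothing. *Cbln1* (14.5, 29.4 and 32.2 CPM in *Bai1* tm2b/tm2b, 7.16, 8.50 and 3.81 in *Bai1* tm2b/+) and *Slc12a5* (17.2, 31.3 and 31.3 CPM against 6.75, 7.88 and 5.35) are expressed in brain. Of 6 brain neuron markers not looked at before, 3 (*Camk2a*, *Grin2b* and *Slc32a1*) were above every *Bai1* tm2b/+ library in all 3 *Bai1* tm2b/tm2b libraries. Since these genes vary together in the same libraries, their number is no test, and brain tissue in these pools cannot be told apart from other causes. An effect of the genotype was not seen in the other batch, where the called genes did not differ in the libraries in rounded TPM (exact permutation test, p = 0.743) and 0 of 34 genes were above every *Bai1* tm2b/+ library.

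*Xist* in the *Bai1* tm2b/+ libraries in rounded TPM (12, 10, 11 and 22 TPM) had a gap ratio of 0.833, past the critical value in 1 of 12 tests, as a pool with more females would give. The summed Y genes had 54, 61, 67 and 19 TPM in the same libraries, lowest in the library with the highest *Xist*. No formal test was made of this cause.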

How the results depend on the processing

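Of the tests in this part, scaling to marker lists, removal of GC and length trends, unscaled TPM, the P7 libraries left out in turn, the P7 counts behind the comparison of ages, and an adjusted p threshold of 0.01 were chosen only after the result was seen.

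At P22, 269 genes were higher and 218 lower. Dropping the fold-change minimum gave 774 and 1121, testing against 0.5 gave 3 and 10, scaling to the neuron markers gave 1604 and 61, and scaling to the hair cell markers gave 66 and 4113. Higher genes were 55.2% of the calls at first, 96.3% after scaling to neuron markers and 1.58% after scaling to hair cell markers. With each library left out the counts were from 108 to 305 higher and from 125 to 283 lower. DESeq2 with an adjusted p threshold of 0.01 gave 193 and 189. A term for replicate number gave 261 and 205, and correlations, across genes that are not independent replicates, between the residuals of pools with the same number were 0.0604, -0.00191 and 0.0514, so that replicate numbers do not mark pairs.

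No AMPA receptor gene was called, against 1 with DESeq2, 3 without the fold-change minimum, 1 after scaling to neuron markers, 3 after scaling to hair cell markers and from 0 to 1 with each library left out. For NMDA receptor genes the 0 became 1 without the fold-change minimum and 2 after scaling to hair cell markers. Of the *VGlut3* lower genes 6 were called, 0 when tested against 0.5, 3 and 10 after scaling to neuron and hair cell markers and from 3 to 6 with each library left out. Of the *VGlut3* higher genes 5 were called, 0 when tested against 0.5, 1 after scaling to hair cell markers and from 3 to 5 with each library left out. Of the hearing loss genes 8 were called, 2 when tested against 0.5, 2 after scaling to hair cell markers and from 7 to 8 with each library left out. Of the 12 lists, 4 were called with camera, 0 with fry, 0 with an estimated correlation, from 4 to 6 with each library left out and 6 with a term for replicate number, which added the erythroid (0.55, adjusted p = 0.0374, limma's camera) and proliferation lists (0.56, adjusted p = 0.0148, limma's camera). The activity-induced median of -0.13 went from -0.22 to -0.14 with each library left out, and passed the threshold without *Bai1* tm2b/+ replicate 3 (-0.20, adjusted p = 0.0401, limma's camera). The potassium channel median of -0.13 went from -0.22 to -0.09.

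PC1 at P22 explained 45.5%, 33.4% with log2 CPM and from 44.5% to 55.2% with each library left out. PC1 at P7 explained 95.5%, with 96.1% for a larger set of variable genes, 93.8% for all genes, 95.1% for log2 CPM and 93.9% for the table as deposited. Near *Adgrb1*, 2 genes were called within 2 Mb and 4 within 5 Mb.

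At P7, 0 genes changed, with 2694 at an unadjusted p under 0.05, against 48 for DESeq2 on the libraries in counts, 94 for limma on those in rounded TPM, 293 for unscaled TPM and 6 for unscaled TPM with a minimum mean of 1. Of these 6 genes, 5 held the same value, 1 or 2 TPM, in all 4 libraries of a genotype, so their calls may come from the rounding. In the joined fit with each library left out, 0 to 1 genes changed. *Adgrb1* at P7 was -0.24, from -0.31 to -0.12 with each library left out, with -0.12 without *Bai1* tm2b/+ replicate 6, and reversed to 0.018 in the libraries in rounded TPM, 0.018 with replicate number as a term and 0.12 without scaling at either minimum. Genes lower at P22 lay 0.070 above all genes at P7 (camera p = 0.0415), which weakened under fry (0.070, p = 0.576) and an estimated correlation (0.070, p = 0.652) and to 0.012 without the length trend (camera p = 0.436), and reversed to -0.081 in the libraries in counts (camera p = 0.00117 with the preset correlation, fry p = 0.555, camera p = 0.465 with an estimated correlation). In the libraries in rounded TPM the lower genes lay at 0.20, with a camera p value of 2.49e-06 that did not hold under fry (0.0771) or an estimated correlation (0.302), and at 0.16 with a camera p value of 7.48e-05 without the length trend. Genes higher at P22 lay at -0.04, which reversed to 0.14 in the libraries in counts, with a camera p value of 9.60e-06 that did not hold under fry (0.157) or an estimated correlation (0.113), and was stronger in those in rounded TPM, at -0.14 with a camera p value of 0.000482 (fry 0.0758, estimated correlation 0.151) and at -0.061 with a camera p value of 0.0130 without the length trend. The 2654 genes that differed between ages were 25 without a batch term, 135 with DESeq2 on the counts, 428 with edgeR on the counts, from 1771 to 3177 with each P22 library left out and from 2103 to 3054 with each P7 library left out. The cause of these changes was not tested.

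Among single genes, a library left out reversed *Adgrb2* (from -0.048 to 0.11), *Adgrb3* (from -0.081 to 0.095, with -0.037 without *Bai1* tm2b/+ replicate 2), *Fam129a* (from -0.036 to 0.23) and *Grin3a* (from -0.028 to 0.22), and the bone marker median (from -0.40 to 0.15). Scaling to neuron markers reversed *Adssl1* (0.19), *Lypd1* (0.078) and *Grin1* (0.027). Scaling to hair cell markers reversed *Fam129a* (-0.29), *Kitl* (-0.35), *Rab37* (-0.17), *Tmem176b* (-0.21), *Necab1* (-0.22), *Psat1* (-0.11), *Lpar1* (-0.080), *Grin2c* (-0.24), *Grin3a* (-0.29), *Grin3b* (-0.13), *Adgrb2* (-0.36) and *Adgrb3* (-0.37), as follows from a shift of all genes. Of the other changes in single genes and lists, 73 with a library left out and 37 under other settings were weaker, and 11 and 22 were stronger.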

Differences from the paper's values

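Of the tests in this part, DESeq2 with an adjusted p threshold of 0.01 was chosen only after the values were seen, and the other alternatives were set before the data were examined.

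The paper reports 163 genes upregulated at P22 and its Table S1 lists 162, against 269 here. Among the fits that left out 1 library, that without *Bai1* tm2b/+ replicate 3 came closest (160). The same fit gave 125 lower genes against 241 in the paper, so it matched in the higher direction only. The fits without *Bai1* tm2b/+ replicate 1 or 2 gave 108 and 305. Those without *Bai1* tm2b/tm2b replicate 1, 2 or 3 gave 228, 117 and 295. DESeq2 at a threshold of 0.01, chosen after seeing the values, gave 193. The largest adjusted p value in Table S1 is 0.00994, and 4 of its 403 genes have a standard error of 0.5 or more.

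PC1 at P7 explains about 56% of the variance in Fig. 7A, read by eye from its axis label, against 95.5% here, and PC2 about 9% in Fig. 7A, read by eye, against 0.897%. No alternative reached either value. Table S1 gives *Adgrb1* an adjusted p value of 5.85e-20 (DESeq2) at P22, against 0.000602 (edgeR) here and 2.14e-17 with DESeq2, and no alternative reached it.

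Some statements on genes also differ. The paper found no expression differences at P7 with DESeq2, whereas DESeq2 called 48 genes in the libraries in counts and limma 94 in those in rounded TPM. DESeq2 called *Gria1* higher at P22 (adjusted p = 0.0240, against a range over the alternatives from 0.00746 to 0.276 with edgeR), which Fig. 7D marks as not significant. The discussion lists *Cpne6* among downregulated genes, whereas it was higher here (0.73) and in Table S1 (0.696), so that the discussion and the table differ within the paper. *Nrip3* is not marked in Fig. 7E, whereas it was called here (-0.83) and is in Table S1 (-0.867), again a difference within the paper. *Hcn4* (-0.49), *Slc17a6* (-0.48) and *Slc17a7* (-0.47) are in Table S1 and fell short of the limit of 0.5 here. Their values in Table S1 are -0.526, -0.516 and -0.501, and the log2 fold changes here were higher by a median of 0.033 over 45 named genes, none of which differed beyond its error. *Hcn4* was called in 3 of the 6 fits that left out 1 library and *Slc17a6* in 1. Fig. 7A shows 3 libraries per genotype as the first batch and 4 as the second, whereas its legend gives 4 first. The results text gives 3 for the repeat, and the methods list batches of 3 and 4.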

Other observations

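Of the tests in this part, the splits of P22 calls, the removal of length trends at P7, the test of units on PC1 and the counts of genes left after scaling were chosen only after the result was seen.

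The P22 calls were compared with those of regrouped libraries. As many genes called higher or lower were reached by 1 of the 10 splits in either direction, the real grouping itself, and the other splits gave 0 calls. The medians of both *VGlut3* lists and of the potassium channel genes were likewise reached by 1 of 10 splits. Because 10 splits cannot give a share below 1 in 10, libraries that happen to differ cannot be told apart from an effect by this test alone. The activity-induced genes (median -0.13, adjusted p = 0.162, limma's camera) were reached by 3 splits, the real grouping included, and the AMPA auxiliary and scaffold genes (median -0.05, adjusted p = 0.173, limma's camera) by 4, so that chance could give either.

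Other causes of the P22 calls were tested. After removal of trends on GC content and length, 423 of 487 calls remained, so these trends are not a likely cause of most of them. Genes on X or Y made up 3.17% of the calls and 3.36% of all genes tested (Fisher's exact test, p = 1), which does not favor the sex mix of the pools as a cause. Of 295 genes called higher without *Bai1* tm2b/tm2b replicate 3, 73.2% were above every *Bai1* tm2b/+ library in that replicate too, against 29.1% to 33.0% in 5 simulations, so tissue present in only 2 of the 3 pools is unlikely to be the source of most of them.

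A smaller share of neurons in the *Bai1* tm2b/tm2b pools may lower neuronal genes. After scaling to the neuron markers, 61 of the 218 lower genes were still called, while 60 had an adjusted p value of at least 0.05 (edgeR) and cannot be told apart from a change in neuron share. *Gria2*, *Gria3* and *Gria4* had a median of -0.059 after this scaling, from -0.30 before it, with a smallest adjusted p value of 0.201 (edgeR), which is consistent with the neuron share. A loss of transcripts per neuron shared by the markers would look the same. A larger share of hair cells could raise those hearing loss genes that hair cells express. After scaling to the hair cell markers, 2 of 8 were still called. Another 4 (*Otof*, *Cldn11*, *Cldn14* and *Chrna10*) had an adjusted p value of at least 0.05 (edgeR), so the scaling does not exclude a change in hair cell share for them. It shifted the median of all genes by -0.40, so a lost call does not show which cells express a gene.

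The 94 calls in the P7 libraries in rounded TPM were reached by 2 of 35 splits, the real grouping and another with 102 calls, so libraries grouped at random could give that number of calls. The 4047 genes at an unadjusted p under 0.05 were reached by the real grouping alone (the next split gave 3408), as were the 2621 such genes after trends on GC content and length were removed (the next gave 2410), so that a difference between the genotypes in this batch stays open. Of the calls, 0 were left, with 2621 genes at an unadjusted p under 0.05, once trends on GC content and length were removed, which is consistent with a length trend as their source. In the joined fit, 100 of 100 splits gave at least the observed 0 calls, as they must, which decides nothing. The 2694 genes at an unadjusted p under 0.05 were reached by the real grouping alone among the 100. The genes called lower or higher at P22 had medians as far from those of all genes in 44 and 39 of 100 drawn splits, the real grouping included, as libraries grouped at random would give. The unit of the values may account for PC1 at P7, which placed 14 of 14 libraries in the group of their unit.

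Of the 62 genes tested within 2 Mb of *Adgrb1*, 2 were called at P22 (3.23%, against 3.15% of all genes tested). They did not shift together (camera p value of 0.587). An effect of the allele on its neighbors is therefore not a likely source of most calls. The 2 called genes, *Arc* at 79.6 kb (-0.55) and *Mafa* at 1156 kb (-1.52), were both lower, and an effect on single neighbors stays open.

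The remaining lists tested together were not called in the fit to all 6 libraries without a term for replicate number. Supporting cell markers had a median of 0.19 (adjusted p = 0.107, limma's camera), with calls without *Bai1* tm2b/+ replicate 1 (0.25, adjusted p = 0.0311, limma's camera) and *Bai1* tm2b/tm2b replicate 1 (0.24, adjusted p = 0.0411, limma's camera). Myelin and Schwann cell markers had a median of 0.09 (0.318 by the same test), erythroid markers 0.63 (0.173), proliferation genes 0.63 (0.0644), bone markers -0.19 (0.374) and stria vascularis markers -0.38 (0.577). Without *Bai1* tm2b/tm2b replicate 3 the erythroid median was 1.48 (adjusted p = 1.28e-05, limma's camera) and the proliferation median 1.04 (0.000330), and without *Bai1* tm2b/+ replicate 1 the latter was 0.82 (0.0237). Without *Bai1* tm2b/tm2b replicate 1 the erythroid and proliferation medians fell to 0.36 and 0.33. The stria vascularis median went from -0.60 without *Bai1* tm2b/+ replicate 3 to -0.13 without *Bai1* tm2b/+ replicate 2. Without *Bai1* tm2b/+ replicate 3 the bone median was -0.40 (adjusted p = 0.0133, limma's camera), and it was 0.15 without *Bai1* tm2b/+ replicate 1. Brain neuron markers, an added list, had a median of -0.07 and a camera p value of 0.827 at P22.

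*Xist* and the summed Y genes did not differ between genotypes at P22 (exact permutation tests, p = 0.7 and p = 0.9), in the P7 libraries in counts (p = 0.6 and p = 1, exact) or in those in rounded TPM (p = 0.8 and p = 0.857, exact), although the pools differed in their mix of sexes.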
